# Partial Activation of SA- and JA-Defensive Pathways in Strawberry upon *Colletotrichum acutatum* Interaction

**DOI:** 10.3389/fpls.2016.01036

**Published:** 2016-07-15

**Authors:** Francisco Amil-Ruiz, José Garrido-Gala, José Gadea, Rosario Blanco-Portales, Antonio Muñoz-Mérida, Oswaldo Trelles, Berta de los Santos, Francisco T. Arroyo, Ana Aguado-Puig, Fernando Romero, José-Ángel Mercado, Fernando Pliego-Alfaro, Juan Muñoz-Blanco, José L. Caballero

**Keywords:** *Colletotrichum acutatum*, *Fragaria* × *ananassa*, quantification of gene expression, salicylic and jasmonic acid, strawberry defense response

## Abstract

Understanding the nature of pathogen host interaction may help improve strawberry (*Fragaria* × *ananassa*) cultivars. Plant resistance to pathogenic agents usually operates through a complex network of defense mechanisms mediated by a diverse array of signaling molecules. In strawberry, resistance to a variety of pathogens has been reported to be mostly polygenic and quantitatively inherited, making it difficult to associate molecular markers with disease resistance genes. *Colletotrichum acutatum* spp. is a major strawberry pathogen, and completely resistant cultivars have not been reported. Moreover, strawberry defense network components and mechanisms remain largely unknown and poorly understood. Assessment of the strawberry response to *C. acutatum* included a global transcript analysis, and acidic hormones SA and JA measurements were analyzed after challenge with the pathogen. Induction of transcripts corresponding to the SA and JA signaling pathways and key genes controlling major steps within these defense pathways was detected. Accordingly, SA and JA accumulated in strawberry after infection. Contrastingly, induction of several important SA, JA, and oxidative stress-responsive defense genes, including *FaPR1-1, FaLOX2, FaJAR1, FaPDF1*, and *FaGST1*, was not detected, which suggests that specific branches in these defense pathways (those leading to *FaPR1-2, FaPR2-1, FaPR2-2, FaAOS, FaPR5*, and *FaPR10)* were activated. Our results reveal that specific aspects in SA and JA dependent signaling pathways are activated in strawberry upon interaction with *C. acutatum*. Certain described defense-associated transcripts related to these two known signaling pathways do not increase in abundance following infection. This finding suggests new insight into a specific putative molecular strategy for defense against this pathogen.

## Introduction

Strawberry fruit (*Fragaria* × *ananassa* Duch.) is of great importance throughout the world due to its flavor and nutritious qualities [FAOSTAT (http://faostat.fao.org/)] (Freeman et al., 2001). However, strawberry exhibits wide diversity in its susceptibility to a large variety of phytopathogenic organisms, including *Colletotrichum* spp., which are major pathogens of this crop (Simpson, 1991; Maas, 1998), requiring excessive use of chemical agents for disease control. Breeding for resistance by crossing in natural resistance mechanisms found in related genotypes lead to more sustainable farming with fewer chemical inputs. However, resistance to a variety of pathogens is generally polygenic and quantitatively inherited (Amil-Ruiz et al., 2011), making it difficult to associate single molecular markers with disease resistance genes.

Understanding the molecular interplay between plant and microbes has led to identification of candidate genes that have been used in developing transgenic strategies and breeding efforts to increase resistance against specific pathogens in many plants (Tohidfar and Khosravi, 2015). Plant resistance to pathogenic agents usually operates through a complex defense mechanism network. Compounds such as salicylic acid (SA), jasmonic acid (JA), and ethylene (ET) regulate plant defense pathways to trigger appropriate responses to different pathogens (Robert-Seilaniantz et al., 2011). Whereas the SA signaling pathway is mainly activated against biotrophic pathogens, the JA/ET signaling pathway is activated against necrotrophic pathogens. Interplay and antagonism between these signaling pathways has also been described (Robert-Seilaniantz et al., 2011). Pathogens have evolved to overcome plant immunity mechanisms by disrupting the fine crosstalk between these defense pathways (El Oirdi et al., 2011; Rahman et al., 2012; Chung et al., 2013).

In Arabidopsis, genetic markers have been identified to denote activation of canonical SA- and JA defense pathways. Both *PAD4* and *EDS1* activate SA biosynthesis, and both are also SA induced (Rustérucci et al., 2001; Venugopal et al., 2009). *PR1* and *PR2* are known pathogen- and SA-responsive genes, which are well-established markers for the *Arabidopsis* defense responses against *P. syringae* (Uknes et al., 1992). *WRKY70* encodes a transcription factor and is an important regulator in the interplay of SA- and JA-related plant defense responses (Li et al., 2004). *AOS* encodes an allene oxide synthase, which is responsible for JA synthesis, and its expression is also regulated by this hormone (Turner et al., 2002). *PDF1.2* and *JAR1* are genes that are commonly used to monitor JA responses (Staswick and Tiryaki, 2004; Pieterse et al., 2009), whereas *LOX2*, which is involved in JA biosynthesis, is activated by a positive feedback loop (Sasaki et al., 2001). *GST1* is part of the array of defense-related genes induced in response to oxidative burst produced after pathogen infection (Bhattacharjee, 2012). This gene encodes a glutathione S-transferase that is known to play a key role in reactive oxygen species (ROS) detoxification and reduction.

In strawberry, isolation of individual genes related to plant defense has been previously reported (Amil-Ruiz et al., 2011). Furthermore, Casado-Díaz et al. (2006) first reported isolation of a large set of genes with altered expression during strawberry and *C. acutatum* interaction. Over the last decade, microarrays have proved to be a valuable tool to analyze the expression of thousands of genes on a simultaneous basis, contributing to elucidate the underlying networks of gene regulation that lead to a wide variety of defense responses. Thus, Maleck et al. (2000) have provided a comprehensive description of the SAR genes from *Arabidopsis thaliana*. Wang et al. (2005) reported that SAR requires protein secretory pathway induction. Further, microarrays have led to numerous findings of key regulatory genes for defense signaling as well as valuable end-point genes whose products display direct action against pest and diseases (Wang et al., 2006; Sarowar et al., 2011). In addition, microarray analysis has demonstrated a substantial crosstalk among different defense signaling pathways (Schenk et al., 2003) and ultimately among genes and their products, and the entire pathways are not always tuned by signaling (Lodha and Basak, 2012). In strawberry, microarrays have also been used to analyze gene expression differences between white and red fruit after 24 h interaction with *C. acutatum* and provision of certain data from factors associated with pathogen quiescence during fruit immature stages (Guidarelli et al., 2011). However, strawberry defense network components remain largely unknown or poorly understood, and accurate mechanisms remain elusive.

In this report, a transcriptomic approach has been used to identify pathogen-responsive genes in *F* × *ananassa* strawberry crown and petiole, key sites of *C. acutatum* infection. Transcript accumulation was also monitored in response to SA and JA treatments. Synthesis of SA and JA signaling molecules was also analyzed. These trials reveal changes in the transcriptomic profile of plants challenged with *C. acutatum* and present a hypothesis about a strategy potentially used by this pathogen to overcome strawberry defense. These data deepen our understanding of the complex genetic and molecular mechanisms of strawberry defense.

## Materials and methods

### Plant materials, pathogen inoculation, and hormonal treatments

Plant culture (*Fragaria* × *ananassa* cultivar Camarosa) and growth conditions, *C. acutatum* (isolate CECT 20240) inoculation, and treatments with chemicals have been previously described (Encinas-Villarejo et al., 2009). In breaf, 8-week-old strawberry plantlets were placed in 20 cm diameter plastic pots containing sterilized peat and grown for a minimum of 6 additional weeks prior to mock or pathogen inoculation by spraying a spore suspension of 10^4^ conidia·ml^−1^. Crown was collected 5 days after treatment (spray-infected and mock-treated) for microarray studies. At this time, under our experimental conditions, plants still looked healthy, and no visible disease symptoms were easily detected, even in petioles, crowns or leaves. For RTqPCR analysis, crowns and petioles were collected 1, 3, 5, 7, and 9 days after treatment, as previously described in Casado-Díaz et al. (2006). For treatment and hormonal content analysis, axenic *in-vitro* plantlets were used and aseptically sprayed with either MeJa (2 mM) or SA (5 mM) solutions, or inoculated with *C. acutatum* conidia suspension (10^4^ conidia·ml^−1^), respectively. All collected plants were immediately frozen in liquid nitrogen and stored at −80°C until use. For transmission electron microscopy, pathogen was spot inoculated in crown by applying 50-μL droplets of conidia suspension (10^6^ conidia·ml^−1^) (Arroyo et al., 2005). Control plants were similarly inoculated with 50 μL of sterile distilled water. The position of each infection site was marked for reference. Inoculated plants were enclosed in plastic bags for 48 h to maintain high relative humidity and incubated in similar conditions as described above. Hence, disease is forced to progress quicker than by spraying.

### Light microscopic fungal development observation

Light microscopy analyses of *C. acutatum* development were performed on strawberry leaf discs (10 mm diameter) randomly excised from infected leaflet at 1, 3, 5, 7, 9 dpi, using a method modified from Debode et al. (2009). In breaf, leaf discs were cleared in 0.15% trichloroacetic acid (TCA) in a 3:1 (v/v) mixture of ethanol and chloroform for 48 h, with at least three changes of the bleaching solution, rinsed briefly in lactoglycerol and incubated at room temperature for 1 h in lactophenol blue (Sigma), and washed 3 times in lactoglycerol. For ROS detection, leaf discs were infiltrated in a 10 mg/ml DAB (3,3′ -diaminobenzidine, Sigma) solution for 10 min and subsequently incubated overnight at room temperature in dark, and cleared for 24 h in 3:1 (v/v) ethanol: glacial acetic acid with three changes. Treated leaf disc was mounted in 50% fresh glycerol on glass slides and examined using a Leica DM5000B microscope. Images were captured with a Leica DC500 digital camera. Three leaftlets were sampled from each plant, and 3 plants were observed at each time point. The overall number of conidia (germinated and non-germinated) and appresoria were counted per leaf disc taken up to 9 dpi.

### Transmission electron microscopy (TEM)

Strips of tissue ~1 mm thick and 1–2 mm long were removed from beneath the inoculation droplets and fixed in 4% (v/v) glutaraldehyde in 0.1 mol·L –1cacodylate buffer (pH 7.2) for 3 h at 4°C. Upon rinsing in the same buffer, tissues were post-fixed in 1% (w/v) osmium tetroxide for 2 h at 4°C and subsequently dehydrated in a graded acetone series and embedded in EMBED-812 (Polysciences, Warrington, Penn.) according to manufacturer's instructions. Slides with semithin sections (0.5 μm) were placed on a hotplate at 50°C, stained for 1 min with 0.1% aqueous toluidine blue O and examined using a light microscope (Leitz Aristoplan). Ultrathin 60–80 nm sections were made with a Reichert-Jung Ultracut E ultramicrotome and a diamond knife, and collected on 300-mesh copper grids (Dashek and Mayfield 2000). Grids were stained with 7% aqueous uranyl acetate and lead citrate. Sections were observed and images were collected using a Philips CM-10 transmission electron microscope (TEM).

### Total RNA extraction and real-time qPCR

Total RNA from strawberry tissues was isolated as described previously (Casado-Díaz et al., 2006), treated with DnaseI (Invitrogen) for residual DNA removal, and further purified with the RNeasy MinElute Cleanup Kit (QIAGEN). Purified RNA was quantified by NanoDrop 1000 Spectrophotometer (Thermo scientific). RNA integrity was checked using the Agilent 2100 Bioanalyzer (Agilent Technologies, Deutschland). First-strand cDNA synthesis was carried out using 1 μg of purified total RNA as template for a 20 μL reaction [iScript cDNA Synthesis kit (Bio-Rad)]. RT reactions were diluted 5-fold with nuclease-free water prior to qPCR.

Specific primer pairs set were designed using Oligo Primer Analysis software version 6.65, tested by dissociation curve analysis, and verified for absence of non-specific amplification (Table S1). FaGAPDH2 gene was used for normalization (Khan and Shih, 2004; Amil-Ruiz et al., 2013). RTqPCR runs were performed using two technical replicates in the same run and three biological replicates in different runs, as described previously (Encinas-Villarejo et al., 2009), using SsoAdvanced™ SYBR® Green supermix, and MyIQ v1.004 and iCycler v3.1 real-time PCR systems (Bio-Rad).

### Microarray analysis and strawberry gene annotation

For microarray analysis, strawberry samples were collected 5 days after treatment (spray-infected and mock-treated). Crowns were used to make biological replicates, and overall RNA was isolated from three independent biological replicates for hybridization against a proprietary microarray representing approximately 2529 predicted unigenes from *F. vesca* (Shulaev et al., 2011), previously identified from strawberry libraries (Casado-Díaz et al., 2006; and JL Caballero unpublished). Microarray data with accession GSE56296 were deposited in the NCBI Gene Expression Omnibus. Quality control, labeling, hybridization, and scanning were carried out by the SCAI, University of Córdoba (http://www.uco.es/servicios/scai/index.html), following the Genomic Unit guidelines. Microarray images were analyzed using GenePix 6.0 software (Molecular Devices). Data were transformed using an intensity-based Lowess function (Yang et al., 2002) with Acuity 4.0 software (Axon Instruments). Genes were considered as differentially expressed if they fulfilled both a FDR < 0.05 after a SAM test analysis (Tusher et al., 2001), and the fold-change (up or down) was above 1.75-fold.

To assign a putative biological function to every detected differentially expressed gene, their respective orthologous genes from the wild species *F. vesca*, which genome has been recently released (Shulaev et al., 2011), were identified by blasting the EST sequence associated with each singular spot within the array to the overall collection of *F. vesca* predicted genes (Altschul et al., 1990; Shulaev et al., 2011; http://www.rosaceae.org/). In order to enrich this process, *A. thaliana* putative orthologs were also identified for every *F* × *ananassa* gene as vast functional information is available for the former species (TAIR10: http://www.arabidopsis.org/). FunCat and GO terms assignments were first used to perform an automated functional categorization of differentially expressed genes (Ashburner et al., 2000; Ruepp et al., 2004). FatiGO tool (a web tool to find significant associations of Gene Ontology terms with gene groups; Ashburner et al., 2000; Ruepp et al., 2004) was used to perform a comprehensive Singular Enrichment Analysis (SEA) to extract relevant GO terms associated with up-regulated genes. Briefly stated, it takes two lists of genes (ideally a group of interest and the remaining genes in the experiment, while any two groups, formed in any way, can be tested against each other) and converts them into two lists of GO annotations using the corresponding gene or protein—term annotation table. A Fisher's exact test for 2 × 2 contingency tables is subsequently used to check for significant over-representation of GO annotations in one of the sets with respect to the other. Multiple test correction to account for the multiple hypotheses tested (one for each functional term) is applied. The terms are considered to be relevant by the application of statistical tests, as described in Al-Shahrour et al. (2004).

### Hormone determination in strawberry tissues

Extraction and purification procedures and chromatographic analysis have been previously described (Durgbanshi et al., 2005). In short, 3 grams of frozen green tissue were lyophilized and immediately homogenized in 5 mL of ultrapure water. After centrifugation (5000 g, 10 min), supernatant pH was adjusted to 2.8 with 15% (v/v) CH3COOH, and the supernatant was partitioned twice against an equal volume of diethyl ether. The aqueous phase was discarded and the organic fraction was vacuum evaporated at room temperature. The solid residue was resuspended in 1 mL of a 90:10 (v/v) water/methanol solution and subsequently filtered through a cellulose acetate filter (0.22 μm). A 20 μL aliquot of this solution was then injected into the high performance liquid chromatography (HPLC) system from Waters, Milford MA (Alliance 2690 system). Aliquots were injected on a Nucleosil ODS reversed-phase column. Phytohormones were eluted with a gradient of methanol and 0.01% CH3COOH in water that started from 10:90 (v/v) and linearly reached 60:40 (v/v) in 10 min. In the following 4 min, the gradient was increased to 80:20 (v/v). Isocratic conditions of 80:20 (v/v) were then retained during the last 2 min of the run. Initial conditions were restored and allowed to equilibrate for 5 min, for a total time of 21 min per sample. The solvent flow rate was 0.3 mL/min, with working pressures at around 70–100 bar.

Quoted plant hormone endogenous contents are mean values from 2 measurements of each of all 3 biological replicates. The One-way Analysis of Variance (ANOVA) with a Bonferroni Multiple Comparisons Test was performed using GraphPad InStat3 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com) to calculate the significant differences between control and inoculated plants.

## Results

### Monitoring *C. acutatum* development in plant tissue

The histopathology of the interaction strawberry-*C. acutatum* has been previously reported (Curry et al., 2002), and the transition to the necrotrophic phase was established after 4 dpi (Horowitz et al., 2002). However, fungal colonization in plant may vary with infection conditions. Thus, we monitored the infection progress of *C. acutatum* on strawberry plant after artificial inoculation (spraying) using microscopic analysis.

To identify the initial infection stages, conidial development was monitored. The number of ungerminated conidia, germinated conidia without forming appresoria, and germinated conidia with fully developed appressoria, was monitored 1, 3, 5, 7 and 9 dpi (days post-inoculation; Figure 1). No visual disease symptoms were detected in the plant during this period of time. At 5 dpi 44.76% of conidia registered fully developed appresoria (Figure 1A). Other conidia did not germinate (34.98%); others, while they did, they did not produce appresoria (20.24%). Early mycelium formation was observed microscopically at 5 dpi (Figure 1D), whereas more extended and abundant mycelium was detected at 7 and 9 dpi, respectively (Figures 1E,F).

**Figure 1:**
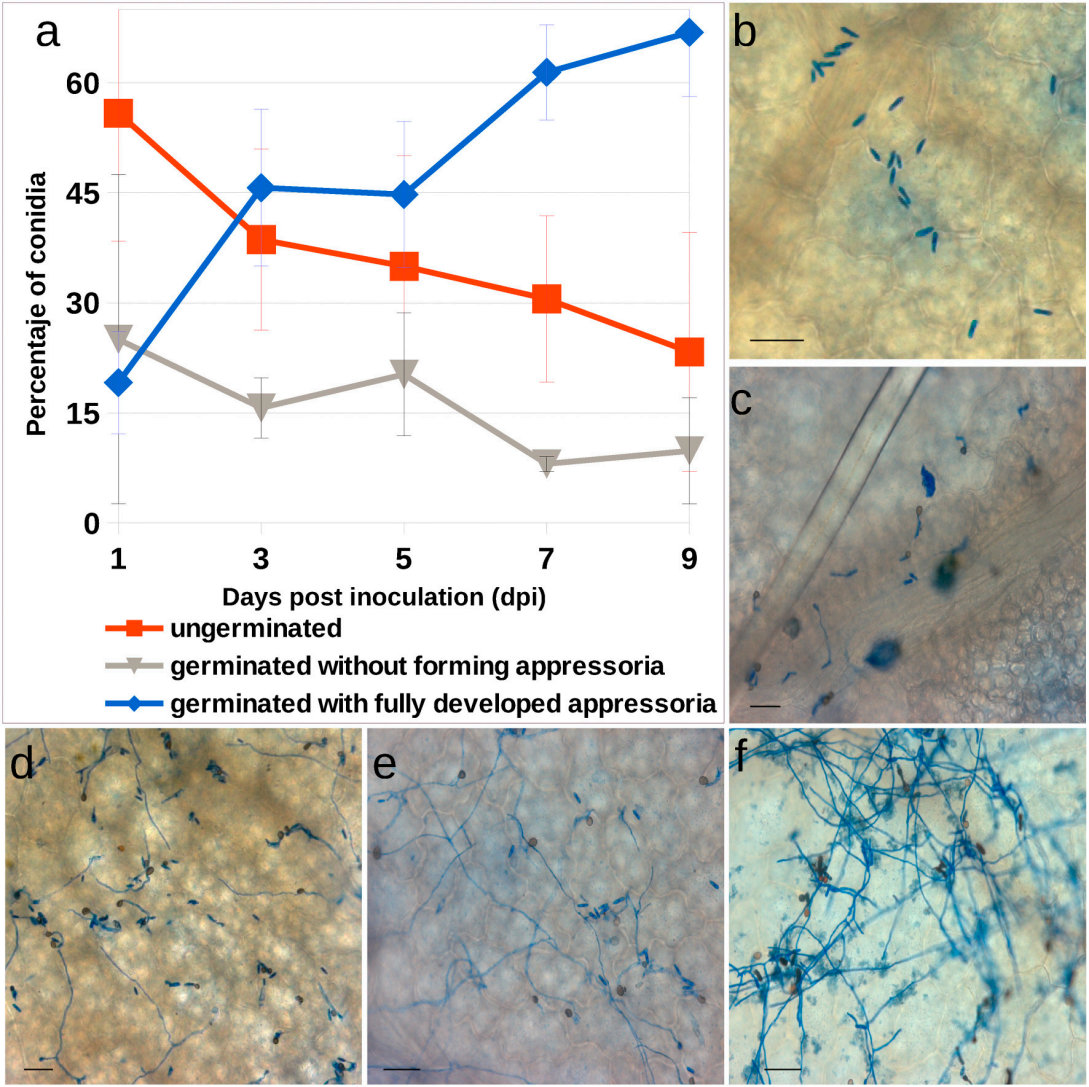
***Colletotrichum acutatum* development in strawberry tissue. (A)** Progression of *C. acutatum* isolate CECT 20240 conidial germination. **(B–F)** Photomicrographs of *C. acutatum* structures formed during infection of strawberry leaves over a 9-days period. **(B)** Non germinated conidia at 1 dpi; **(C)** Germinated conidia after 3 dpi; **(D,E)** Appressorium and mycelium development at 5 and 7 dpi, respectively; **(F)** Abundant mycelium at 9 dpi. All bars 25 μm.

As pathogen development in crown it is difficult to monitor by optical microscopy in the same way as aerial tissues, the progress of pathogen development in crown was monitored using TEM with the inoculation methods presented in Arroyo et al. (2005) (Figure 2). Such higher concentration of inoculum expedited infection development. Figure 2A shows penetration peg formation through the host cuticle and a small infection vesicle, 36 h post-inoculation (hpi), which reflects the establishment of the biotrophic stage of *C. acutatum*. No morphological signs of cuticular component degradation were observed during this penetration phase. Necrotic signals appeared as early as 4 dpi (Figure 2B), and pathogen development clearly expanded throughout vascular tissue at 7 dpi (Figure 2C).

**Figure 2:**
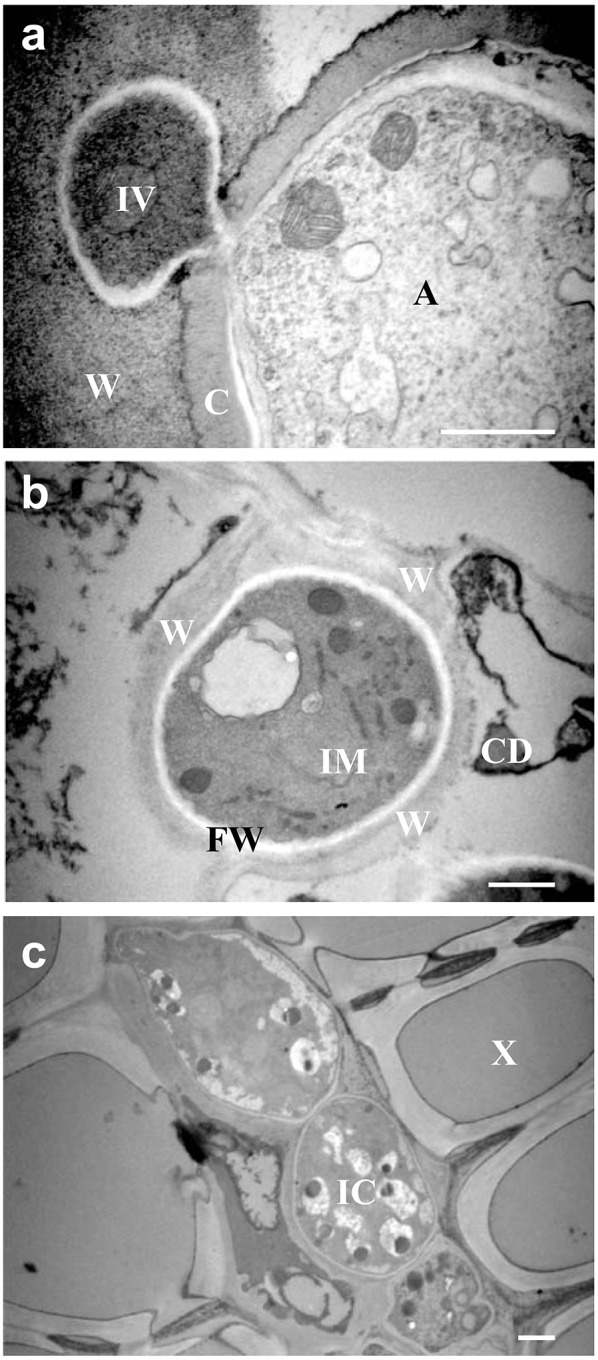
**Transmission Electronic Microscopy (TEM) in strawberry crown. (A)** Penetration of cuticle and biotrophic stage of *C. acutatum* by subcuticular hyphae on wall epidermal cell 36 h post-inoculation. **(B)** Necrotrophic signals of development of *C. acutatum* by intercellular hypha 4 days post-inoculation. **(C)** Necrotrophic development of *C. acutatum* by intracellular hyphae in xylem tissues at 7 dpi. A, appresorium; C, plant cuticle; IV, infection vesicle; W, wall plant cell; IM, intramural o intercellular hypha; FW, fungal cell wall; CD, cell debris; IC, intracellular hyphae; X, xylem. Bar = 1 μm.

### Oxidative stress analyses

ROS production was monitored by diaminobenzidine (DAB) staining throughout the plant infection time-course. No clear accumulation of DAB (reddish-brown color visible to the naked-eye) was evident at any stage of the infection analyzed here (data not shown). Furthermore, under light microscopy, DAB staining beneath fungal appressoria and surrounding the penetration pegs was very rarely observed and only after 7 dpi (Figures 3A–C). FaGST1 transcripts (the strawberry AtGST1 orthologous gene) did not increase across the time points examined, neither in crown (Figure 3D) nor in leaves (Figure 3E). A slight increase in the expression of this gene was detected in petiole tissue 3–5 dpi (Figure 3F).

**Figure 3:**
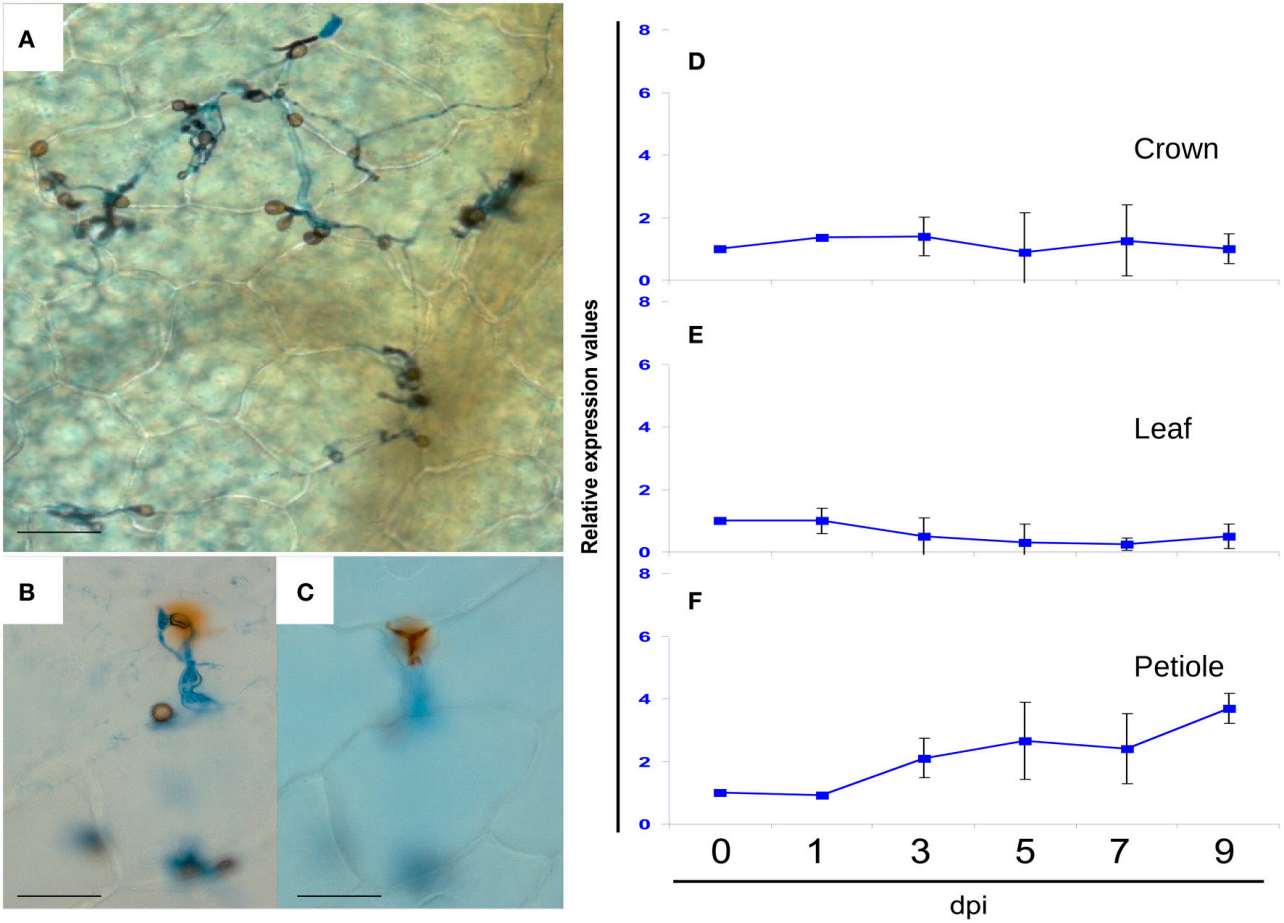
**Light microscopic analysis of DAB stained preparations of *C. acutatum* infected strawberry tissue at 7 dpi, and relative expression values by RTqPCR analysis of FaGST1 (At1g02930 ortholog) gene at different time points of infection. (A)** Tissue sample showing no DAB reaction, **(B,C)** very rarely detected reduction of DAB beneath fungal appressoria, and surrounding the penetration pegs, at upper and lower focal planes, respectively. All bars 25 μm. **(D–F)** Relative FaGST1 expression values. At each time point, every inoculated sample was compared with its corresponding mock treated sample. In the graphics, standard value 1 at T0 was added to better illustrate changes.

Based on these results, and the observation that spray inoculation with 10^4^ conidia·ml^−1^ more closely mimics natural infection conditions, the 5 dpi time point was chosen for transcriptome analysis. The assumption was that most of the changes in transcript accumulation in response to early *C. acutatum* infection would be detected around this time point, including those in response to early stages of switching to necrotrophic growth. In addition, analysis of known defense-related transcripts was performed at 1, 3, 5, 7, and 9 dpi to assess plant response to a wider range of fungal developmental stages and disease progression.

### Expression profiling of *C. acutatum*-infected strawberry

Transcript abundance was measured in crown tissue 5 days after *C. acutatum* infection and in mock-treated plants. 

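Crown RNA from plants of cv. Camarosa sprayed with 10000 conidia per ml was hybridized against crown RNA from mock-treated plants on 3 two-colour arrays, 1 for each independent biological replicate, all collected on day 5 after treatment. Each array therefore gave 1 ratio of infected over mock for each transcript, and the small number of arrays limits the precision of every mean. In replicates 1 and 2 the infected RNA carried the dye read at 647 nm and the mock RNA the dye read at 555 nm, and in replicate 3 the dyes were swapped. The authors quantified the images with GenePix and normalized each array with an intensity-based Lowess function. The values used here are their log2 ratios of infected over mock, in which replicate 3 already runs in the same direction as the other replicates, and no further normalization was applied. Of 2053 spots, 16 were controls and were left out, which left 2037 transcripts, each named by its EST. The paper gives approximately 2529 unigenes for its array, so the counts here cover a part of them, and the others were not analysed here. The median log2 ratio of the 2037 transcripts was 0.03, 0.02 and 0.02 in replicates 1, 2 and 3, and the median absolute deviation, scaled to an SD, was 0.35, 0.36 and 0.34.
No spot lacked a value, but 355 values were finer than the thousandths in which all others are written, as the mean of 2 to 10 such numbers would be. They made up 0.146% of the values of replicate 1, 3.90% of replicate 2 and 13.2% of replicate 3. These values are called filled in here, which is an inference, since how they arose is not stated in the paper's text. They were kept as given. A filled-in value that happened to be a whole number of thousandths would not be seen, so their number may be too low. If they are filled in, a transcript that has one was measured on 2 arrays only.
Across transcripts, Pearson's r was 0.970 between replicates 1 and 2, 0.749 between replicates 1 and 3 and 0.738 between replicates 2 and 3. Transcripts are not independent replicates, so no p is given. Without the ESTs of Tables 1A,B, r was 0.931, 0.452 and 0.448. Each transcript was tested for a mean log2 ratio other than 0 with limma, and the p values were adjusted over all 2037 transcripts by the Benjamini-Hochberg method.

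**Figure D1:**
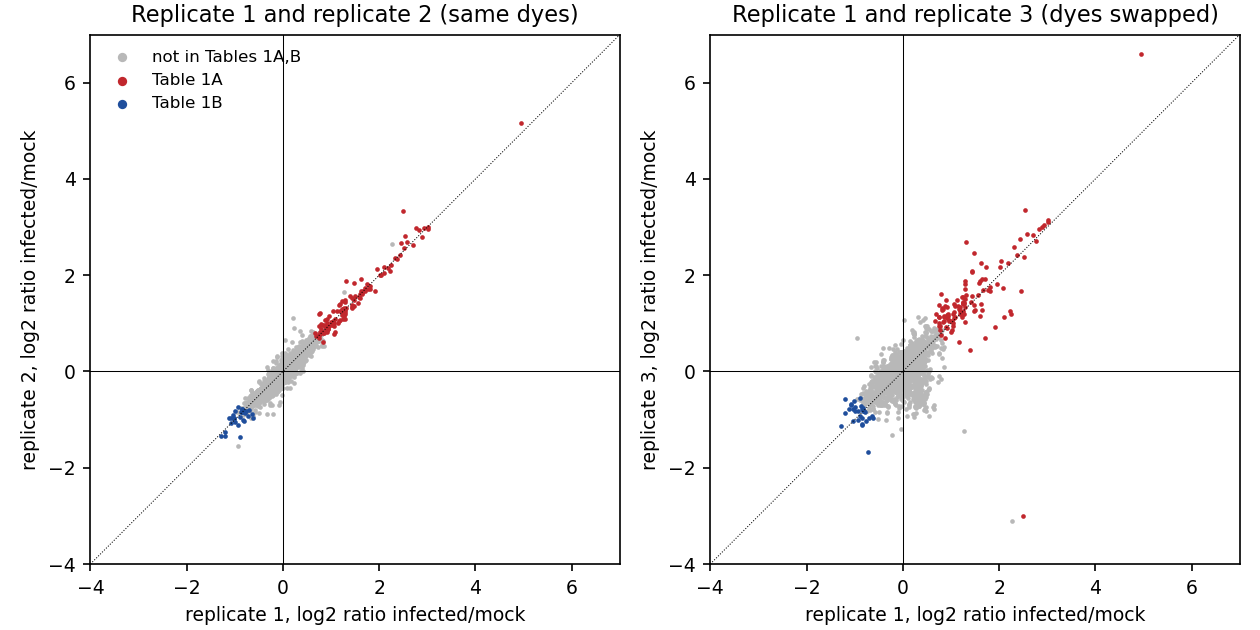
Log2 ratio of infected over mock crown RNA for each transcript in replicate 1 (x axis) against replicate 2 (left, y axis) and replicate 3 (right, y axis, dyes swapped). Red points are ESTs of Table 1A, blue points ESTs of Table 1B and grey points all others, and the dotted line marks equal values. The points lie closer to the line for replicates 1 and 2 (r = 0.970) than for replicates 1 and 3 (r = 0.749).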

Tables 1A,B and Tables S1, S2 show a summary of identified transcripts with the highest induction or repression levels after crown infection. 

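At an adjusted p under 0.05 and a mean ratio beyond 1.75-fold, 116 transcripts were more abundant in infected than in mock-treated crowns and 29 were less abundant. All 145 of them are ESTs of Tables 1A,B. Among the transcripts analysed, none outside the tables passed both thresholds in limma (0, with 0 at an unadjusted p under 0.05) or in a one-class SAM (0). None there had a mean beyond 1.75-fold, so this follows from the fold limit and the tests add nothing to it. Of the 118 ESTs of Table 1A, 116 passed when adjusted over the list alone and 116 when adjusted over all transcripts. All 29 ESTs of Table 1B passed either way. The study chose both lists on these same arrays, so the counts over the lists are not independent evidence. The mean log2 ratio had a median of 1.30 over Table 1A, with a range from 0.81 to 5.57, and a median of -0.90 over Table 1B, with a range from -1.25 to -0.81. The direction was the same on all 3 arrays for 102 of the 103 ESTs of Table 1A and all 25 of Table 1B that have no filled-in value.
The 2 ESTs of Table 1A that did not pass, named here after their values were seen, are M1H8 and M22G7. M1H8 had a mean ratio of 1.75-fold, just under the limit, with an adjusted p of 0.00119. M22G7 had log2 ratios of 2.50, 3.33 and -2.99 in replicates 1, 2 and 3, a mean of 0.95 and an adjusted p of 0.613.
Dropping the fold limit changed the counts to 401 higher and 400 lower. Of these, 655 were outside the tables, a number that was not stable. It was 240, 138 and 1301 without replicates 1, 2 and 3, 274 in SAM and 146 in a one-sample test without moderation. With both limits kept, the latter test gave 67 and 11. With each array left out in turn, 116 to 125 transcripts were higher and 23 to 35 lower. Outside the tables, 13, 3 and 15 transcripts passed without replicates 1, 2 and 3, those without replicate 2 being M15A8, M26B1 and M9H8, named after their values were seen. Equal weight for both dye orientations gives no p, and by the fold limit alone 6 passed there, and 27 ESTs of Table 1B. With centred or scaled arrays 3 passed outside the tables (M17G4, M18H11 and M27B1, likewise named after their values were seen).

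**Figure D2:**
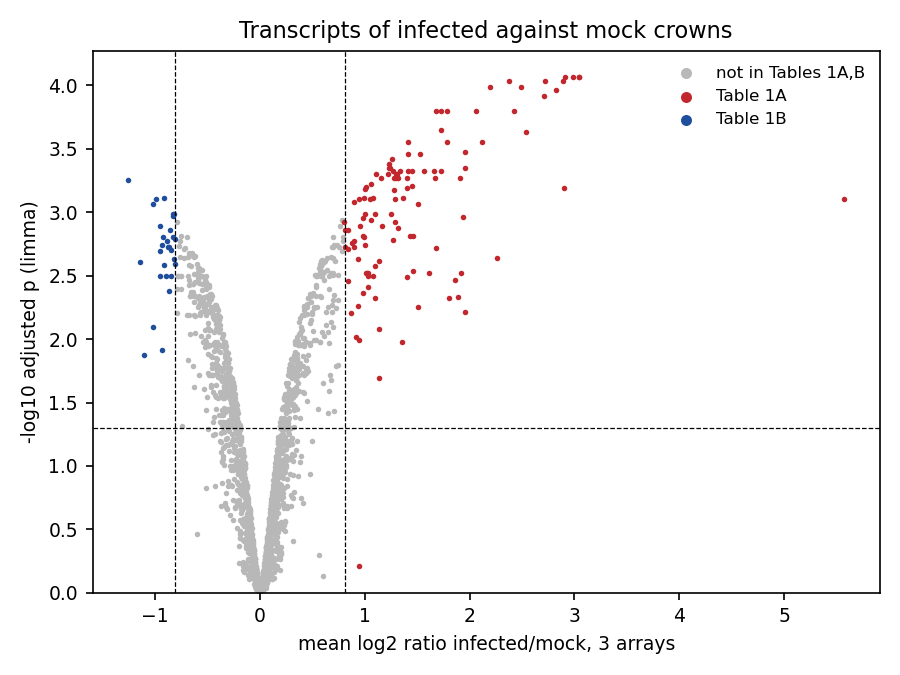
Mean log2 ratio of infected over mock crowns on 3 arrays (x axis) and −log10 of the limma adjusted p (y axis) of each transcript. Dashed lines mark 1.75-fold and an adjusted p of 0.05, red points are ESTs of Table 1A and blue points ESTs of Table 1B. The red point below the horizontal line is M22G7.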

A total of 147 transcripts varied in accumulation more than 1.75-fold following criteria described under Material and Methods. Of these, 118 genes were induced, and 29 genes were repressed. 

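The largest induction was that of M24B7 (FaGLN-2, F. vesca gene14817, a glycosyl hydrolase of the PR family), with a mean log2 ratio of 5.57 ± 0.89 (SD, n = 3 arrays, limma adjusted p = 0.000788). Its values differed more between arrays than those of the next transcripts, with 4.95, 5.17 and 6.59 in replicates 1, 2 and 3. M23A9 (gene14522, phospholipase D delta) and M22B1 (gene01044, described as embryo defective) followed with 3.05 ± 0.05 and 3.04 ± 0.09 (adjusted p = 8.52e-05 for each). The difference between this pair of transcripts was smaller than the spread between arrays. The other transcripts among the 10 highest were M16D12 (FaCHI4-2, a class IV chitinase, mean log2 ratio 2.99), EPR5-77 (FaPR5-2, mean log2 ratio 2.91), M5B6 (a laccase matched to the 3′ untranslated region of gene24296, mean log2 ratio 2.90), M27D3 (a RING/U-box E3 ubiquitin ligase, mean log2 ratio 2.90), M23A10 (a PR10 protein, mean log2 ratio 2.82), M12C12 (FaLIP-1, a triacylglycerol lipase, mean log2 ratio 2.72) and M18E11 (also described as embryo defective, mean log2 ratio 2.71). The adjusted p of these transcripts was at most 0.000642.
The strongest repression on the mean of the 3 arrays was that of M10H10 (gene17514, a homolog of the corepressor LEUNIG), with a mean log2 ratio of -1.25 ± 0.11 (adjusted p = 0.000556). M8D2 (gene14995, methionine synthase) had -1.14 ± 0.24 (adjusted p = 0.00244). M28F7 (gene25662, a 40S ribosomal protein) had -1.10 ± 0.50 (adjusted p = 0.0134), which passed 0.05 neither in a one-class SAM (q = 0.0541) nor in limma without replicate 2 (adjusted p = 0.0508). Its mean was lower than that of M10H10 with both dye orientations weighted equally (-1.25 against -1.22) and without replicate 1 (-1.29 against -1.24). M18F3 (gene21849, a proteasome ATPase) had a mean log2 ratio of -1.02 ± 0.09 (adjusted p = 0.000858). M9F8 (gene16275, a haloacid dehalogenase-like hydrolase) had -1.02 ± 0.38 (limma adjusted p = 0.00805, and 0.0485 without replicate 2). On replicate 3 the value of M9F8 was -0.58, within 1.75-fold. All 10 induced and 5 repressed transcripts changed in the same direction on each array, which was a condition of their choice. None of them has a value recognized as filled in. Such a value stood on replicate 3 for 15 ESTs of Table 1A and 4 of Table 1B, and if filled in, these were measured only in the dye orientation of replicates 1 and 2.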

Verification of gene expression changes by real-time RTqPCR was performed on eleven up-regulated genes and two down-regulated genes, representing different categories shown in Tables 1A,B (marked with #). 

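Tables 1A,B give an RTqPCR value at 5 dpi for 21 transcripts, 19 induced and 2 repressed. These values are the paper's and were set beside the mean log2 ratios of the arrays on the log2 scale. The direction was the same for all 21, but the RTqPCR value of M28A2 (1.5 ± 0.64) lay within its SD of no change. Across these transcripts, Spearman's rho between both measurements was 0.830 (two-sided permutation test, p = 2e-05, adjusted p = 2e-05) and Pearson's r was 0.816 (p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 2e-05). Both coefficients were adjusted together. The transcripts were chosen by the study from its own lists and are not independent replicates. The value moved most when only the 19 induced transcripts were taken, to a rho of 0.772 (adjusted p = 0.000540) and an r of 0.683. The RTqPCR value was further from 0 than the array value for 19 transcripts, and over all of them the difference had a median of 1.23 on the log2 scale. It was largest for M16D12 (FaCHI4-2), at 3.88, and J_4-9 (FaWRKY1, array mean log2 ratio 1.96 ± 0.16, SD, n = 3 arrays), at 3.86. The exceptions were M24B7 (FaGLN-2) and M28A2 (FaAOS-1), whose differences were -0.64 and -0.22. M21B3 (FaWRKY2), which like FaWRKY1 resembles AtWRKY75, had an array mean log2 ratio of 2.53 ± 0.19, ELRR-39 (FaLRR1) of 1.10 ± 0.13 and M3E6 (a class III peroxidase) of 0.94 ± 0.29. Both repressed transcripts were M29G3 (a serine carboxypeptidase, -0.91 ± 0.18) and M29H6 (leucoanthocyanidin dioxygenase, -0.93 ± 0.14). Their adjusted p from limma were at most 0.00553.

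**Figure D3:**
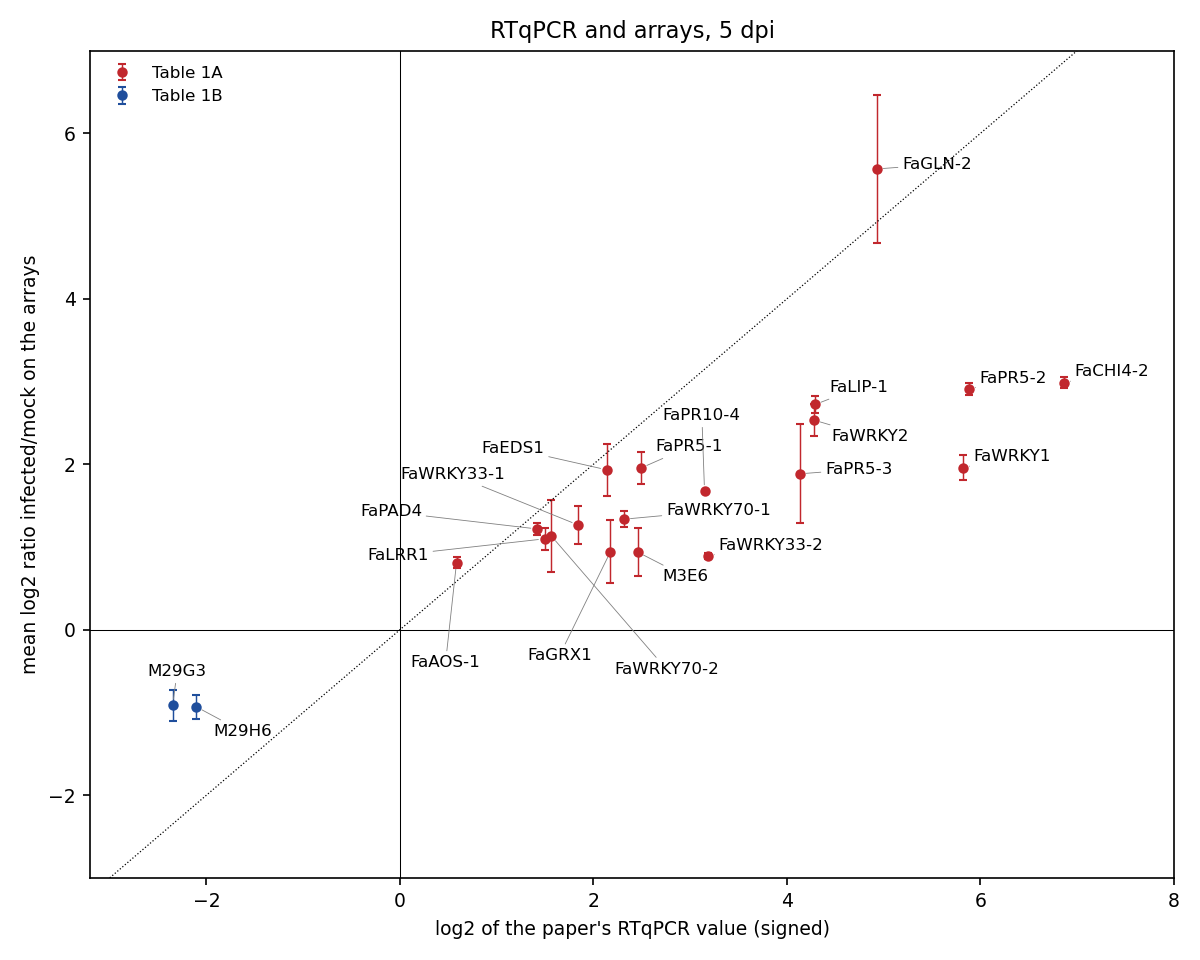
Log2 of the paper's RTqPCR value, negative for repressed transcripts (x axis), and mean log2 ratio of infected over mock on the arrays with its SD over 3 arrays (y axis) for 21 transcripts at 5 dpi. Red points are transcripts of Table 1A and blue points of Table 1B, and the dotted line marks equal values. FaGLN-2 and FaAOS-1 lie above the line among the induced transcripts and the others below it.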

The expression pattern of analyzed genes after *C. acutatum* inoculation was consistent with that obtained by microarray analysis.

**Table 1A:** **Up-regulated genes by *Colletotrichum acutatum* in crown tissue of *Fragaria x ananassa*, cultivar Camarosa**.

***Fxananassa* gene ID**	***F. vesca* ortholog**	***A. thaliana* ortholog**	**Gene description**	**Relation with defense/biological function**	**CC vs. CI**	
					**Fold change (*RTqPCR*)**	**FDR *q*-value**
**INVASION SENSING**						
M13C5^*^	gene07245	AT5G13160	Serine/threonine-protein kinase PBS1	Receptor kinase, R protein-guard model	4.17	0
M19F7^*^	gene15497	AT4G33210	SLOMO (SLOw MOtion) F-box/LRR-repeat protein	Fbox/LRR protein, plant receptor, Proteasome complex	2.65	7.93E-03
M2F10^*^	gene19270^†^	AT4G00340	Receptor-like protein kinase 4	Receptor kinase, Signal transduction regulation	2.43	7.93E-03
M14D5	gene13911	AT1G30240	Proline-, glutamic acid- and leucine-rich protein 1	LRR protein, plant receptor	2.35	7.93E-03
M6C2	gene01890	AT5G42090	Lung seven transmembrane receptor family protein	Plant receptor	2.35	7.93E-03
ELRR-39#	gene25524	AT5G21090	CPR30 Leucine-rich repeat (LRR) family protein	LRR protein, plant receptor	2.14 (2.82 ± 0.54)	7.93E-03
M29F3	gene16731	AT3G14460	LRR and NB-ARC domains-containing disease resistance protein	CC-NBS-LRR class of R proteins, plant receptor	2.00	7.93E-03
M18E3	gene20858	AT3G14460	Proline-, glutamic acid- and leucine-rich protein 1	CC-NBS-LRR class of R proteins, plant receptor	1.84	7.93E-03
**SIGNAL TRANSDUCTION**						
M23A9	gene14522	AT4G35790	Phospholipase D delta	Phospholipase D, Transduction of stress responses	8.26	0
M27D3	gene18784	AT5G01160	RING/U-box E3 ubiquitin-protein ligase	E3 ligase, Proteasome complex	7.44	0
M16B7	gene00744	AT1G69960	Serine/threonine-protein phosphatase PP2A catalytic subunit	Ser/Thr protein phosphatase 2A catalytic subunit	5.20	0
M19D11	gene10418^†^	AT3G03940	Casein Serine/threonine-protein kinase	Calcium binding kinase	4.59	0
M13C5^*^	gene07245	AT5G13160	Serine/threonine-protein kinase PBS1	Receptor kinase, R protein-guard model	4.17	0
EDS1-936^*^#	gene09503	AT3G48090	EDS1-specific diacylglycerol lipase alpha	Lipase, SA pathway regulator	3.82 (4.4 ± 1.13)	0
M23A6	gene32391	AT4G11740	Ubiquitin-like superfamily protein	Ubiquitin, Proteasome complex	3.49	7.60E-03
M27C10	gene30942_.3utr_	AT5G25510	Serine/threonine protein phosphatase 2A regulatory B subunit	Ser/Thr protein phosphatase 2A catalytic subunit	3.44	0
M8G2	gene10067	AT4G30960	CIPK-Serine/threonine-protein kinase 6	Calcium binding kinase SOS2	3.18	0
M4F10	gene21532	AT1G65430	E3 ubiquitin-protein ligase ARI8	E3 ligase, Proteasome complex	3.15	0
M8G7	gene24036	AT4G36990	TBF1 Heat shock factor protein	Major molecular switch for plant growth-to-defense transition	3.06	7.93E-03
M24D7^*^	gene28350	AT5G40150	Peroxidase superfamily protein	Class III peroxidase	2.76	7.93E-03
M10E2	gene02575	AT1G27460	NPGR1-No pollen germination related 1	Calmoduling binding protein	2.73	7.93E-03
M3D5	gene23778	AT1G05180	NEDD8-activating enzyme E1 regulatory subunit / AXR1 (Auxin resistant 1) NAD(P)-binding Rossmann-fold superfamily protein	Fbox, JA signaling, Proteasome complex	2.73	7.93E-03
M19F7^*^	gene15497	AT4G33210	SLOMO (SLOw MOtion) F-box/LRR-repeat protein	Fbox/LRR protein, plant receptor, Proteasome complex	2.65	7.93E-03
M25E7	gene01516	AT1G15780	Bromodomain-containing protein	Interact with calcium binding protein kinase	2.47	7.93E-03
M8D11^*^	gene06214	AT1G60490	Phosphatidylinositol 3-kinase	Protein kinase, Protein trafficking, Secretory Pathway	2.46	7.93E-03
M13H9	gene12681	AT5G57020	Myristoyl-CoA:protein N-myristoyltransferase	Co-traslational addition of myristic acid	2.45	7.93E-03
M2F10^*^	gene19270^†^	AT4G00340	Receptor-like protein kinase 4	Receptor kinase, Signal transduction regulation	2.43	7.93E-03
M7G11	gene04753	AT1G69640	Sphingoid base hydroxylase 1 (SBH1)	Synthesis of membrane components	2.42	7.93E-03
M4E10^*^#	gene16110	AT3G52430	Phytoalexin deficient 4, Lipase	Lipase, Chemical defenses, SA pathway regulator	2.33 (2.67 ± 0.64)	7.93E-03
M4C3	gene15015	AT5G10930	CIPK-Serine/threonine-protein kinase 5	Calcium binding kinase	2.25	7.93E-03
M14H1	gene07894	AT3G51860	Vacuolar cation/proton exchanger 3	Proton/Calcium antiporter	2.20	7.93E-03
M7B6	gene05859	AT1G80210	BRCC36A - homologous recombination	Homologous recombination, deubiquitinating activity, Proteasome complex	2.20	7.93E-03
M21H5	gene01441	AT5G56180	Actin-related protein 8	Fbox/Actin/helicase domain, proteasome complex, XXXRNAmetabolism	2.05	7.93E-03
M4E6	gene12959	AT4G33240	1-phosphatidylinositol-4-phosphate 5-kinase	Protein kinase, protein trafficking, endomembrane homeostasis	2.04	7.93E-03
M28C8^*^	gene12445	AT1G05260	Peroxidase superfamily protein	Class III peroxidase	1.98	7.93E-03
M17E3	gene06367^†^	AT4G24830	Argininosuccinate synthase	NO synthesis, signal transduction	1.98	7.93E-03
M3E6^*^#	gene27591	AT1G71695	Peroxidase superfamily protein (Prx12)	Class III peroxidase	1.92 (5.5 ± 0.7)	7.93E-03
M10B6	gene01594	AT3G13460	YTH domain family protein 2	Calcium transport to nucleus, regulate gene expression	1.86	7.93E-03
M13F3	gene28416	AT3G27925	Protease DegP1	Protease	1.79	7.93E-03
M1H8	gene12874^†^	AT5G53360	E3 Ubiquitin protein ligase SINAT3	E3 ligase, proteasome complex	1.75	9.42E-03
**NEW PROTEIN SYNTHESIS AND SECRETION**						
M21B3#	gene01340	AT5G13080	WRKY DNA-binding protein 75	Transcription factor	5.79 (19.47 ± 5.2)	0
M8H8	gene10702	AT4G17960	ATP-dependent RNA helicase DBP10	RNA metabolism	5.61	0
M26G7	gene31909	AT2G25970	RNA binding KH domain-containing protein	RNA metabolism	5.35	0
M22D9	gene22758	AT3G51980	Armadillo repeat superfamily protein-Hsp70 nucleotide exchange factor fes1	Protein folding	4.80	0
J_4-9#	gene07210	AT5G13080	WRKY DNA-binding protein 75	Transcription factor	3.89 (56.68 ± 7.93)	0
M11C6	gene03828	AT1G69620	60S Ribosomal protein L34	Protein synthesis	3.79	0
M6G7	gene32154	AT3G48030	Hypoxia-responsive Zinc finger (C3HC4-type RING finger) family protein	Transcription factor	3.75	0
M10C12	gene08531	AT1G75780	Tubulin beta-1 chain	Citosqueleton	3.62	0
M9F6	gene29752	AT1G28420	Homeobox protein orthopedia	Transcription factor	3.44	0
M1A2	gene24354	AT1G62020	Coatomer subunit alpha	Protein transport	3.31	0
M23C4	gene02623	AT4G37750	AINTEGUMENTA gene - AP2 like transcription factor	Transcription factor	3.20	7.60E-03
M18A9	gene30367	AT5G46190	RNA-binding KH domain-containing protein	RNA metabolism	2.85	7.93E-03
M7G4	gene23202	AT3G52250	Duplicated homeodomain-like superfamily protein	RNA metabolism	2.75	7.93E-03
M23C7	gene25539_.3utr_	AT4G33865	40S ribosomal protein S29	Protein synthesis	2.57	7.93E-03
M17H1^*^#	gene13547	AT3G56400	WRKY DNA-binding protein 70	Transcription factor, SA-JA crosstalk	2.53 (4.99 ± 0.54)	7.93E-03
M18F1	gene09051	AT1G47490	RNA-binding protein 47C	RNA metabolism	2.49	7.93E-03
M8D11^*^	gene06214	AT1G60490	Phosphatidylinositol 3-kinase	Protein kinase, Protein trafficking, Secretory Pathway	2.46	7.93E-03
M11H4	gene22626	AT3G12110	Actin 11	Citosqueleton	2.42	7.93E-03
M8H3^*^#	gene13803	AT2G38470	WRKY DNA-binding protein 33	Transcription factor, JA pathway	2.41 (3.58 ± 1.52)	7.93E-03
M14B5	gene29081	AT1G59740	Peptide transporter PTR	Protein secretion	2.39	7.93E-03
M5B8	gene24582	AT5G22950	Vacuolar protein sorting-associated protein 24	Protein secretion	2.22	7.93E-03
M12E12^*^#	gene21365	AT3G56400	WRKY DNA-binding protein 70	Transcription factor, SA-JA crosstalk	2.19 (2.96 ± 0.54)	7.93E-03
M3A1	gene30880	AT3G16060	Kinesin-related protein	Citosqueleton	2.12	7.93E-03
M19E4	gene05323	AT2G44710	RNA-binding (RRM/RBD/RNP motifs) family protein	RNA metabolism	2.12	7.93E-03
M18C5	gene04135	AT1G66140	Zinc finger protein 4	Transcription factor	2.08	7.93E-03
M3E11	gene25805	AT1G18650	Plasmodesmata callose-binding endo-1,3-beta-glucosidase protein 3 (PdCB3)	Cell-to-cell trafficking	2.02	7.93E-03
M12B6	no hit found^†^	AT3G25940	DNA-directed RNA polymerase TFIIB zinc-binding protein	RNA metabolism	2.01	7.93E-03
M7D1	gene10625	AT3G05590	60S ribosomal protein L18-2	Protein synthesis	2.00	7.93E-03
M20A3	gene21473	AT5G16715	Valyl-tRNA synthetase	Protein synthesis	1.98	7.93E-03
M8A6	gene00998	AT1G77030	DEAD-box ATP-dependent RNA helicase 29	RNA metabolism	1.93	7.93E-03
M9E2	gene15731	AT1G80070	Pre-mRNA-processing-splicing factor SUS2	RNA metabolism	1.92	7.93E-03
M28B7	gene16235_.5utr_	AT2G22430	Homeobox-leucine zipper protein ATHB-6	Transcription factor	1.89	7.93E-03
M1C12^*^#	gene28174	AT2G38470	WRKY DNA-binding protein 33	Transcription factor, JA pathway	1.86 (9.10 ± 1)	7.93E-03
M6A9	gene00185	AT5G67300	Transcription factor MYB44	Transcription factor	1.83	9.42E-03
M4C6	gene20572	AT3G62310	RNA helicase family protein	RNA metabolism	1.79	9.42E-03
**DIRECT DEFENSES**						
M24B7#	gene14817	AT4G16260	Glycosyl hydrolase superfamily protein	Cell wall degradation, PR protein family	47.54 (30.54 ± 16.25)	0
M16D12#	gene02717	AT3G54420	Chitinase class IV	PR protein family	7.93 (116.84 ± 22.54)	0
EPR5-77#	gene32423	AT4G11650	Pathogenesis-related 5 family protein	PR protein family	7.52 (59.11 ± 10.05)	0
M5B6	gene24296_.3utr_	AT5G09360	Laccase	Lignin biosynthesis	7.48	0
M23A10	gene07086	AT1G24020	Pathogenesis-related 10 family protein	PR protein family	7.08	0
M12C12#	gene31975	AT5G14180	Triacylglycerol lipase 2	Lipase, Chemical defenses	6.60 (19.59 ± 2.7)	0
M6G11	gene26351	AT4G34135	Flavonol 7-O-glucosyltransferase	Secondary metabolism	4.34	0
M6B9	gene05185	AT1G24020	Pathogenesis-related 10 family protein	PR protein family	3.89	0
EPR5-284#	gene32422	AT4G11650	Pathogenesis-related 5 family protein	PR protein family	3.88 (5.63 ± 1.93)	0
M1F10#	gene09812	AT1G20030	Pathogenesis-related 5 family protein	PR protein family	3.69 (17.58 ± 5.7)	0
M22A10#	gene07085	AT1G24020	Pathogenesis-related 10 family protein	PR protein family	3.20 (8.87 ± 2.38)	0
M24D7^*^	gene28350	AT5G40150	Peroxidase superfamily protein	Class III peroxidase	2.76	7.93E-03
M5G8	gene07082	AT1G24020	Pathogenesis-related 10 family protein	PR protein family	2.67	7.93E-03
M10C5	gene00687	AT1G24020	Pathogenesis-related 10 family protein	PR protein family	2.66	7.93E-03
M26E5	gene32023	AT5G17000	Zinc-binding dehydrogenase family protein / oxidoreductase	Redox protection	2.65	7.93E-03
M4F3	gene27555	AT1G22750	D-serine/D-alanine/glycine transporter	Secondary metabolism	2.65	7.93E-03
M25D10	gene07087	AT1G24020	Pathogenesis-related 10 family protein	PR protein family	2.44	7.93E-03
M5C8	gene11632	AT4G32320	L-ascorbate peroxidase 6	Antioxidant defenses	2.36	7.93E-03
M4E10^*^	gene16110	AT3G52430	Phytoalexin deficient 4, Lipase	Lipase, Chemical defenses, SA pathway regulator	2.33 (2.67 ± 0.64)	7.93E-03
M23D11	gene20700	AT4G37990	Cinnamyl alcohol dehydrogenase	Lignin biosynthesis	2.14	7.93E-03
M29A9	gene21697	AT3G54420	Endochitinase PR4	PR protein family	2.02	7.93E-03
M25D11	gene17437	AT3G07320	O-Glycosyl hydrolases family 17, (1->3)-beta-glucanase	Cell wall degradation, PR protein family	1.98	7.93E-03
M28C8^*^	gene12445	AT1G05260	Peroxidase superfamily protein	Class III peroxidase	1.98	7.93E-03
M3E6^*^#	gene27591	AT1G71695	Peroxidase superfamily protein (Prx12)	Class III peroxidase	1.92 (5.5 ± 0.7)	7.93E-03
M10D7	gene07065	AT1G24020	Fra a 2 allergen	PR protein family	1.86	7.93E-03
M26G2	gene31048	AT2G30370	CHAL secreted protein	Inhibite stomatal production	1.79	7.93E-03
M21G5	gene04724	AT1G69530	Expansin-A1	Stomatal movement	1.76	9.42E-03
**HORMONE-DEPENDENT PATHWAYS**						
EDS1-936^*^#	gene09503	AT3G48090	EDS1-specific diacylglycerol lipase alpha	Lipase, SA pathway regulator	3.82 (4.4 ± 1.13)	0
M12E4	gene32179	AT1G27500	Tetratricopeptide repeat (TPR)-like superfamily protein	Tetratricopeptide repeat	3.32	0
M22A6	gene05545	AT1G80360	Pyridoxal phosphate (PLP)-dependent transferases superfamily protein	Pyridoxal-phosphate, oxidative stress response	2.84	7.93E-03
M14G2	gene31738	AT4G39820	Tetratricopeptide repeat (TPR)-like superfamily protein	Tetratricopeptide repeat	2.69	7.93E-03
M8H2	gene09899	AT5G64250	2-nitropropane dioxygenase	JA pathway	2.67	7.93E-03
M26D3	gene18908	AT4G01100	Adenine nucleotide transporter 1 (ADNT1)	Purine transporter, Signaling	2.56	7.93E-03
M17H1^*^#	gene13547	AT3G56400	WRKY DNA-binding protein 70	Transcription factor, SA-JA crosstalk	2.53 (4.99 ± 0.54)	7.93E-03
M25B1	gene23034	AT3G13790	Cell wall Invertase 1 (AtcwINV1): Glycosyl hydrolases family 32 protein	Cell wall invertase, signaling	2.48	7.93E-03
M9E10	gene03078	AT1G44750	Purine permease 11	Purine transporter, Signaling	2.44	7.93E-03
M8H3^*^#	gene13803	AT2G38470	WRKY DNA-binding protein 33	Transcription factor, JA pathway	2.41 (3.58 ± 1.52)	7.93E-03
M4E10^*^#	gene16110	AT3G52430	Phytoalexin deficient 4, Lipase	Lipase, Chemical defenses, SA pathway regulator	2.33 (2.67 ± 0.64)	7.93E-03
M12E12^*^#	gene21365	AT3G56400	WRKY DNA-binding protein 70	Transcription factor, SA-JA crosstalk	2.19 (2.96 ± 0.54)	7.93E-03
M23C11	gene08617	AT1G76180	Dehydrin cold-regulated 47	ABA responsive	2.15	7.93E-03
M16H1	gene14094_.3utr_	no hit found	Auxin response factor	Auxin responsive	2.14	7.93E-03
M9D5	gene29393	AT4G37150	Methyl salicylate (MeSA) esterase 9	SA release from MeSA	2.03	7.93E-03
M30F8#	gene29769_.3utr_	AT1G28480	Glutaredoxin GRX480	SA pathway, REDOX signaling	1.92 (4.52 ± 0.82)	7.93E-03
M1C12^*^#	gene28174	AT2G38470	WRKY DNA-binding protein 33	Transcription factor, JA pathway	1.86 (9.10 ± 1)	7.93E-03
M28A2#	gene15063	AT5G42650	Allene oxide synthase	JA synthesis	1.75 (1.5 ± 0.64)	9.42E-03
**NO OBVIOUSLY RELATED TO DEFENSE RESPONSE**						
M22B1	gene01044	AT2G25660	Embryo defective 2410		8.25	0
M18E11	gene27435	AT1G34550	Embryo defective 2756		6.55	0
M21E9	gene24023	AT2G24960	MRG family protein, chromatin binding		3.31	0
M7B12	gene07388	AT2G21170	Triosephosphate isomerase		2.96	7.60E-03
M24C11	gene32086	AT1G64385	Unknown protein, endomembrane system		2.88	7.60E-03
M13A4	gene23331	AT5G13520	Aminopeptidase M1 family protein / Leukotriene A-4 hydrolase		2.39	7.93E-03
M27A2	gene13677^†^	AT1G32060	Phosphoribulokinase		2.08	7.93E-03
M4E4	gene05017^†^	AT5G49930	Embryo defective 1441		2.07	7.93E-03
M25G5	gene06563_.3utr_	AT4G13930	Serine hydroxymethyltransferase 4		2.04	7.93E-03
M3F5	gene13777	AT3G08890	Protein of unknown function		1.97	7.93E-03
M22G7	gene09933_.3utr_	AT5G41835	non-LTR retrotransposon family		1.93	3.64E-02
M4F8	gene15022_.3utr_	AT2G25140	Casein lytic proteinase B4/heat shock protein		1.91	7.93E-03

Genes were considered as differentially expressed if they fulfilled a FDR < 0.05 after a SAM test analysis and the fold-change was higher that 1.75-fold between the compared conditions. Fold change values represent the ratio of cv. Camarosa mock (CC) vs. infected (CI). (#) indicates genes further analyzed by real time RTqPCR to validate microarray result. Their relative expression value at 5dpi is shown as (media ± SD) in the “Fold Change” column. (

† *) marks no obvious detection of F. vesca ortolog gene due to putative fails by automated gene prediction (see also Table S3). 3utr, and 5utr, indicate F x ananassa sequences matching untranslated regions of the corresponding F. vesca gene (see also Table S3). Regulated genes are grouped in sections accordingly to their role in different steps of the defense response against C. acutatum (see Table S4 for associated references). Asterisk marks genes which take part in more than one unique functional group*.

**Table 1B:** **Down-regulated genes by *Colletotrichum acutatum* in crown tissue of *Fragaria x ananassa*, cultivar Camarosa**.

***Fxananassa* gene ID**	***F. vesca* ortholog**	***A. thaliana* ortholog**	**Gene Description**	**Relation with defense/biological function**	**CC vs. CI**	
					**Fold Change**	**FDR *q*-value**
**INVASION SENSING**						
M6F8	gene29223	AT1G57680	G-Protein coupled receptor 1	G-protein coupled receptor	−1.99	3.95E-02
M20C3	gene24345	AT2G32240	Leucine-rich repeat-containing protein	LRR protein, plant receptor	−1.93	3.95E-02
**SIGNAL TRANSDUCTION**						
M18F3	gene21849	AT5G43010	Regulatory particle AAA-ATPase 4A/Proteasome complex	Regulatory ATPase, Proteasome complex	−2.02	3.95E-02
M29G3#	gene25430	AT2G22990	Serine carboxypeptidase	Peptidase, Glucosinolate and phenylpropanoid pathway	−1.88 (−5.1 ± 2.2)	3.95E-02
M5E3	gene12921	AT1G74960	Beta-ketoacyl-ACP synthase	Fatty acid biosynthesis	−1.80	3.95E-02
M26F4	gene09121	AT5G67090	Subtilisin-like serine endopeptidase	Peptidase	−1.78	3.95E-02
M22F5	gene18417	AT5G02310	Protein ubiquitination component of the N-end rule	Ubiquitin ligase, Proteasome complex	−1.76	3.95E-02
**NEW PROTEIN SYNTHESIS AND SECRETION**						
M10H10	gene17514	AT2G32700	LEUNIG_homolog transcriptional correpresor	Transcription represor	−2.39	3.95E-02
M28F7	gene25662^†^	AT5G02960	40S Ribosomal protein S12/S23	Protein synthesis	−2.15	3.95E-02
M22E3	gene12861	AT5G53430	Histone methyltransferase	Indirect transcription regulation	−1.86	3.95E-02
M22E11	gene15974_.3utr_	AT1G15750	TOPLESS transcriptional correpresor	Transcription represor	−1.85	3.95E-02
M22D5	gene31183_.3utr_	AT1G22910	RNA-binding (RRM/RBD/RNP motifs) family protein	RNA metabolism	−1.78	3.95E-02
M21G2	gene29663	AT1G29170	SCAR family member	Citoesqueleton	−1.75	3.95E-02
**DIRECT DEFENSES**						
M29H6#	gene32347	AT4G22880	Leucoanthocyanidin dioxygenase (LDOX)	Secondary metabolism	−1.91 (−4.3 ± 2.11)	3.95E-02
M21F3	gene11045	AT1G36370	Serine hydroxymetyltransferase	REDOX production	−1.90	3.95E-02
M29C12	gene21346	AT5G05270	Chalcone-flavanone isomerase	Secondary metabolism	−1.89	3.95E-02
M19C6	gene26641	AT5G15870	Glycosyl hydrolase family 81 protein	Cell wall degradation, PR protein family	−1.76	3.95E-02
**HORMONE-DEPENDENT PATHWAYS**						
M18H1	gene14092	AT1G07590	Tetratricopeptide repeat (TPR)-like superfamily protein	Tetratricopeptide repeat	−1.82	3.95E-02
M15G5	gene02397	AT4G03550	Glucan / Callose synthase	Negative regulator SA dependent defenses	−1.80	3.95E-02
**NO OBVIOUSLY RELATED TO DEFENSE RESPONSE**						
M8D2	gene14995	AT5G17920	Methionine synthase		−2.20	3.95E-02
M9F8	gene16275	AT4G39970	Haloacid dehalogenase-like hydrolase		−2.02	3.95E-02
M7B2	gene10408	AT3G03890	Flavin mononucleotide binding		−1.94	3.95E-02
M14A10	gene29476	AT5G52820	WD-40 repeat CUL4 RING ubiquitin ligase complex		−1.94	3.95E-02
M5B7	gene09169	AT1G48380	DNA binding protein ROOT HAIRLESS 1, component of the topoisomerase VI complex		−1.92	3.95E-02
M18D12	gene20804	AT2G22530	Alkaline-phosphatase-like family protein		−1.83	3.95E-02
M18A11	gene08921	AT5G47470	Nodulin transporter family protein		−1.83	3.95E-02
M28A7	gene15006	AT5G10840	Endomembrane protein 70 protein family		−1.81	3.95E-02
M26H5	gene18624	AT1G01090	Pyruvate dehydrogenase alpha		−1.78	3.95E-02
M11B2	gene07537	AT3G13990	Kinase-related protein		−1.76	3.95E-02

Genes were considered as differentially expressed if they fulfilled a FDR < 0.05 after a SAM test analysis and the fold-change was higher that 1.75-fold between the compared conditions. Fold change values represent the ratio of cv. Camarosa mock (CC) vs. infected (CI), transformed by: -1/fold-change for better understanding of values. (#) indicates genes further analyzed by real time RTqPCR to validate microarray result. Their relative expression value at 5dpi is shown as (media ± SD) in the “Fold Change” column. (

† *) marks no obvious detection of F. vesca ortolog gene due to putative fails by automated gene prediction (see also Table S3). 3utr, and 5utr, indicate F × ananassa sequences matching untranslated regions of the corresponding F. vesca gene (see also Table S3). Regulated genes are grouped in sections accordingly to their role in different steps of the defense response against C. acutatum (see Table S4 for associated references)*.

Automated functional analysis by FunCat and GO terms assignments showed that many of these up- and down-regulated genes described in Tables 1A,B belong to plant defense and stress response-related categories (Figure S1 and Tables S3–S5). However, when no obvious functional role was annotated within the corresponding *F. vesca* ortholog genes, a thorough search through the references available in the database from many plant species was performed (see Table S3). 

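Tables 1A,B place each EST under one or more headings of defense function or under a heading for transcripts with no obvious relation to defense. Of the 118 ESTs of Table 1A, 106 (89.8%) stand under a defense heading and 12 under the other, and 105 of the 106 passed both thresholds on the arrays. Of the 29 ESTs of Table 1B, 19 (65.5%) stand under a defense heading, all of which passed, and 10 under the other. The headings are the paper's own assignment. They were not available for the transcripts outside the tables, so no enrichment was computed.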

A wider range of the strawberry transcripts matched defense and biotic stress annotations with the number of up- and down-regulated genes changing 89.93 and 65.51%, respectively.

Transcripts representing five subsets of putative molecular function were identified. These include plant receptors, signal transduction mechanisms under hormonal control (protein modification and degradation), transcriptional changes (transcription factors), new protein synthesis, and secretion of active defense components (PR proteins, degradative enzymes or chemical defenses).

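In Table 1A, 8 ESTs stand under invasion sensing, 32 under signal transduction, 35 under new protein synthesis and secretion, 27 under direct defenses and 18 under hormone-dependent pathways, with 13 ESTs under more than one heading. Their median mean log2 ratios were 1.23, 1.30, 1.28, 1.41 and 1.28. No test compared the headings, and the wider range of single transcripts within each heading does not show that they are alike. In Table 1B the same headings hold 2, 5, 6, 4 and 2 ESTs, with medians from -0.97 to -0.85.
The tables assign 15 ESTs to the PR protein family. Of these, 14 were induced and 1 was repressed, and all 15 passed both thresholds. The 6 ESTs described as PR10 had mean log2 ratios from 1.29 to 2.82, with limma adjusted p of at most 0.00609. M22A10 (FaPR10-4, gene07085) was the most even of them, with 1.68 ± 0.01 (SD, n = 3 arrays), and M6B9 (gene05185) the least, with 1.96 ± 0.70. M5G8 (gene07082), M10C5 (gene00687) and M25D10 (gene07087) lay between 1.29 and 1.42. Several of the gene numbers are close to each other, and how far these spots share signal between similar sequences was not assessed. M10D7 (gene07065, the Fra a 2 allergen) had 0.90 ± 0.13. The 3 PR5 ESTs had mean log2 ratios from 1.89 to 2.91. Among them, M1F10 (FaPR5-3) had 1.89 ± 0.60 (adjusted p = 0.00469) and EPR5-284 (FaPR5-1) 1.96 ± 0.19 (adjusted p = 0.000446), the latter with a filled-in value on replicate 3. The endochitinase M29A9 had 1.02 ± 0.23, and the beta-glucanase M25D11, also filled in on replicate 3, 0.99 ± 0.07. M19C6, a glycosyl hydrolase of family 81, was the repressed member, with -0.81 ± 0.15 (adjusted p = 0.00254). Without replicate 2 or replicate 3 its mean was -0.78 or -0.76, under the 1.75-fold limit.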

#### Singular enrichment analysis (SEA) shows key components of SA-mediated signaling pathway are up-regulated

A comprehensive Singular Enrichment Analysis (SEA) using FatiGO (Al-Shahrour et al., 2004) identified key processes altered in strawberry after *C. acutatum* infection (Figure 4, and Table S6). Transcripts increasing in abundance include (*p* < 0.005) those associated with Systemic Acquired Resistance and SA-mediated signaling pathways, responding to bacterium and fungus, and activating the immune response. 

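FaEDS1 (F. vesca gene09503) had a mean log2 ratio of infected over mock crowns of 1.93 ± 0.32 (SD, n = 3 arrays, limma adjusted p = 0.00109), and M4E10 (FaPAD4, gene16110) of 1.22 ± 0.08 (adjusted p = 0.000503). The WRKY70-like transcripts M17H1 (FaWRKY70-1, gene13547) and M12E12 (FaWRKY70-2, gene21365) had 1.34 ± 0.09 (adjusted p = 0.000471) and 1.13 ± 0.43 (adjusted p = 0.00835). The difference between them was smaller than the SD of M12E12, which ranged from 0.79 in replicate 1 to 1.62 in replicate 3. M9D5 (FaMeSA1, gene29393) had 1.02 ± 0.24 (adjusted p = 0.00301). For M17H1 and M9D5 the value of replicate 3 is filled in. Without it, their adjusted p were 0.00223 and 0.00876, from 2 arrays of the same dye orientation and means of 1.28 and 0.92. M13C5 (FaPBS1, gene07245) had the highest mean of the transcripts given here, 2.06 ± 0.09 (adjusted p = 0.000158), above that of FaEDS1 by less than the SD of the latter. M30F8 (FaGRX1), matched to the 3′ untranslated region of gene29769, had 0.94 ± 0.38 (adjusted p = 0.0102). Its value was higher in replicate 3 (1.38) than in replicates 1 and 2 (0.75 and 0.70), and without replicate 3 its mean of 0.72 was under the 1.75-fold limit. All of these transcripts were higher in infected crowns on each array with a value that is not filled in. The link of these genes to SA is the paper's and was not tested here.

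**Figure D4:**
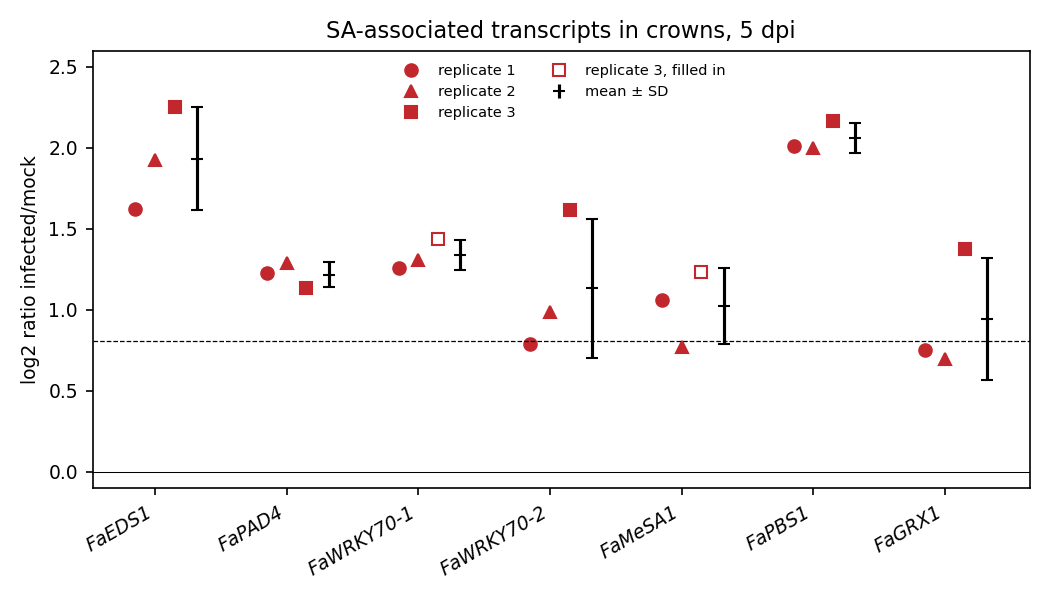
Log2 ratio of infected over mock crowns at 5 dpi for the SA-associated transcripts (x axis) on each array (y axis), with the mean ± SD of 3 arrays in black. The dashed line marks 1.75-fold and open squares are filled-in values of replicate 3. FaGRX1 lies above the dashed line only in replicate 3.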

Strawberry genes within these enriched categories are genes FaEDS1 (EDS1-936^EST^, AtEDS1-like) and FaPAD4 (M4E10^EST^, AtPAD4-like), which are known to be involved in PRR- and R-mediated pathogen-induced SA accumulation in other plants; genes FaWRKY70-1 and FaWRKY70-2 (M17H1^EST^, and M12E12^EST^, respectively, two AtWRKY70-like genes); gene FaMeSA1 (M9D5^EST^, a methyl salicylate esterase); gene FaPBS1 (M13C5^EST^, a SA-dependent Ser/Thr kinase); and gene FaGRX1 (M30F8^EST^, similar to a member of the glutaredoxin family that regulates the protein redox state), which are major downstream components of the SA signal transduction pathway, and known to be activators of SA-dependent defense in many plants.

**Figure 4:**
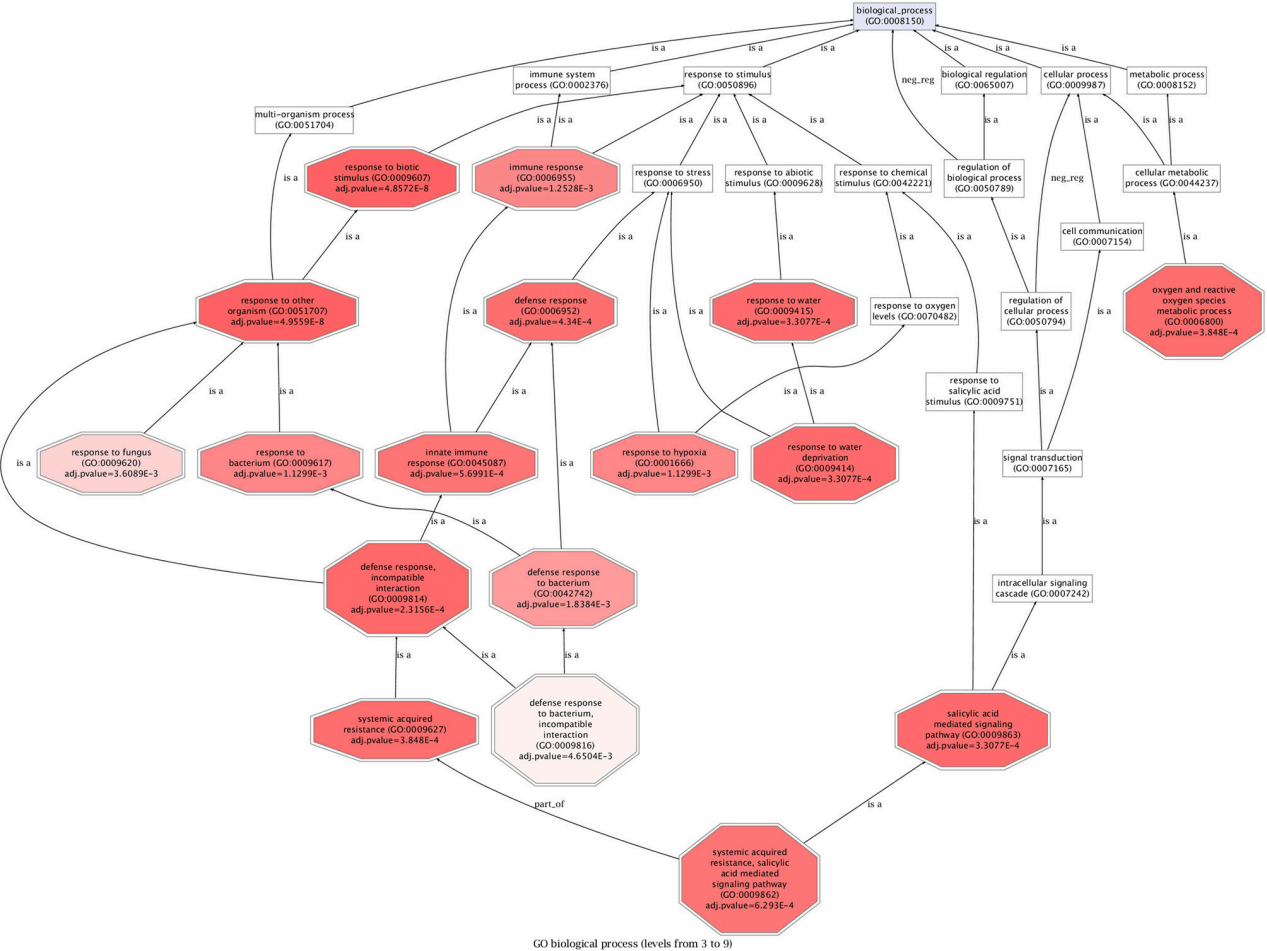
**Singular Enrichment Analysis (SEA) on strawberry up-regulated genes**. FatiGO was used to extract relevant GO terms for biological processes (BP) at *p* < 0.005. The terms are considered to be relevant by the application of statistical tests as described in Al-Shahrour et al. (2004). Data are presented as a heat map, as prompts color intensity correlates with adj. *p*-value, the highest intensity, the lowest adj. *p*-value. See Table S1 for a detailed list of further genes belonging to overrepresented functions.

#### RTqPCR analysis indicates that components of jasmonic acid defense signaling pathway are also induced in strawberry after C. acutatum infection

Analysis of a representative set of up-regulated genes, including those used for microarray validation (see Tables 1A,B), was carried out by RTqPCR after crown infection (Figure 5). All genes tested showed clear upregulation after infection (Figure 5A). Similar results were also found on petiole tissue analysis after infection (Figure S2A). In addition, two main expression patterns were detected. Transcripts corresponding to FaWRKY1 (J_4-9^EST^), FaLIP-1 (M12C12^EST^), FaCHI4-2 (M16D12^EST^), FaPR5-2 (EPR5-77^EST^), and FaPR10-4 (M22A10^EST^) reached a maximum level at 5 dpi, while transcripts corresponding to FaWRKY2 (M21B3^EST^), FaLRR1 (ELRR-39^EST^), FaGLN-2 (M24B7^EST^), and FaPR5-1 (EPR5-284^EST^) reached their maximum expression level at later times. Transcripts representing FaWRKY1 (J_4-9^EST^) and FaWRKY2 (M21B3^EST^), which belong to the same family of transcription factors (orthologs to Arabidopsis AtWRKY75), registered a different timing in their response. Other variations in timing were also detected for the three members of the PR5 family (FaPR5-1, FaPR5-2, FaPR5-3).

**Figure 5:**
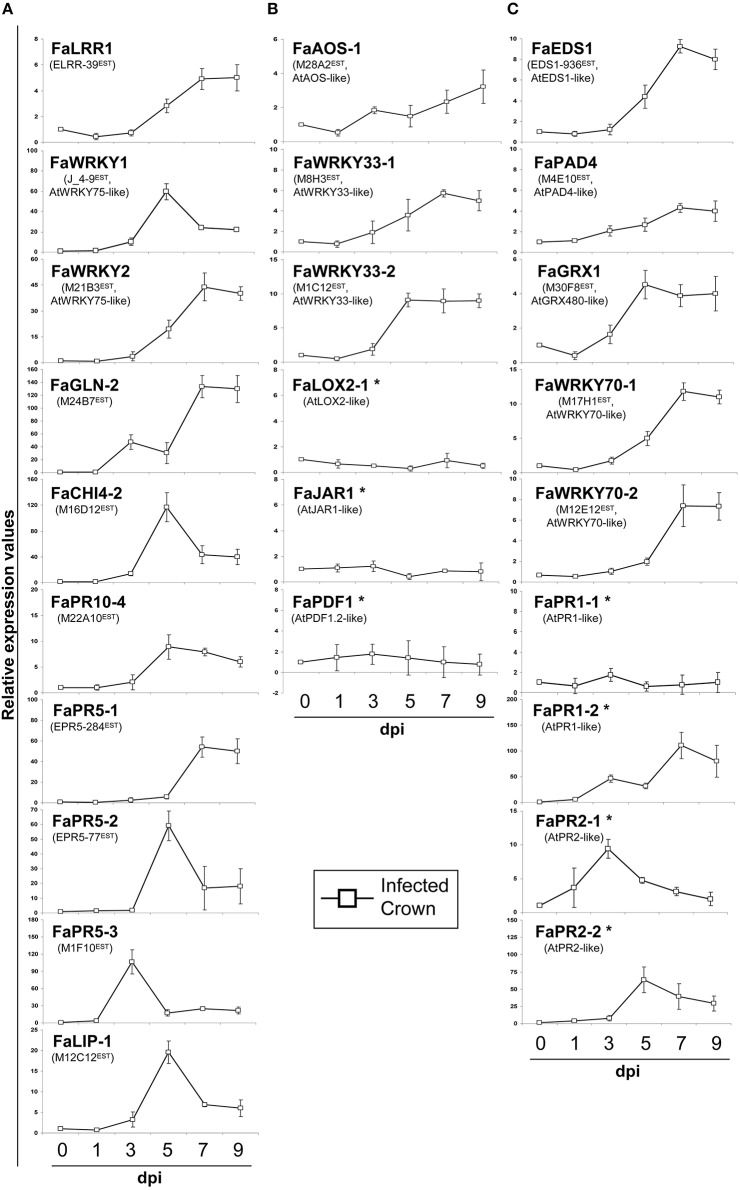
**Relative expression values by RTqPCR analysis of upregulated strawberry genes during *C. acutatum* infection. (A)** Relevant strawberry genes in this study, **(B)** JA-responsive marker genes, and **(C)** SA-responsive marker genes. Strawberry crowns were harvested at different days post-treatment (dpi) either with mock or *C. acutatum* spore suspension. At each time point, every inoculated sample was compared with its corresponding mock treated sample. In the graphics, standard value 1 at T0 was added to better illustrate changes. Asterisk marks genes not present in the Array dataset. Arabidopsis orthologous genes are *AT5G13080* (*AtWRKY75*), *AT5G42650* (*AtAOS*), *AT2G38470* (*AtWRKY33*), *AT3G45140* (*AtLOX2*), *AT2G46370* (*AtJAR1*), *AT5G44420* (*AtPDF1.2*), *AT3G48090* (*AtEDS1*), *AT3G52430* (*AtPAD4*), *AT1G28480* (*AtGRX480*), *AT3G56400* (*AtWRKY70*), *AT2G14610* (*AtPR1*), *AT3G57260* (*AtPR2*).

An additional experiment was performed using *in-vitro* plantlets to describe networks associated with SA or JA treatment. Plantlets were used because they show enhanced sensitivity and a faster response to hormone treatment against mature plants (Figure 6). Almost all *C. acutatum* induced transcripts also showed significant induction after MeJA, but not so after SA treatment (Figure 6A). Transcripts corresponding to PR genes such as FaGLN-2 (M24B7^EST^), FaCHI4-2 (M16D12^EST^), FaPR5-2 (EPR5-77^EST^), FaPR5-1 (EPR5-284^EST^), FaPR5-3 (M1F10^EST^), and FaPR10-4 (M22A10^EST^), as well as the WRKY75-like transcription factors [genes FaWRKY1 (J_4-9^EST^) and FaWRKY2 (M21B3^EST^)] increased in abundance in response to JA.

**Figure 6:**
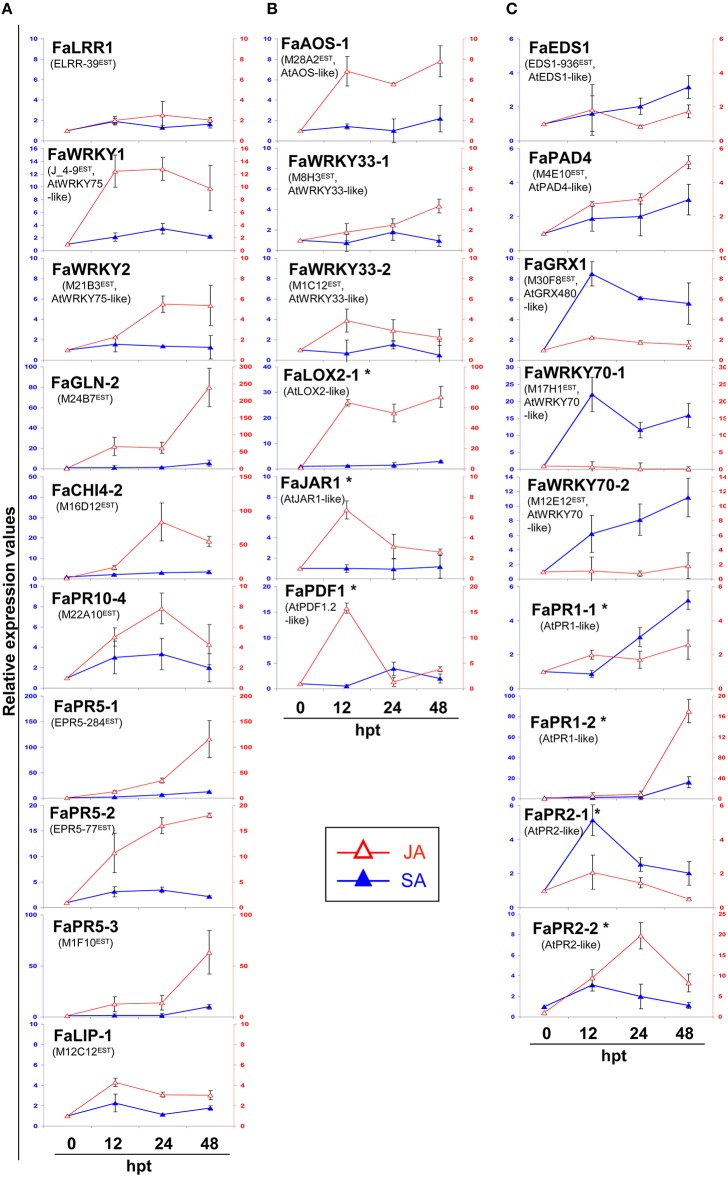
**Relative expression values by RTqPCR analysis of upregulated strawberry genes by hormone treatment. (A)** Relevant strawberry genes in this study, **(B)** JA-responsive marker genes, and **(C)** SA-responsive marker genes. Strawberry plantlets were treated with mock, SA (5 mM) and MeJA (2 mM) elicitors, and harvested at different hours post-treatment (htp). At each time point, every elicited sample was compared against its corresponding mock treated sample. Left and right legends represent relative expression values for SA and JA treatments, respectively. In the graphics, standard value 1 at T0 was added to better illustrate changes. Asterisk marks genes not present in the Array dataset. Arabidopsis orthologous are *AT5G13080* (*AtWRKY75*), *AT5G42650* (*AtAOS*), *AT2G38470* (*AtWRKY33*), *AT3G45140* (*AtLOX2*), *AT2G46370* (*AtJAR1*), *AT5G44420* (*AtPDF1.2*), *AT3G48090* (*AtEDS1*), *AT3G52430* (*AtPAD4*), *AT1G28480* (*AtGRX480*), *AT3G56400* (*AtWRKY70*), *AT2G14610* (*AtPR1*), *AT3G57260* (*AtPR2*).

### Incomplete activation of SA and JA pathways occurs during *C. acutatum* infection

To further investigate how SA- and JA- hormone-dependent pathways are responding to *C. acutatum* infection, transcript levels of their described signaling pathways were measured by RTqPCR. Transcripts corresponding to JA-associated genes FaWRKY33-1 (M8H3^EST^) and FaWRKY33-2 (M1C12^EST^) (two orthologs to AtWRKY33), FaAOS-1 (M28A2^EST^, AtAOS ortholog), FaLOX2-1 (AtLOX2 ortholog), FaJAR1 (AtJAR1 ortholog), and FaPDF1 (AtPDF1.2 ortholog), and SA-associated transcripts such as FaEDS1 (EDS1-936^EST^, AtEDS1 ortholog), FaPAD4 (M4E10^EST^, AtPAD4 ortholog), FaGRX1 (M30F8^EST^, AtGRX480 ortholog), FaWRKY70-1 and FaWRKY70-2 (M17H1^EST^, and M12E12^EST^, respectively), FaPR1-1 and FaPR1-2 (AtPR1 ortholog), FaPR2-1 and FaPR2-2 (AtPR2 ortholog), were analyzed in crown tissue in response to *C. acutatum* inoculation (Figures 5B,C), and after MeJA or SA exogenous applications (Figures 6B,C).

None of known JA inducible pathways, except for gene regulators FaWRKY33-1, FaWRKY33-2, and FaAOS-1 (whose induction was also detected by microarray, see Tables 1A,B) were infection induced (Figure 5B). 

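On the arrays, M8H3 (FaWRKY33-1, F. vesca gene13803) had a mean log2 ratio of infected over mock crowns of 1.27 ± 0.23 (SD, n = 3 arrays, limma adjusted p = 0.00167). Its value on replicate 3 is filled in, and the other 2 arrays gave a mean of 1.38 (adjusted p = 0.00279). M1C12 (FaWRKY33-2, gene28174) had 0.89 ± 0.04 (adjusted p = 0.000830). M28A2 (FaAOS-1, gene15063) had 0.81 ± 0.07 (adjusted p = 0.00138), the lowest of this group and close to the 1.75-fold limit. Under some settings its mean was below that limit, at 0.77 without replicate 2 (adjusted p = 0.0197), 0.79 with centred arrays, 0.79 with scaled arrays and 0.79 with a dye term or with both dye orientations weighted equally. All were higher in infected crowns on each array with a value that is not filled in.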

Similar results were also obtained on petiole tissue analysis after infection (Figure S2B). On the contrary, all transcripts were induced (FaAOS-1, FaWRKY33-1, FaWRKY33-2, FaLOX2-1, FaJAR1, and FaPDF1) in response to MeJA treatment (Figure 6B).

On the other hand all SA-pathway associated orthologs were induced in crown after *C. acutatum* infection (Figure 5C) except for FaPR1-1, a well-known SA-pathway-associated gene. The same result was found in petiole (Figure S2C). Nearly all strawberry SA-associated transcripts including FaPR1-1, increased in abundance in response to SA treatment. Two classical SA-associated PR orthologous genes, FaPR1-2 and FaPR2-2, are shown to be mainly JA-dependent in strawberry (Figure 6C).

### Level of SA and JA during the strawberry/*C. acutatum* interaction

Salicylic acid (SA) and jasmonic acid (JA) content in strawberry plantlets cv. Camarosa was measured at 3 and 5 days after inoculation with *C. acutatum*. A significant 272% increase in free SA concentration was detected in aerial tissues only at 3 dpi (202.21 ng/g dw, in infected plantlets vs. 74.42 ng/g dw, in mock-treated plantlets; Figure 7A). In addition, free SA in infected plantlets increased up to 678% at 5 dpi compared with that of mock treatment (354.77 ng/g dw vs. 52.33 ng/g dw, respectively). A significant 241% increase in free JA concentration was detected in infected plantlets at 3 dpi compared with that of mock treatment (771.39 ng/g dw, vs. 320.42 ng/g dw, respectively; Figure 7B). This increase was even higher after 5 dpi (425%), compared with that of mock treatment (1707.03 ng/g dw vs. 401.93 ng/g dw, respectively).

**Figure 7:**
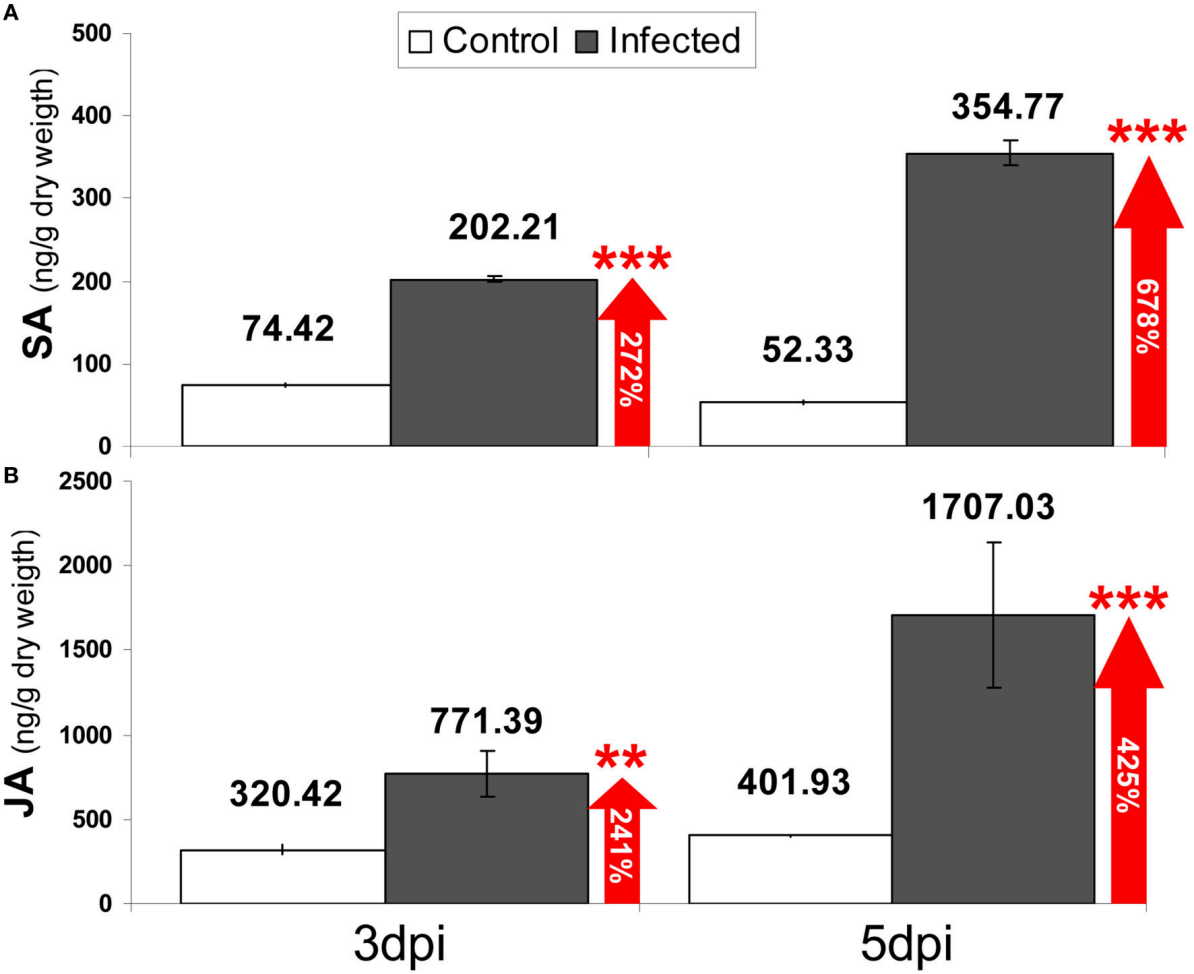
**Quantification of (A) SA and (B) JA [ng g-1 (dry weigh)] in aerial tissues of *in-vitro* strawberry plantlets at 3 and 5 days after mock (white bars) and pathogen inoculation (black bars)**. Data are the mean of three biological replicates, and error bars represent the SD. Numbers inside arrows indicate percentage of increase of infected samples vs. mock. Asterisks indicate confidence of ANOVA-Bonferroni Multiple Comparisons Test (^***^p < 0.001; ^**^p < 0.01).

## Discussion

### Disease progress

This report characterizes the molecular events related to strawberry response to *C. acutatum* infection largely prior to plant disease symptom occurrence. In other pathosystems, main changes in gene expression are known to occur before significant lesion development (Windram et al., 2012). Previous research indicates that *C. acutatum* may persist and grow extensively on strawberry tissues without causing visible symptoms (Freeman et al., 1998; Leandro et al., 2001; Debode et al., 2009). Under inoculation conditions (10^4^ conidia·ml^−1^) used herein, no symptoms were visible during the time course of the experiment. Conditions mirror those used in previously published work (Casado-Díaz et al., 2006; Encinas-Villarejo et al., 2009; Amil-Ruiz et al., 2012, 2013). Transmission electron microscopy results (Figure 2) are roughly consistent with the timing of pathogen development observed after spray inoculation, taking into account that spot inoculation with a higher spore concentration (10^6^ conidia·ml^−1^) is forcing a much quicker infection process. Indeed, this inoculum concentration is also used by Horowitz et al. (2002) to study the developmental stages of this pathogen in strawberry, and necrotrophic transition was first identified after 4 dpi, which is consistent with our TEM observations. In addition, the penetration phase of *C. acutatum* on strawberry tissues is not a synchronous process, as previously described for this pathogen and other *Colletotrichum* spp. on other hosts (Makowski and Mortensen, 1998; Arroyo et al., 2005). Furthermore, at 5 days after inoculation, less than fifty percent of the conidia showed fully formed appresoria, and limited primary hyphae formation was observed (Figure 1). To strengthen the transcriptomic analysis, a more detailed gene expression study (RTqPCR) was performed throughout the *C. acutatum* infection stages from 1 to 9 days after inoculation, which certainly should reflect changes in host in response to most pathogen development stages. A similar time-window for gene expression has been monitored in other pathosystems (Doehlemann et al., 2008; Marcel et al., 2010; Vargas et al., 2012). Previous studies on *C. acutatum*-strawberry interaction have also shown that main transcript changes occur in host along the period of time herein analyzed (Casado-Díaz et al., 2006; Encinas-Villarejo et al., 2009). All in all, these observations informed about the appropriate time points for transcriptomic analyses.

### Molecular components of the strawberry response to *C. acutatum* identified in this study

Following *C. acutatum* infection, the transcriptomic analysis shows a wide range of responses to this pathogen. Many of the identified transcripts encode proteins with demonstrated roles in resistance and defense functions. Other transcript classes identified include members of plant pathogen perception and sensing apparatus, signal transduction machinery, transcriptional factors and regulatory genes, and protein synthesis and secretion mechanisms. For the purposes of this report, only components belonging to known SA and JA signaling pathways are discussed.

#### Signaling transduction pathways: Downstream responses against C. acutatum

In model plants, one of the big gaps in plant immunity understanding lies in the signaling pathways operating immediately downstream of PRR and R protein activation. However, partially understood pathways have been established (Dodds and Rathjen, 2010). We have found that members of kinase, phosphatase, ubiquitin and calcium-associated gene families related to signal transduction pathways were induced upon interaction with *C. acutatum* (Tables 1A,B and Table S3). 

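The ESTs that Table 1A places under signal transduction were grouped by words in the table's annotation. The words were chosen after the values had been seen. The search first covered the EST descriptions alone and was then widened to the function column, also after the values had been seen, and both counts are given. A kinase is named for 7 ESTs by description and 8 with the function column, a phosphatase for 2 and 2, the ubiquitin system for 5 and 6, and a calcium-related protein for 3 and 7. No description names calcium itself, and those counted by description are M8G2 and M4C3, by the word CIPK, and M14H1, a cation/proton exchanger. In both searches, the kinase group had mean log2 ratios of infected over mock crowns from 1.03 to 2.20 with a median of 1.30, and all of its ESTs passed both thresholds (largest limma adjusted p = 0.00390). The EST that the wider search adds is M25E7, a bromodomain protein listed for its interaction with a kinase, whose value on replicate 3 is filled in. The phosphatases M16B7 and M27C10 had 2.38 and 1.78. In the ubiquitin system the mean log2 ratios ran from 0.81 to 2.90 in both searches, and 4 of 5 ESTs passed by description and 5 of 6 with the function column, the exception being M1H8, just under the fold limit. Under the same heading, the search found 1 EST of this system in Table 1B, M22F5, which was repressed with a mean log2 ratio of -0.82 (adjusted p = 0.00104). The words left out some ESTs listed with the proteasome complex, such as M19F7 and M21H5 of Table 1A. They also left out M18F3 of Table 1B, which was repressed (mean log2 ratio -1.02). The ESTs listed with calcium had 1.14 to 1.67 by description and 0.90 to 2.20 with the function column, and all of them passed. M8G2 and M4C3 are counted under both kinase and calcium in both searches, and M19D11 and M25E7 in the wider one.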

Known components of both SA- and JA-dependent defense signaling pathways were also up-regulated. No induction was observed of important components of MAP Kinases pathway, which seems to play a role in the interplay between SA and JA-defense signaling pathways (Rodriguez et al., 2010; Caarls et al., 2015). The reasons behind this are unclear, but it is possible that the pathogen could be manipulating part of this pathway.

#### SA-signaling pathway

Enrichment of transcripts corresponding to specific SA-pathway members was detected. Thus, the expression of genes FaEDS1 (EDS1-936^EST^) and FaPAD4 (M4E10^EST^) is induced by *C. acutatum*. The lipase-like protein EDS1 is an important node acting upstream of SA in PAMP-triggered immunity (PTI) after PRRs stimulation and is also required for signaling of all TIR-NB-LRRs tested to date (Wiermer et al., 2005; Heidrich et al., 2011). These findings suggest that specific effector-triggered immunity (ETI) through TIR domain signaling might also be acting in strawberry against this pathogen. EDS1 is known to physically interact with two other positive regulators, PAD4 and SAG101, both of which are putative lipases, although hydrolase activity has not been demonstrated for either protein (Wiermer et al., 2005). Interestingly, the expression of Arabidopsis EDS1 is positively regulated by WRKY70 transcription factors (Li et al., 2004), and enrichment in WRKY70 orthologs has also been detected in strawberry (see further below). Moreover, a strawberry PAD4 ortholog (FaPAD4) was indeed upregulated. PAD4 affect SA accumulation (Wang et al., 2011). Thus, the dissociated forms of EDS1 and PAD4 are fully competent in signaling receptor triggered localized cell death at infection locations (Rustérucci et al., 2001; Aviv et al., 2002) but, by contrast, an EDS1–PAD4 complex is necessary for basal resistance involving transcriptional up-regulation of PAD4 itself and mobilization of salicylic acid defenses (Rietz et al., 2011).

Local SA production has been shown to trigger defenses in the surrounding cells downstream of EDS1 and PAD4 activity. This SAR is activated thorough a systemic signal that primes distal tissues against similar invaders. The SA derivative methyl salicylate (MeSA) is believed to serve as a long-distance phloem-mobile SAR signal in plants (Liu et al., 2011; Dempsey and Klessig, 2012). Once in the distal, uninfected tissue, MeSA must be converted into biologically active SA by esterase activity (Dempsey and Klessig, 2012). Interestingly, induction of the strawberry gene M9D5^EST^ encoding a methyl salicylate (MeSA) esterase similar to the Arabidopsis AtMES9 was detected (Tables 1A,B), which suggests that this signaling mechanism might also be activated in strawberry during *C. acutatum* interaction. Curiously, the Arabidopsis AtMES9 presents *in-vitro* activity with MeSA, MeJA and MeIAA (Yang et al., 2008) but it showed preference for MeSA as a substrate (Vlot et al., 2008; Dempsey and Klessig, 2012).

Induction of other transcripts acting downstream of SA was detected. Two WRKY70-like genes, FaWRKY70-1 (M17H1^EST)^ and FaWRKY70-2 (M12E12^EST^), and a glutaredoxin GRX480-like gene, FaGRX1 (M30F8^EST^), which have been described as essential components for SA-dependent defense activation, were detected in strawberry after infection. In addition, transcript accumulation of strawberry orthologs to classical SA associated genes such as PRs FaPR1-2, FaPR2-1, and FaPR2-2 was highly induced in crown or petiole (Figure 5C and Figure S2C). Recently the FaPR2-2 transcript has been reported as a reliable indicator of SA-dependent defenses in strawberry, as it was induced by *C. acutatum, C. fragariae*, and SA (Zamora et al., 2012). However, although FaPR1-2, FaPR2-1 and FaPR2-2 were detected in this study after SA treatment, both FaPR1-2 and FaPR2-2 turned out to be also induced after JA treatment (Figure 6C). Therefore, we propose that these two later genes should not be considered as SA-specific transcripts in strawberry.

*C. acutatum* infection also increased M8G7^EST^ transcript, encoding a protein that resembles the HSF-like transcription factor TBF1, a member of an extensive family of heat responsive proteins (Baniwal et al., 2004; Ikeda and Ohme-Takagi, 2009). These proteins are associated with diverse functions, including heat stress response (Charng et al., 2007; Ikeda et al., 2011), and plant development (Pernas et al., 2010; ten Hove et al., 2010). 

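M8G7 (F. vesca gene24036) had a mean log2 ratio of infected over mock crowns of 1.61 ± 0.41 (SD, n = 3 arrays, limma adjusted p = 0.00300). It was 1.43, 1.33 and 2.08 in replicates 1, 2 and 3, and with each array left out in turn the mean stayed between 1.38 and 1.75.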

Interestingly, the TBF1 protein has recently been shown to be a major molecular switch for plant growth-to-defense transition in Arabidopsis (Pajerowska-Mukhtar et al., 2012). This transcription factor is a positive regulator of immune responses induced by salicylic acid and PAMPs, and it binds to the TL1 (GAAGAAGAA) *cis* element of NPR1-dependent ER-resident genes required for antimicrobial protein secretion.

#### JA-signaling pathway

Transcripts related to the JA-mediated signaling pathway were also induced in strawberry after *C. acutatum* infection, including FaAOS-1 (M28A2^EST^), FaWRKY33-1 (M8H3^EST^), and FaWRKY33-2 (M1C12^EST^). FaAOS-1 encodes an allene oxide synthase, a member of the cytochrome p450 CYP74 gene family (Song et al., 1993) that functions as a key enzyme in the initial steps of the JA biosynthetic pathway (Peña-Cortés et al., 2004; Leon-Reyes et al., 2010), thus generating signaling molecules that are essential for host immunity and plant development (Acosta and Farmer, 2010; Gfeller et al., 2010; Bak et al., 2011). Interestingly, while only a single copy of AOS gene exists in Arabidopsis (Kubigsteltig et al., 1999), a small AOS gene family with five members can be detected in *F. vesca* genome (unpublished), and three AOS members have been detected in tomato (López-Ráez et al., 2010), suggesting a more complex regulation of this pathway in fruiting plants. In addition, FaWRKY33-1 and FaWRKY33-2 are duplicated in *Fragaria* and can be paralogous, and both are similar to the well-known WRKY33 transcription factor from Arabidopsis. This important transcription factor acts downstream of JA and regulates expression of classical JA-dependent defense genes, such as those encoding glucanases, chitinases, and thaumatin-like proteins, which have been extensively described as JA-associated genes in other plants. Accordingly, many strawberry orthologs to these JA-induced proteins, such as FaGLN-2, FaCHI4-2, FaPR10-4, FaPR5-1, FaPR5-2, and FaPR5-3, were strongly induced by *C. acutatum* (Figure 5A).

Upregulation of genetic components needed for SA and JA synthesis in strawberry is accompanied by a concomitant increase in concentration of such phytohormones in response to inoculation by *C. acutatum* (Figure 7). Therefore, taken together, these results clearly demonstrate that both SA and JA defense signaling pathways are activated in strawberry during *C. acutatum* infection.

In addition, main transcript accumulation was observed between 3 and 5 dpi for genes *FaWRKY1, FaCHI4-2, FaPR10-4, FaPR5-2, FaPR5-3, FaLIP1, FaPR2-1*, and *FaPR2-2*, coding for known PR defense proteins (Figure 5). This increase roughly coincides with the break time observed during conidial germination and appressoria formation of *C. acutatum* (Figure 1), and it may reflect an early attempt of strawberry plant to halt pathogen development. After 5 dpi, expression of these genes decreases gradually while a progressive increase in the percentage of germinated conidia with fully developed appressoria occurs (Figure 1). The latter may reflect the process whereby pathogen hijacks plant defenses to its own benefit.

### Evidence of *C. acutatum* influence on SA- and JA-dependent defense pathways to promote pathogen development in strawberry

The SA and JA signaling pathways are activated in strawberry challenged with *C. acutatum*. However, results indicate that expression of well-known components of both SA- and JA-dependent defense pathways are not activated during this interaction. FaPR1-1 has been described as SA inducible in strawberry in cv. Pájaro, challenged with the avirulent strain M23 of *C. fragariae* but not after infection with virulent strain M11 of *C. acutatum* (Grellet-Bournonville et al., 2012). Infection with the avirulent strain M23 induced temporary SA accumulation (nearly 2-fold) in strawberry plants that was accompanied by induction of FaPR1-1 transcripts and protection against a subsequent infection with *C. acutatum*.

Here the infection of cv. Camarosa with *C. acutatum* induced the SA accumulation to a higher level (nearly 3-fold), but no significant accumulation of FaPR1-1 transcript above basal levels in crown and petiole was observed (Figure 5C and Figure S2C). In contrast, many other SA-responsive PRs (FaPR1-2, FaPR2-1, and FaPR2-1) were upregulated. The FaPR1-1 transcript did increase in abundance after SA treatment in “Camarosa,” which means that strawberry cv. Camarosa has the ability to induce this gene (Figure 6C).

No significant increase in FaGST1 expression (the strawberry AtGST1 heterolog, a well-known oxidative stress inducible transcript) was observed in crown and leaf tissue (Figures 3D,E) at any time after pathogen inoculation. Only a slight increase was observed in petioles after 5 dpi. These results suggest that little, if any, ROS production occurs during pathogen development. No significant DAB staining was evident in strawberry tissue during this time course, which is consistent with the results. It is known that ROS is generated in response to abiotic stress, particularly H_2_O_2_, which is an active signaling molecule triggering a variety of defense responses, with GST induction being the most significant (Bhattacharjee, 2012).

Production of H_2_O_2_ and activation of gene PR-1 gene occur simultaneously, and it has been suggested that H_2_O_2_ acts downstream from SA in the pathogenesis-related (PR-1) gene induction [73]. Intriguingly, no ROS production and no significant *FaGST* and *FaPR1.1* transcript induction were detected in strawberry after pathogen inoculation, even though SA increased. Our results strongly correlate with those of Grellet-Bournonville et al. (2012), who also reported that virulent *C. acutatum* strain M11 showed no ROS accumulation and no *FaPR1.1* gene induction after strawberry infection.

On the other hand, expression of strawberry orthologs to JA-associated defense related genes, such as FaPDF1, FaLOX2-1, and FaJAR1, also remained unchanged after infection with *C. acutatum*, despite the fact that many other components of the JA-mediated signaling pathway were induced (FaAOS-1, FaWRKY33-1, FaWRKY33-2; Figure 5B and Figure S2B).

Our results indicate that a number of known components of both SA- and JA-dependent defense pathways are not activated in strawberry during interaction with *C. acutatum*. Furthermore, our results support a hypothesis that *C. acutatum* might be interfering with certain branches of both SA- and JA-dependent defense pathways in strawberry. Absence of a significant plant defense response would allow successful colonization of host tissue by this pathogen. In this sense, recent results reported on the tomato-*Botrytis* system have shown that the exopolysaccharide production by this pathogen [EPS, known as b-(1,3)(1,6)-D-glucan] acted as elicitor of the tomato SA biosynthesis pathway and that inappropriate induction of SA by this pathogen impaired tomato JA-dependent defenses by interrupting the JA signaling pathway downstream of JA production (El Oirdi et al., 2011; Rahman et al., 2012). Consequently, the fungus could gradually spread through tomato plant tissues.

It is tempting to speculate that *C. acutatum* may be able to interact with strawberry defense response. Based on our results, and considering the canonical SA JA crosstalk model proposed in Arabidopsis (Spoel et al., 2007; Spoel and Dong, 2012), an integrated model has been devised (Figure 8). In this model, in which activation of both SA and JA pathways and increased amount of SA and JA signal molecules occurs after *C. acutatum* infection, negative crosstalk between these two pathways should somehow be expected. Spoel et al. (2007) showed that simultaneous *A. thaliana* inoculation with a biotrophic and a necrotrophic pathogen resulted in impaired resistance to the necrotrophic pathogen, and demonstrated that the SA pathway that was activated by the biotrophus suppressed the level of JA-dependent resistance against the necrotroph. Indeed, SA-mediated suppression of JA-responsive gene expression has been reported to be targeted downstream of JA biosynthesis (Leon-Reyes et al., 2010). Thus, GRX480 is an NPR1 dependent-SA-inducible class III glutaredoxin (Rouhier et al., 2006; Krinke et al., 2007) specific to land plants (Ziemann et al., 2009), which interacts with TGA factors and suppresses JA-responsive PDF1.2 transcription (Ndamukong et al., 2007; Zander et al., 2011). In addition, NPR1 and WRKY70 also acts downstream of the SA molecule as a node of convergence for JA-mediated and SA-mediated signals (Dong, 2004; Li et al., 2004; Wang et al., 2006; Ren et al., 2008), balancing the JA- and SA-dependent responses (Li et al., 2006). Interestingly, strawberry orthologs FaGRX1, FaWRKY70-1 and FaWRKY70-2 were specifically induced during interaction with *C. acutatum*, but no induction on FaPDF1 and other major components of JA-dependent signaling pathway, such as genes FaLOX2-1 and FaJAR1, was detected. Moreover, an increase in JA synthesis and upregulation of FaAOS-1, the strawberry ortholog to Arabidopsis AtAOS, a well-known JA-associated marker gene encoding a key enzyme for JA synthesis, was also reported after *C. acutatum* infection, supporting the idea that in strawberry repression of some JA-responsive genes is targeted downstream of the JA biosynthesis. Indeed, AtAOS has been described as a MeJA-inducible gene but not suppressed by WRKY70 (Li et al., 2006). Very interestingly, the expression of a second group of known JA-responsive genes, such as FaGLN-2, FaCHI4-2, FaPR10-4, FaPR5-1, FaPR5-2, FaPR5-3, increased after being challenged with this pathogen, suggesting the presence in strawberry of a second GRX480/WRKY70-independent JA-dependent defense branch.

**Figure 8:**
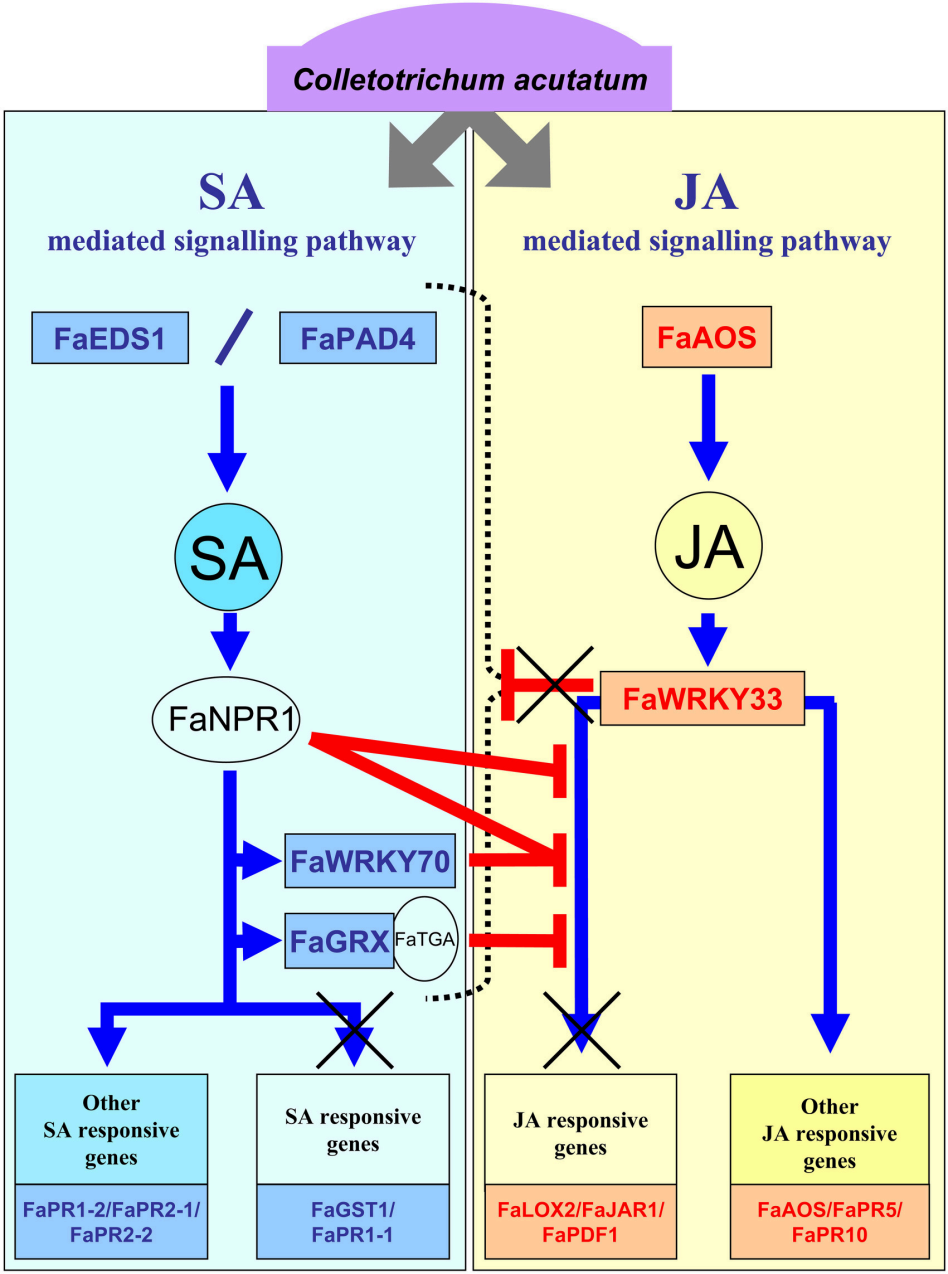
**Hypothetical model of SA- and JA-dependent defense pathways activated in strawberry in response to *C. acutatum***. This model is based on the canonical pathways described in model plant. Upon interaction with *C. acutatum*, the strawberry plant activates upstream components of SA and JA defense pathways. Thus, synthesis of these signal molecules increases and main downstream key components for SA (FaNPR1, FaWRKY70, FaGRX) and JA (FaWRKY33) are activated. Unlike Arabidopsis WRKY33, FaWRKY33 does not act as a negative regulator of the entire SA-dependent defense signaling pathway, either by a direct or an indirect effect of fungal activity, but only for some components (FaGST1, FaPR1.1). That allows FaGRX, together with FaNPR1 and FaWRKY70, to act as negative regulators of JA responsive genes similarly to their Arabidopsis orthologs. As a result, important JA-responsive defense marker genes, such as FaLOX2, FaJAR1, and FaPDF1, are not induced. These impaired mechanisms might provide some advantage for fungal spreading.

Importantly, two other JA-associated AtWRKY33-like genes, FaWRKY33-1 and FaWRKY33-2, were also upregulated in strawberry by *C. acutatum*. The JA-associated component AtWRKY33 has recently been reported as a key transcriptional regulator of defense responses to necrotrophus (Birkenbihl et al., 2012). Indeed, AtWRKY33 acts as a negative regulator of the SA-defense pathway upon pathogen infection and negatively controls expression of many important genes, including those responsible for SA biosynthesis and accumulation, positive regulatory proteins EDS1 and PAD4, and SA responsive genes PR1, PR2, and PR3. Interestingly, in strawberry, expression of the SA-dependent orthologous genes FaGST and FaPR1-1 remained unaltered but very intriguingly, the synthesis of SA and the expression of orthologs to components of SA-mediated signaling pathway acting upstream (FaEDS1 and FaPAD4), and downstream of SA (FaGRX1, FaWRKY70-1, FaWRKY70-2, FaPR1-2, FaPR2-1, and FaPR2-2), was remarkably induced during the infection with *C. acutatum*, despite the fact that FaWRKY33-1 and FaWRKY33-2 were clearly upregulated. Unlike what has been previously described for AtWRKY33 (Birkenbihl et al., 2012), these results suggest that repressive control of many known components of the SA-pathway through these FaWRKY33 transcription factors does not work in strawberry during interaction with *C. acutatum* (Figure 8).

In conclusion, our results demonstrate both that SA and JA increase in strawberry upon *C. acutatum* infection, and that known plant defenses through SA and JA dependent signaling pathways are partially promoted during such interaction. Indeed, major plant defense marker genes are not up-regulated in strawberry after infection with this pathogen, which might evidence a putative molecular strategy used by this pathogen to overcome strawberry plant defense. This is in line with the new emerging paradigm that a key pathogen virulence strategy involves modulation of plant hormone signaling (El Oirdi et al., 2011; Chung et al., 2013).

Results from our research are of great use to further our understanding of the strawberry immune system to enable future disease control through biotechnological and breeding strategies.

## Author contributions

FAR and supervisors JC and JMB conceived and designed the experiments. FAR, JC, and JMB contributed to reagents/materials and analysis tools. FAR, JGG, JG, RB, AM, OT, BD, FR, JAM, FP carried out experiments, analyzed and interpreted the data. FAR, JC contributed to drafting the manuscript. AA, FA, JGG, FAR, JC performed the light and TEM microscopic observations. JC, JMB, JG revising the article critically. All authors approved the final version of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

EPS: exopolysaccharide
ER-resident: endoplasmic reticulum-resident
ET: ethylene
ETI: effector-triggered immunity
FDR: false discovery rate
JA: jasmonic acid
PAMP: pathogen-associated molecular pattern
PR proteins: pathogenesis related proteins
PRR: pattern recognition receptor
PTI: PAMP-triggered immunity
qPCR: quantitative PCR
R protein: resistance protein
SA: salicylic acid
SEA: singular enrichment analysis

# Supplementary material for: Partial Activation of SA- and JA-Defensive Pathways in Strawberry upon Colletotrichum acutatum Interaction
**Source:** Front Plant Sci. 2016 Jul 15;7:1036. doi: 10.3389/fpls.2016.01036
**Supplement:** Supplementary file 2

**Table S2.** Identification of *F. vesca* new orthologous genes. Mostly, all ESTs matched with *F. vesca* predicted genes with a range of sequence identity between 95-99%. Thirteen *F* × *ananassa* ESTs did not match within the coding region of *F. vesca* predicted genes, and represented sequences either from the UTR regions of such genes or from not predicted ones. These *F* × *ananassa* sequences were blasted against the *F. vesca* pseudomolecules data, which represent all the strawberry genomic sequences linked into putative chromosomes, so that it allowed the identification of a specific fragment of genomic sequence, and the search within it for the exact location of the EST of interest. Thus, ESTs M5B6, M27C10, M23C7, M16H1, M25G5, M22G7, M30F8, M4F8, M22E11 and M22D5 represented 3'UTR regions, and EST M28B7 represented 5'UTR regions, both from predicted *F. vesca* genes. These genes are named in Table I as *F. vesca* orthologs “genexxxxx.3utr”, and “genexxxxx.5utr”, respectively. The M19D11 EST was found to be part of a putative intron within the corresponding *F. vesca* predicted gene. However, comparisons with Arabidopsis and other plant orthologs showed that this EST sequence was indeed part of an exon region encoding a kinase domain of the corresponding predicted protein. Similarly, the M12B6 EST was found to be part of a predicted 4kb long *F. vesca* intergenic region but blastx comparisons of this 4kb intergenic sequence against UniREF and TAIR10pro database (<http://www.arabidopsis.org/>) allowed us to predict a gene encoding a DNA-directed RNA polymerase TFIIB zinc-binding protein. The same methodology was used to identify other *F. vesca* orthologous genes and to assign putative functional roles to other *F* × *ananassa* ESTs sequences. In addition, six *F. vesca* gene predictions (gene19270, gene13677, gene05017, gene06367, gene12874, gene25662) were found to contain putatively more than one unique CDS, as their translated products matched different genes in the transcriptome of Arabidopsis and other species. For instance, the M2F10-orthologous *F. vesca*-predicted gene19270 sequence turned out to contain two putative CDS (we have named *F. vesca* gene19270.A and gene19270.B) when it was compared with the Arabidopsis proteome (the consecutive genes AT4G00340 and AT4G00350). Similar results were obtained when it was compared with other species at UniRef. A distance of approximately 1.5kb exist between these two new *F. vesca* predicted CDS, which expands over the *F. vesca* predicted gene19270 sequence. However, this *F. vesca* genomic region had been predicted as an intron expanding from within the 3'UTR region of the first new gene to within the promoter region of the next one. Therefore, *F* × *ananassa* M2F10<sup>EST</sup> sequence matched part of the last exon and the 3'UTR region including the poly-A tail signal of the first one of these two new *F. vesca* predicted orthologous genes (*F. vesca* gene19270.A). Then, a putative functional *Receptor-like protein kinase 4* role was assigned to its encoded product according to its corresponding *A. thaliana* ortholog (AT4G00340). Altogether, these new predicted *F. vesca* genes should be appropriately annotated within future reports on *F. vesca* genome studies.

| <b>FaARRAY ID</b> | <b><i>F. vesca</i> Ortologe</b> | <b>Position of the <i>F x ananassa</i> EST with respect to the predicted <i>F. vesca</i> orthologe gene CDS or fail in <i>F. vesca</i> gene architecture prediction.</b>                                                                                                                                                                                                                                                                         |
|-------------------|---------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| M5B6              | gene24296                       | Part of the 3'utr. EST starts aproximately 5-8bp from the predicted stop codon. Next predicted gene ATG is located over 800bp from the final of the EST.                                                                                                                                                                                                                                                                                         |
| M27C10            | gene30942                       | Part of the 3'utr. EST starts aproximately 35bp from the predicted stop codon. Next predicted gene ATG is located over 900bp from the final of the EST.                                                                                                                                                                                                                                                                                          |
| M23C7             | gene25539                       | Part of the 3'utr. EST starts aproximately 50bp from the predicted stop codon. Next predicted gene ATG is located over 1800bp from the final of the EST.                                                                                                                                                                                                                                                                                         |
| M16H1             | gene14094                       | Part of the 3'utr. EST starts aproximately 260bp from the predicted stop codon. Next predicted gene ATG is located over 1500bp from the final of the EST.                                                                                                                                                                                                                                                                                        |
| M25G5             | gene06563                       | Part of the 3'utr. EST starts aproximately 10bp before the predicted stop codon. Next predicted gene stop codon is located over 900bp from the final of the EST (oriented in negative frame).                                                                                                                                                                                                                                                    |
| M22G7             | gene09933                       | Part of the 3'utr. EST starts aproximately 30bp from the predicted stop codon. None gene is predicted over 1000bp from the final of the EST.                                                                                                                                                                                                                                                                                                     |
| M30F8             | gene29769                       | Part of the 3'utr. EST starts aproximately 25bp from the predicted stop codon. None gene is predicted over 1000bp from the final of the EST.                                                                                                                                                                                                                                                                                                     |
| M4F8              | gene15022                       | Part of the 3'utr. EST starts aproximately 50bp from the predicted stop codon. None gene is predicted over 1000bp from the final of the EST.                                                                                                                                                                                                                                                                                                     |
| M28B7             | gene16235                       | Part of the 5'utr. EST ends aproximately 300bp upstream of the predicted ATG. None gene is predicted 1000bp upstream from the begining of the EST.                                                                                                                                                                                                                                                                                               |
| M22E11            | gene15974                       | Part of the 3'utr. EST starts aproximately 400bp after the predicted stop codon. Next gene stop codon is located over 1800bp from the final of the EST (oriented in negative frame).                                                                                                                                                                                                                                                             |
| M22D5             | gene31183                       | Part of the 3'utr. EST starts aproximately 600bp after the predicted stop codon. Next gene ATG is located over 3000bp from the final of the EST.                                                                                                                                                                                                                                                                                                 |
| M19D11            | gene10418                       | The EST is part of one intron with aproximately 700bp in lengh in the <i>F. vesca</i> predicted gene, but investigation on gene architecture of Arabidopsis and other plant orthologes shows that with high provability that region is really an exon instead of an intron, codifying for part of a kinase domain, and so, prediction of <i>F. vesca</i> gene could be failed in the detection of intron-exon signals, for this particular case. |

|       |              |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------|--------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| M12B6 | no hit found | There is no gene predicted in 4kb around the position of the EST in <i>F. vesca</i> genome, but searching for putative CDS in that 4kb fragment, by blastx against UniRef and TAIR10pro, shows that contains a gene annotated as <i>DNA-directed RNA polymerase TFIIIB zinc-binding protein</i> , but was failed to be predicted in <i>F. vesca</i> transcriptome. <i>F x ananassa</i> sequence is part of the first exon of this unpredicted gene. |
| M2F10 | gene19270    | Clear fail in <i>F. vesca</i> prediction of gene (gene19270) which contain two putative CDS (in Arabidopsis genome are consecutive genes), and the <i>F x ananassa</i> associated sequence (M2F10) represent part of the last exon and 3'utr zone of the first of both genes, containing even the poly-A tail. Error in prediction consist on prediction of intergene region of almost 1,5kb as intron.                                             |
| M27A2 | gene13677    | Fail in <i>F. vesca</i> prediction of gene (gene13677) which contain two putative CDS (in Arabidopsis genome are consecutive genes), and the <i>F x ananassa</i> associated sequence (M27A2) represent part of the first exon of the second of both genes. Error may consist on prediction of intergene region of almost 3kb as intron.                                                                                                             |
| M4E4  | gene05017    | Fail in <i>F. vesca</i> prediction of gene (gene05017) which contain two putative CDS (in Arabidopsis genome are located in different cromosomes), and the <i>F x ananassa</i> associated sequence (M4E4) represent part of the last exon and 3'utr zone of the first of both genes, containing even the poly-A tail. Error consist on prediction of intergene region of almost 1,5kb as intron.                                                    |
| M17E3 | gene06367    | Fail in <i>F. vesca</i> prediction of gene (gene06367) which contain two putative CDS, and the <i>F x ananassa</i> associated sequence (M17E3) represent part of the first exon of the second of both genes. Error may consist on prediction of intergene region of almost 1kb as intron.                                                                                                                                                           |
| M1H8  | gene12874    | Fail in <i>F. vesca</i> prediction of gene (gene12874) which contain three putative CDS, and the <i>F x ananassa</i> associated sequence (M1H8) represent part of the first exon of the third of those genes. Error may consist on prediction of two intergene regions of almost 1,5kb and 0,8kb as introns.                                                                                                                                        |
| M28F7 | gene25662    | Fail in <i>F. vesca</i> prediction of gene (gene25662) which contain two putative CDS, and the <i>F x ananassa</i> associated sequence (M28F7) represent aproximately 40bp of the 5'utr and part of the first exon of the second of both genes. Error consist on predict intergene region of almost 1,5kb as intron.                                                                                                                                |

---

# Supplementary material for: Partial Activation of SA- and JA-Defensive Pathways in Strawberry upon Colletotrichum acutatum Interaction
**Source:** Front Plant Sci. 2016 Jul 15;7:1036. doi: 10.3389/fpls.2016.01036
**Supplement:** Supplementary file 3

**Table S3a.** Up-regulated genes with predicted role in defence response against *C. acutatum* and associated references. A selection of references linking these genes to defence response in plants is showed. Color code of each group of genes is associated with functional classification as in Table I.

#### New Protein Synthesis and Secretion

**Table S3b.** Down-regulated genes with predicted role in defence response against *C. acutatum* and associated references. A selection of references linking these genes to defence response in plants is showed. Color code of each group of genes is associated with functional classification as in Table I.

## References

- Abrahams S, Lee E, Walker AR, Tanner GJ, Larkin PJ, Ashton AR.** 2003. The Arabidopsis TDS4 gene encodes leucoanthocyanidin dioxygenase (LDOX) and is essential for proanthocyanidin synthesis and vacuole development. *The Plant Journal* **35**, 624-636.
- Abrash EB, Bergmann DC.** 2010. Regional specification of stomatal production by the putative ligand CHALLAH. *Development* **137**, 447-455.
- AbuQamar S, Chen X, Dhawan R, Bluhm B, Salmeron J, Lam S, Dietrich RA, Mengiste T.** 2006. Expression profiling and mutant analysis reveals complex regulatory networks involved in Arabidopsis response to Botrytis infection. *The Plant Journal* **48**, 28-44.
- Adie BAT, Perez-Perez J, Perez-Perez MM, Godoy M, Sanchez-Serrano J-J, Schmelz EA, Solano R.** 2007. ABA Is an Essential Signal for Plant Resistance to Pathogens Affecting JA Biosynthesis and the Activation of Defenses in Arabidopsis. *Plant Cell*, tpc.106.048041.
- Alvarez-Buylla ER, Benítez M, Corvera-Poiré A, Chaos Cador Á, de Folter S, Gamboa de Buen A, Garay-Arroyo A, García-Ponce B, Jaimes-Miranda F, Pérez-Ruiz RV, Piñeyro-Nelson A, Sánchez-Corrales YE.** 2010. Flower Development. *The Arabidopsis Book*, e0127.
- Amil-Ruiz F, Blanco-Portales R, Muñoz-Blanco J, Caballero JL.** 2011. The Strawberry Plant Defence Mechanism: A Molecular Review. *Plant and Cell Physiology* **52**, 1873-1903.
- Andersson-Gunnerås S, Mellerowicz EJ, Love J, Segerman B, Ohmiya Y, Coutinho PM, Nilsson P, Henrissat B, Moritz T, Sundberg B.** 2006. Biosynthesis of cellulose-enriched tension wood in Populus: global analysis of transcripts and metabolites identifies biochemical and developmental regulators in secondary wall biosynthesis. *The Plant Journal* **45**, 144-165.
- Armengaud P, Breitling R, Amtmann A.** 2004. The Potassium-Dependent Transcriptome of Arabidopsis Reveals a Prominent Role of Jasmonic Acid in Nutrient Signaling. *Plant Physiology* **136**, 2556-2576.
- Ascencio-Ibáñez JT, Sozzani R, Lee T-J, Chu T-M, Wolfinger RD, Cella R, Hanley-Bowdoin L.** 2008. Global Analysis of Arabidopsis Gene Expression Uncovers a Complex Array of Changes Impacting Pathogen Response and Cell Cycle during Geminivirus Infection. *Plant Physiology* **148**, 436-454.
- Ashfield T, Ong LE, Nobuta K, Schneider CM, Innes RW.** 2004. Convergent Evolution of Disease Resistance Gene Specificity in Two Flowering Plant Families. *The Plant Cell Online* **16**, 309-318.
- Bäckström S, Elfving N, Nilsson R, Wingsle G, Björklund S.** 2007. Purification of a Plant Mediator from Arabidopsis thaliana Identifies PFT1 as the Med25 Subunit. *Molecular Cell* **26**, 717-729.
- Baima S, Sessa G, Ruberti I, Morelli G.** 1995. A cDNA encoding Arabidopsis thaliana cytoplasmic ribosomal protein L18. *Gene* **153**, 171-174.

**Barakat A, Szick-Miranda K, Chang I-F, Guyot R, Blanc G, Cooke R, Delseny M, Bailey-Serres J.** 2001. The Organization of Cytoplasmic Ribosomal Protein Genes in the Arabidopsis Genome. *Plant Physiology* **127**, 398-415.

**Barkla BJ, Hirschi KD, Pittman JK.** 2008. Exchangers man the pumps: Functional interplay between proton pumps and proton-coupled  $\text{Ca}^{2+}$  exchangers. *Plant Signaling & Behavior* **3**, 354-356.

**Bassham DC, Brandizzi F, Otegui MS, Sanderfoot AA.** 2008. The Secretory System of Arabidopsis. *The Arabidopsis Book*, e0116.

**Beers EP, Jones AM, Dickerman AW.** 2004. The S8 serine, C1A cysteine and A1 aspartic protease families in Arabidopsis. *Phytochemistry* **65**, 43-58.

**Besson-Bard A, Pugin A, Wendehenne D.** 2008. New Insights into Nitric Oxide Signaling in Plants. *Annual Review of Plant Biology* **59**, 21-39.

**Bhattacharjee S, Halane MK, Kim SH, Gassmann W.** 2011. Pathogen Effectors Target Arabidopsis EDS1 and Alter Its Interactions with Immune Regulators. *Science* **334**, 1405-1408.

**Birkenbihl RP, Diezel C, Somssich IE.** 2012. Arabidopsis WRKY33 Is a Key Transcriptional Regulator of Hormonal and Metabolic Responses toward Botrytis cinerea Infection. *Plant Physiology* **159**, 266-285.

**Bíró J, Farkas I, Domoki M, Ötvös K, Bottka S, Dombrádi V, Fehér A.** 2012. The histone phosphatase inhibitory property of plant nucleosome assembly protein-related proteins (NRPs). *Plant Physiology and Biochemistry* **52**, 162-168.

**Blanco-Portales R, Medina-Escobar N, López-Ráez JA, González-Reyes JA, Villalba JM, Moyano E, Caballero JL, Muñoz-Blanco J.** 2002. Cloning, expression and immunolocalization pattern of a cinnamyl alcohol dehydrogenase gene from strawberry (*Fragaria × ananassa* cv. Chandler). *Journal of Experimental Botany* **53**, 1723-1734.

**Block-Schmidt AS, Dukowic-Schulze S, Wanieck K, Reidt W, Puchta H.** 2011. BRCC36A is epistatic to BRCA1 in DNA crosslink repair and homologous recombination in Arabidopsis thaliana. *Nucleic Acids Research* **39**, 146-154.

**Boisson B, Giglione C, Meinel T.** 2003. Unexpected Protein Families Including Cell Defense Components Feature in the N-Myristoylome of a Higher Eukaryote. *Journal of Biological Chemistry* **278**, 43418-43429.

**Borner GHH, Sherrier DJ, Stevens TJ, Arkin IT, Dupree P.** 2002. Prediction of Glycosylphosphatidylinositol-Anchored Proteins in Arabidopsis. A Genomic Analysis. *Plant Physiology* **129**, 486-499.

**Borner GHH, Lilley KS, Stevens TJ, Dupree P.** 2003. Identification of Glycosylphosphatidylinositol-Anchored Proteins in Arabidopsis. A Proteomic and Genomic Analysis. *Plant Physiology* **132**, 568-577.

**BRAY EA.** 2002. Classification of Genes Differentially Expressed during Water-deficit Stress in Arabidopsis thaliana: an Analysis using Microarray and Differential Expression Data. *Annals of Botany* **89**, 803-811.

**Brodersen P, Petersen M, Bjørn Nielsen H, Zhu S, Newman MA, Shokat KM, Rietz S, Parker J, Mundy J.** 2006. Arabidopsis MAP kinase 4 regulates salicylic acid- and jasmonic acid/ethylene-dependent responses via EDS1 and PAD4. *The Plant Journal* **47**, 532-546.

**Caldwell KS, Micheltore RW.** 2009. Arabidopsis thaliana Genes Encoding Defense Signaling and Recognition Proteins Exhibit Contrasting Evolutionary Dynamics. *Genetics* **181**, 671-684.

**Callis J, Vierstra RD.** 2000. Protein degradation in signaling. *Current Opinion in Plant Biology* **3**, 381-386.

**Cannon SB, Zhu H, Baumgarten AM, Spangler R, Cook GMDR.** 2002. Diversity, Distribution, and Ancient Taxonomic Relationships Within the TIR and Non-TIR NBS-LRR Resistance Gene Subfamilies. *Journal of Molecular Evolution* **54**, 548-562.

**Carroll AJ, Heazlewood JL, Ito J, Millar AH.** 2008. Analysis of the Arabidopsis Cytosolic Ribosome Proteome Provides Detailed Insights into Its Components and Their Post-translational Modification. *Molecular & Cellular Proteomics* **7**, 347-369.

**Casado-Díaz A, Encinas-Villarejo S, Santos Bdl, Schilirò E, Yubero-Serrano E-M, Amil-Ruiz F, Pocovi MI, Pliego-Alfaro F, Dorado G, Rey M, Romero F, Muñoz-Blanco J, Caballero J-L.** 2006. Analysis of strawberry genes differentially expressed in response to *Colletotrichum* infection. *Physiologia Plantarum* **128**, 633-650.

**Causier B, Lloyd J, Stevens L, Davies B.** 2012. TOPLESS co-repressor interactions and their evolutionary conservation in plants. *Plant Signaling & Behavior* **7**, 325-328.

**Consortium AIM.** 2011. Evidence for Network Evolution in an Arabidopsis Interactome Map. *Science* **333**, 601-607.

**Chassin Y, Kapri-Pardes E, Sinvany G, Arad T, Adam Z.** 2002. Expression and Characterization of the Thylakoid Lumen Protease DegP1 from Arabidopsis. *Plant Physiology* **130**, 857-864.

**Cheng N-H, Pittman JK, Zhu J-K, Hirschi KD.** 2004. The Protein Kinase SOS2 Activates the Arabidopsis H<sup>+</sup>/Ca<sup>2+</sup> Antiporter CAX1 to Integrate Calcium Transport and Salt Tolerance. *Journal of Biological Chemistry* **279**, 2922-2926.

**Cheng N-H, Pittman JK, Shigaki T, Lachmansingh J, LeClere S, Lahner B, Salt DE, Hirschi KD.** 2005. Functional Association of Arabidopsis CAX1 and CAX3 Is Required for Normal Growth and Ion Homeostasis. *Plant Physiology* **138**, 2048-2060.

**Chew O, Whelan J, Millar AH.** 2003. Molecular Definition of the Ascorbate-Glutathione Cycle in Arabidopsis Mitochondria Reveals Dual Targeting of Antioxidant Defenses in Plants. *Journal of Biological Chemistry* **278**, 46869-46877.

**Chiang C-S, Stacey G, Tsay Y-F.** 2004. Mechanisms and Functional Properties of Two Peptide Transporters, AtPTR2 and fPTR2. *Journal of Biological Chemistry* **279**, 30150-30157.

**Chivasa S, Hamilton JM, Pringle RS, Ndimba BK, Simon WJ, Lindsey K, Slabas AR.** 2006. Proteomic analysis of differentially expressed proteins in fungal elicitor-treated Arabidopsis cell cultures. *Journal of Experimental Botany* **57**, 1553-1562.

**Day B, He SY.** 2010. Battling Immune Kinases in Plants. *Cell host & microbe* **7**, 259-261.

**De Paepe A, Vuylsteke M, Van Hummelen P, Zabeau M, Van Der Straeten D.** 2004. Transcriptional profiling by cDNA-AFLP and microarray analysis reveals novel insights into the early response to ethylene in Arabidopsis. *The Plant Journal* **39**, 537-559.

**del Pozo JC, Dharmasiri S, Hellmann H, Walker L, Gray WM, Estelle M.** 2002. AXR1-ECR1-Dependent Conjugation of RUB1 to the Arabidopsis Cullin AtCUL1 Is Required for Auxin Response. *The Plant Cell Online* **14**, 421-433.

**Delauré SL, Van Hemelrijck W, De Bolle MFC, Cammue BPA, De Coninck BMA.** 2008. Building up plant defenses by breaking down proteins. *Plant Science* **174**, 375-385.

**Demidchik V, Maathuis FJM.** 2007. Physiological roles of nonselective cation channels in plants: from salt stress to signalling and development. *New Phytologist* **175**, 387-404.

**Denslow SA, Walls AA, Daub ME.** 2005. Regulation of biosynthetic genes and antioxidant properties of vitamin B<sub>6</sub> vitamers during plant defense responses. *Physiological and Molecular Plant Pathology* **66**, 244-255.

**Devoto A, Ellis C, Magusin A, Chang H-S, Chilcott C, Zhu T, Turner J.** 2005. Expression profiling reveals COI1 to be a key regulator of genes involved in wound- and methyl jasmonate-induced secondary metabolism, defence, and hormone interactions. *Plant Molecular Biology* **58**, 497-513.

**DeYoung BJ, Qi D, Kim S-H, Burke TP, Innes RW.** 2012. Activation of a plant nucleotide binding-leucine rich repeat disease resistance protein by a modified self protein. *Cellular Microbiology*, no-no.

**Dharmasiri N, Dharmasiri S, Weijers D, Karunarathna N, Jurgens G, Estelle M.** 2007. AXL and AXR1 have redundant functions in RUB conjugation and growth and development in Arabidopsis. *The Plant Journal* **52**, 114-123.

**Dong X.** 2004. NPR1, all things considered. *Current Opinion in Plant Biology* **7**, 547-552.

**Du L, Chen Z.** 2000. Identification of genes encoding receptor-like protein kinases as possible targets of pathogen- and salicylic acid-induced WRKY DNA-binding proteins in Arabidopsis. *The Plant Journal* **24**, 837-847.

**Duchêne A-M, Giritch A, Hoffmann B, Cognat V, Lancelin D, Peeters NM, Zaepfel M, Maréchal-Drouard L, Small ID.** 2005. Dual targeting is the rule for organellar aminoacyl-tRNA synthetases in Arabidopsis thaliana. *Proceedings of the National Academy of Sciences of the United States of America* **102**, 16484-16489.

- Dunkley TPJ, Watson R, Griffin JL, Dupree P, Lilley KS.** 2004. Localization of Organelle Proteins by Isotope Tagging (LOPIT). *Molecular & Cellular Proteomics* **3**, 1128-1134.
- Encinas-Villarejo S, Maldonado AM, Amil-Ruiz F, de los Santos B, Romero F, Pliego-Alfaro F, Munoz-Blanco J, Caballero JL.** 2009. Evidence for a positive regulatory role of strawberry (*Fragaria x ananassa*) Fa WRKY1 and Arabidopsis At WRKY75 proteins in resistance. *Journal of Experimental Botany* **60**, 3043-3065.
- Englbrecht C, Schoof H, Bohm S.** 2004. Conservation, diversification and expansion of C2H2 zinc finger proteins in the Arabidopsis thaliana genome. *BMC Genomics* **5**, 39.
- Fabro G, Di Rienzo JA, Voigt CA, Savchenko T, Dehesh K, Somerville S, Alvarez ME.** 2008. Genome-Wide Expression Profiling Arabidopsis at the Stage of Golovinomyces cichoracearum Haustorium Formation. *Plant Physiology* **146**, 1421-1439.
- Ferrando A, Koncz-Kálmán Z, Farràs R, Tiburcio A, Schell J, Koncz C.** 2001. Detection of in vivo protein interactions between Snf1-related kinase subunits with intron-tagged epitope-labelling in plants cells. *Nucleic Acids Research* **29**, 3685-3693.
- Fotopoulos V, Gilbert MJ, Pittman JK, Marvier AC, Buchanan AJ, Sauer N, Hall JL, Williams LE.** 2003. The Monosaccharide Transporter Gene, AtSTP4, and the Cell-Wall Invertase, Atβfruct1, Are Induced in Arabidopsis during Infection with the Fungal Biotroph Erysiphe cichoracearum. *Plant Physiology* **132**, 821-829.
- Garzón M, Eifler K, Faust A, Scheel H, Hofmann K, Koncz C, Yephremov A, Bachmair A.** 2007. PRT6/At5g02310 encodes an Arabidopsis ubiquitin ligase of the N-end rule pathway with arginine specificity and is not the CER3 locus. *FEBS Letters* **581**, 3189-3196.
- Ghanta S, author SC.** 2011. Glutathione as a signaling molecule. Another challenge to pathogens. *Plant Signaling and Behavior* **6**, 783–788.
- Gilman AG.** 1987. G Proteins: Transducers of Receptor-Generated Signals. *Annual Review of Biochemistry* **56**, 615-649.
- Gillissen B, Bürkle L, André B, Kühn C, Rentsch D, Brandl B, Frommer WB.** 2000. A New Family of High-Affinity Transporters for Adenine, Cytosine, and Purine Derivatives in Arabidopsis. *The Plant Cell Online* **12**, 291-300.
- Gookin T, Kim J, Assmann S.** 2008. Whole proteome identification of plant candidate G-protein coupled receptors in Arabidopsis, rice, and poplar: computational prediction and in-vivo protein coupling. *Genome Biology* **9**, R120.
- Gou M, Su N, Zheng J, Huai J, Wu G, Zhao J, He J, Tang D, Yang S, Wang G.** 2009. An F-box gene, CPR30, functions as a negative regulator of the defense response in Arabidopsis. *The Plant Journal* **60**, 757-770.
- Gracey AY, Troll JV, Somero GN.** 2001. Hypoxia-induced gene expression profiling in the euryoxic fish Gillichthys mirabilis. *Proceedings of the National Academy of Sciences* **98**, 1993-1998.
- Heidrich K, Wirthmueller L, Tasset C, Pouzet C, Deslandes L, Parker JE.** 2011. Arabidopsis EDS1 Connects Pathogen Effector Recognition to Cell Compartment-Specific Immune Responses. *Science* **334**, 1401-1404.
- Himmelbach A, Hoffmann T, Leube M, Hohener B, Grill E.** 2002. Homeodomain protein ATHB6 is a target of the protein phosphatase ABI1 and regulates hormone responses in Arabidopsis. *EMBO J* **21**, 3029-3038.
- Hirano T, Matsuzawa T, Takegawa K, Sato MH.** 2011. Loss-of-Function and Gain-of-Function Mutations in FAB1A/B Impair Endomembrane Homeostasis, Conferring Pleiotropic Developmental Abnormalities in Arabidopsis. *Plant Physiology* **155**, 797-807.
- Hirano T, Sato MH.** 2011. Arabidopsis FAB1A/B is possibly involved in the recycling of auxin transporters. *Plant Signaling & Behavior* **6**, 583-585.
- Holst K, Schmülling T, Werner T.** 2011. Enhanced cytokinin degradation in leaf primordia of transgenic Arabidopsis plants reduces leaf size and shoot organ primordia formation. *Journal of Plant Physiology* **168**, 1328-1334.
- Hotton S, Eigenheer R, Castro M, Bostick M, Callis J.** 2011. AXR1-ECR1 and AXL1-ECR1 heterodimeric RUB-activating enzymes diverge in function in Arabidopsis thaliana. *Plant Molecular Biology* **75**, 515-526.

- Hrabak EM, Chan CWM, Gribskov M, Harper JF, Choi JH, Halford N, Kudla J, Luan S, Nimmo HG, Sussman MR, Thomas M, Walker-Simmons K, Zhu J-K, Harmon AC.** 2003. The Arabidopsis CDPK-SnRK Superfamily of Protein Kinases. *Plant Physiology* **132**, 666-680.
- Hu Y, Dong Q, Yu D.** 2012. Arabidopsis WRKY46 coordinates with WRKY70 and WRKY53 in basal resistance against pathogen *Pseudomonas syringae*. *Plant Science* **185–186**, 288-297.
- Huang S, An Y-Q, McDowell JM, McKinney EC, Meagher RB.** 1997. The Arabidopsis ACT11 actin gene is strongly expressed in tissues of the emerging inflorescence, pollen, and developing ovules. *Plant Molecular Biology* **33**, 125-139.
- Joe Louis K-LK, Vijay Singh, John Reese, Jyoti Shah.** 2011. Arabidopsis MPL (MYZUS PERSICAE INDUCED LIPASE) Mediated Resistance Against Green Peach Aphid. *22ND INTERNATIONAL CONFERENCE ON ARABIDOPSIS RESEARCH*.
- Kamauchi S, Nakatani H, Nakano C, Urade R.** 2005. Gene expression in response to endoplasmic reticulum stress in Arabidopsis thaliana. *FEBS Journal* **272**, 3461-3476.
- Kaplan B, Davydov O, Knight H, Galon Y, Knight MR, Fluhr R, Fromm H.** 2006. Rapid Transcriptome Changes Induced by Cytosolic Ca<sup>2+</sup> Transients Reveal ABRE-Related Sequences as Ca<sup>2+</sup>-Responsive cis Elements in Arabidopsis. *The Plant Cell Online* **18**, 2733-2748.
- Kaschani F, Gu C, Niessen S, Hoover H, Cravatt BF, van der Hoorn RAL.** 2009. Diversity of Serine Hydrolase Activities of Unchallenged and Botrytis-infected Arabidopsis thaliana. *Molecular & Cellular Proteomics* **8**, 1082-1093.
- Katagiri T, Takahashi S, Shinozaki K.** 2001. Involvement of a novel Arabidopsis phospholipase D, AtPLD $\delta$ , in dehydration-inducible accumulation of phosphatidic acid in stress signalling. *The Plant Journal* **26**, 595-605.
- Khan AA, Shi Y, Shih DS.** 2003. Cloning and partial characterization of a  $\beta$ -1,3-glucanase gene from strawberry. *Mitochondrial DNA* **14**, 406-412.
- Kiba T, Naitou T, Koizumi N, Yamashino T, Sakakibara H, Mizuno T.** 2005. Combinatorial Microarray Analysis Revealing Arabidopsis Genes Implicated in Cytokinin Responses through the His $\rightarrow$ Asp Phosphorelay Circuitry. *Plant and Cell Physiology* **46**, 339-355.
- Kim MJ, Ciani S, Schachtman DP.** 2010. A Peroxidase Contributes to ROS Production during Arabidopsis Root Response to Potassium Deficiency. *Molecular Plant* **3**, 420-427.
- Kim TKHaJ-S.** 2011. Genomic identification of putative allergen genes in woodland strawberry (*Fragaria vesca*) and mandarin orange (*Citrus clementina*). *Plant Omics Journal* **4**, 428-434.
- Kliebenstein DJ, Rowe HC, Denby KJ.** 2005. Secondary metabolites influence Arabidopsis/Botrytis interactions: variation in host production and pathogen sensitivity. *The Plant Journal* **44**, 25-36.
- Kline KG, Barrett-Wilt GA, Sussman MR.** 2010. In planta changes in protein phosphorylation induced by the plant hormone abscisic acid. *Proceedings of the National Academy of Sciences* **107**, 15986-15991.
- Knoth C, Ringler J, Dangler JL, Eulgem T.** 2007. Arabidopsis WRKY70 Is Required for Full RPP4-Mediated Disease Resistance and Basal Defense Against *Hyaloperonospora parasitica*. *Molecular Plant-Microbe Interactions* **20**, 120-128.
- Ko J-H, Yang SH, Park AH, Lerouxel O, Han K-H.** 2007. ANAC012, a member of the plant-specific NAC transcription factor family, negatively regulates xylary fiber development in Arabidopsis thaliana. *The Plant Journal* **50**, 1035-1048.
- Kolukisaoglu Ü, Weinl S, Blazevic D, Batistic O, Kudla J.** 2004. Calcium Sensors and Their Interacting Protein Kinases: Genomics of the Arabidopsis and Rice CBL-CIPK Signaling Networks. *Plant Physiology* **134**, 43-58.
- Kosarev P, Mayer K, Hardtke C.** 2002. Evaluation and classification of RING-finger domains encoded by the Arabidopsis genome. *Genome Biology* **3**, research0016.0011 - research0016.0012.
- Kovacs D, Kalmar E, Torok Z, Tompa P.** 2008. Chaperone Activity of ERD10 and ERD14, Two Disordered Stress-Related Plant Proteins. *Plant Physiology* **147**, 381-390.

**Kraft E, Stone SL, Ma L, Su N, Gao Y, Lau O-S, Deng X-W, Callis J.** 2005. Genome Analysis and Functional Characterization of the E2 and RING-Type E3 Ligase Ubiquitination Enzymes of Arabidopsis. *Plant Physiology* **139**, 1597-1611.

**Kranz HD, Denekamp M, Greco R, Jin H, Leyva A, Meissner RC, Petroni K, Urzainqui A, Bevan M, Martin C, Smeeckens S, Tonelli C, Paz-Ares J, Weisshaar B.** 1998. Towards functional characterisation of the members of the R2R3-MYB gene family from Arabidopsis thaliana. *The Plant Journal* **16**, 263-276.

**Krinke O, Ruelland E, Valentová O, Vergnolle C, Renou J-P, Taconnat L, Flemr M, Burketová L, Zachowski A.** 2007. Phosphatidylinositol 4-Kinase Activation Is an Early Response to Salicylic Acid in Arabidopsis Suspension Cells. *Plant Physiology* **144**, 1347-1359.

**Krizek B.** 2011. Aintegumenta and Aintegumenta-Like6 regulate auxin-mediated flower development in Arabidopsis. *BMC Research Notes* **4**, 176.

**Krizek B, Eaddy M.** 2012. AINTEGUMENTA LIKE6 regulates cellular differentiation in flowers. *Plant Molecular Biology* **78**, 199-209.

**Krizek BA, Prost V, Macias A.** 2000. AINTEGUMENTA Promotes Petal Identity and Acts as a Negative Regulator of AGAMOUS. *The Plant Cell Online* **12**, 1357-1366.

**Kwon C, Bednarek P, Schulze-Lefert P.** 2008. Secretory pathways in plant immune responses. *Plant Physiology* **147**, 1575-1583.

**Kwon SI, Kim SH, Bhattacharjee S, Noh J-J, Gassmann W.** 2009. SRFR1, a suppressor of effector-triggered immunity, encodes a conserved tetratricopeptide repeat protein with similarity to transcriptional repressors. *The Plant Journal* **57**, 109-119.

**Langlois-Meurinne M, Gachon CMM, Saindrenan P.** 2005. Pathogen-Responsive Expression of Glycosyltransferase Genes UGT73B3 and UGT73B5 Is Necessary for Resistance to Pseudomonas syringae pv tomato in Arabidopsis. *Plant Physiology* **139**, 1890-1901.

**Lasserre E, Jobet E, Llauro C, Delseny M.** 2008. AtERF38 (At2g35700), an AP2/ERF family transcription factor gene from Arabidopsis thaliana, is expressed in specific cell types of roots, stems and seeds that undergo suberization. *Plant Physiology and Biochemistry* **46**, 1051-1061.

**Lee AH-Y, Hurley B, Felsensteiner C, Yea C, Ckurshumova W, Bartetzko V, Wang PW, Quach V, Lewis JD, Liu YC, Börnke F, Angers S, Wilde A, Guttman DS, Desveaux D.** 2012. A Bacterial Acetyltransferase Destroys Plant Microtubule Networks and Blocks Secretion. *PLoS Pathog* **8**, e1002523.

**Lee Y-RJ, Liu B.** 2004. Cytoskeletal Motors in Arabidopsis. Sixty-One Kinesins and Seventeen Myosins. *Plant Physiology* **136**, 3877-3883.

**Lee Y, Bak G, Choi Y, Chuang W-I, Cho H-T, Lee Y.** 2008. Roles of Phosphatidylinositol 3-Kinase in Root Hair Growth. *Plant Physiology* **147**, 624-635.

**Leon-Reyes A, Van der Does D, De Lange E, Delker C, Wasternack C, Van Wees S, Ritsema T, Pieterse C.** 2010. Salicylate-mediated suppression of jasmonate-responsive gene expression in Arabidopsis is targeted downstream of the jasmonate biosynthesis pathway. *Planta* **232**, 1423-1432.

**Leshem Y, Seri L, Levine A.** 2007. Induction of phosphatidylinositol 3-kinase-mediated endocytosis by salt stress leads to intracellular production of reactive oxygen species and salt tolerance. *The Plant Journal* **51**, 185-197.

**Li D, Liu H, Zhang H, Wang X, Song F.** 2008. OsBIRH1, a DEAD-box RNA helicase with functions in modulating defence responses against pathogen infection and oxidative stress. *Journal of Experimental Botany* **59**, 2133-2146.

**Li J, Brader G, Palva ET.** 2004. The WRKY70 transcription factor: A node of convergence for Jasmonate-mediated and Salicylate-mediated signals in plant defense. *Plant Cell* **16**, 319-331.

**Li J, Brader G, Kariola T, Tapio Palva E.** 2006. WRKY70 modulates the selection of signaling pathways in plant defense. *The Plant Journal* **46**, 477-491.

**Libault M, Wan J, Czechowski T, Udvardi M, Stacey G.** 2007. Identification of 118 Arabidopsis Transcription Factor and 30 Ubiquitin-Ligase Genes Responding to Chitin, a Plant-Defense Elicitor. *Molecular Plant-Microbe Interactions* **20**, 900-911.

**Linder P, Owttrim GW.** 2009. Plant RNA helicases: linking aberrant and silencing RNA. *Trends in Plant Science* **14**, 344-352.

**Lippok B, Birkenbihl RP, Rivory G, Brümmer J, Schmelzer E, Logemann E, Somssich IE.** 2007. Expression of AtWRKY33 encoding a Pathogen- or PAMP-Responsive WRKY transcription factor is regulated by a composite DNA motif containing W box elements. *Molecular Plant-Microbe Interactions* **20**, 420-429.

**Lohmann D, Stacey N, Breuninger H, Jikumaru Y, Müller D, Sicard A, Leyser O, Yamaguchi S, Lenhard M.** 2010. SLOW MOTION Is Required for Within-Plant Auxin Homeostasis and Normal Timing of Lateral Organ Initiation at the Shoot Meristem in Arabidopsis. *The Plant Cell Online* **22**, 335-348.

- Lorenzo O, Solano R.** 2005. Molecular players regulating the jasmonate signalling network. *Current Opinion in Plant Biology* **8**, 532-540.
- Lorković ZJ, Wieczorek Kirk DA, Klahre U, Hemmings-Mieszczak M, Filipowicz W.** 2000. RBP45 and RBP47, two oligouridylylate-specific hnRNP-like proteins interacting with poly(A)<sup>+</sup> RNA in nuclei of plant cells. *RNA* **6**, 1610-1624.
- Losa A, Colombo M, Brambilla V, Colombo L.** 2010. Genetic interaction between AINTEGUMENTA (ANT) and the ovule identity genes SEEDSTICK (STK), SHATTERPROOF1 (SHP1) and SHATTERPROOF2 (SHP2). *Sexual Plant Reproduction* **23**, 115-121.
- Louis J, Leung Q, Pegadaraju V, Reese J, Shah J.** 2010a. PAD4-Dependent Antibiosis Contributes to the ssi2-Conferred Hyper-Resistance to the Green Peach Aphid. *Molecular Plant-Microbe Interactions* **23**, 618-627.
- Louis J, Lorenc-Kukula K, Singh V, Reese J, Jander G, Shah J.** 2010b. Antibiosis against the green peach aphid requires the Arabidopsis thaliana MYZUS PERSICAE-INDUCED LIPASE1 gene. *The Plant Journal* **64**, 800-811.
- Louis J, Gobbato E, Mondal HA, Feys BJ, Parker JE, Shah J.** 2012. Discrimination of Arabidopsis PAD4 Activities in Defense against Green Peach Aphid and Pathogens. *Plant Physiology* **158**, 1860-1872.
- Lu L, Lee Y-RJ, Pan R, Maloof JN, Liu B.** 2005. An Internal Motor Kinesin Is Associated with the Golgi Apparatus and Plays a Role in Trichome Morphogenesis in Arabidopsis. *Molecular Biology of the Cell* **16**, 811-823.
- Mano Ji, Belles-Boix E, Babiychuk E, Inzé D, Torii Y, Hiraoka E, Takimoto K, Slooten L, Asada K, Kushnir S.** 2005. Protection against Photooxidative Injury of Tobacco Leaves by 2-Alkenal Reductase. Detoxication of Lipid Peroxide-Derived Reactive Carbonyls. *Plant Physiology* **139**, 1773-1783.
- Manohar M, Shigaki T, Mei H, Park S, Marshall J, Aguilar J, Hirschi KD.** 2011. Characterization of Arabidopsis Ca<sup>2+</sup>/H<sup>+</sup> Exchanger CAX3. *Biochemistry* **50**, 6189-6195.
- Manosalva PM, Park S-W, Forouhar F, Tong L, Fry WE, Klessig DF.** 2010. Methyl Esterase 1 (StMES1) Is Required for Systemic Acquired Resistance in Potato. *Molecular Plant-Microbe Interactions* **23**, 1151-1163.
- Martens S, Preuß A, Matern U.** 2010. Multifunctional flavonoid dioxygenases: Flavonol and anthocyanin biosynthesis in Arabidopsis thaliana L. *Phytochemistry* **71**, 1040-1049.
- McGee JD, Roe JL, Sweat TA, Wang X, Guikema JA, Leach JE.** 2003. Rice Phospholipase D Isoforms Show Differential Cellular Location and Gene Induction. *Plant and Cell Physiology* **44**, 1013-1026.
- McKinney EC, Kandasamy MK, Meagher RB.** 2002. Arabidopsis Contains Ancient Classes of Differentially Expressed Actin-Related Protein Genes. *Plant Physiology* **128**, 997-1007.
- Merlet J, Burger J, Gomes JE, Pintard L.** 2009. Regulation of cullin-RING E3 ubiquitin-ligases by neddylation and dimerization. *Cellular and Molecular Life Sciences* **66**, 1924-1938.
- Meyers BC, Kozik A, Griego A, Kuang H, Michelmore RW.** 2003. Genome-Wide Analysis of NBS-LRR-Encoding Genes in Arabidopsis. *The Plant Cell Online* **15**, 809-834.
- Mladek C, Guger K, Hauser M-T.** 2003. Identification and Characterization of the ARIADNE Gene Family in Arabidopsis. A Group of Putative E3 Ligases. *Plant Physiology* **131**, 27-40.
- Moreno JI, Martín R, Castresana C.** 2005. Arabidopsis SHMT1, a serine hydroxymethyltransferase that functions in the photorespiratory pathway influences resistance to biotic and abiotic stress. *The Plant Journal* **41**, 451-463.
- Moriyama E, Strope P, Opiyo S, Chen Z, Jones A.** 2006. Mining the Arabidopsis thaliana genome for highly-divergent seven transmembrane receptors. *Genome Biology* **7**, R96.
- Noctor G, Queval G, Mhamdi A, Chaouch S, Foyer CH.** 2011. Glutathione. *The Arabidopsis Book*, e0142.

**Nylander M, Svensson J, Palva ET, Welin BV.** 2001. Stress-induced accumulation and tissue-specific localization of dehydrins in *Arabidopsis thaliana*. *Plant Molecular Biology* **45**, 263-279.

**Ok SH, Jeong HJ, Bae JM, Shin J-S, Luan S, Kim K-N.** 2005. Novel CIPK1-Associated Proteins in *Arabidopsis* Contain an Evolutionarily Conserved C-Terminal Region That Mediates Nuclear Localization. *Plant Physiology* **139**, 138-150.

**Osorio S, Castillejo C, Quesada MA, Medina-Escobar N, Brownsey GJ, Suau R, Heredia A, Botella MA, Valpuesta V.** 2008. Partial demethylation of oligogalacturonides by pectin methyl esterase 1 is required for eliciting defence responses in wild strawberry (*Fragaria vesca*). *The Plant Journal* **54**, 43-55.

**Pajerowska-Mukhtar Karolina M, Wang W, Tada Y, Oka N, Tucker Chandra L, Fonseca Jose P, Dong X.** 2012. The HSF-like Transcription Factor TBF1 Is a Major Molecular Switch for Plant Growth-to-Defense Transition. *Current biology : CB* **22**, 103-112.

**Palmieri L, Santoro A, Carrari F, Blanco E, Nunes-Nesi A, Arrigoni R, Genchi F, Fernie AR, Palmieri F.** 2008. Identification and Characterization of ADNT1, a Novel Mitochondrial Adenine Nucleotide Transporter from *Arabidopsis*. *Plant Physiology* **148**, 1797-1808.

**Parker JE, Holub EB, Frost LN, Falk A, Gunn ND, Daniels MJ.** 1996. Characterization of eds1, a mutation in *Arabidopsis* suppressing resistance to *Peronospora parasitica* specified by several different RPP genes. *The Plant Cell Online* **8**, 2033-2046.

**Pavet V, Olmos E, Kiddle G, Mowla S, Kumar S, Antoniw J, Alvarez ME, Foyer CH.** 2005. Ascorbic Acid Deficiency Activates Cell Death and Disease Resistance Responses in *Arabidopsis*. *Plant Physiology* **139**, 1291-1303.

**Peal L, Jambunathan N, Mahalingam R.** 2011. Phylogenetic and expression analysis of RNA-binding proteins with triple RNA recognition motifs in plants. *Molecules and Cells* **31**, 55-64.

**Peer M, Stegmann M, Mueller MJ, Waller F.** 2010. *Pseudomonas syringae* infection triggers de novo synthesis of phytosphingosine from sphinganine in *Arabidopsis thaliana*. *FEBS Letters* **584**, 4053-4056.

**Peña-Cortés H, Barrios P, Dorta F, Polanco V, Sánchez C, Sánchez E, Ramírez I.** 2004. Involvement of Jasmonic Acid and Derivatives in Plant Response to Pathogen and Insects and in Fruit Ripening. *Journal of Plant Growth Regulation* **23**, 246-260.

**Pourcel L, Routaboul J-M, Kerhoas L, Caboche M, Lepiniec L, Debeaujon I.** 2005. TRANSPARENT TESTA10 Encodes a Laccase-Like Enzyme Involved in Oxidative Polymerization of Flavonoids in *Arabidopsis* Seed Coat. *The Plant Cell Online* **17**, 2966-2980.

**Qi Q, Rajala RVS, Anderson W, Jiang C, Rozwadowski K, Selvaraj G, Sharma R, Datla R.** 2000. Molecular Cloning, Genomic Organization, and Biochemical Characterization of Myristoyl-CoA:ProteinN-Myristoyltransferase from *Arabidopsis thaliana*. *Journal of Biological Chemistry* **275**, 9673-9683.

**Ren C-M, Zhu Q, Gao B-D, Ke S-Y, Yu W-C, Xie D-X, Peng W.** 2008. Transcription Factor WRKY70 Displays Important but No Indispensable Roles in Jasmonate and Salicylic Acid Signaling. *Journal of Integrative Plant Biology* **50**, 630-637.

**Rietz S, Stamm A, Malonek S, Wagner S, Becker D, Medina-Escobar N, Corina Vlot A, Feys BJ, Niefind K, Parker JE.** 2011. Different roles of Enhanced Disease Susceptibility1 (EDS1) bound to and dissociated from Phytoalexin Deficient4 (PAD4) in *Arabidopsis* immunity. *New Phytologist* **191**, 107-119.

**Rouhier N, Couturier J, Jacquot J-P.** 2006. Genome-wide analysis of plant glutaredoxin systems. *Journal of Experimental Botany* **57**, 1685-1696.

**Rustérucci C, Aviv DH, Holt BF, Dangl JL, Parker JE.** 2001. The Disease Resistance Signaling Components EDS1 and PAD4 Are Essential Regulators of the Cell Death Pathway Controlled by LSD1 in *Arabidopsis*. *The Plant Cell Online* **13**, 2211-2224.

**Ryu MY, Cho SK, Kim WT.** 2010. The *Arabidopsis* C3H2C3-Type RING E3 Ubiquitin Ligase AtAIRP1 Is a Positive Regulator of an Absciscic Acid-Dependent Response to Drought Stress. *Plant Physiology* **154**, 1983-1997.

**Samuel MA, Mudgil Y, Salt JN, Delmas F, Ramachandran S, Chillelli A, Goring DR.** 2008. Interactions between the S-Domain Receptor Kinases and AtPUB-ARM E3 Ubiquitin Ligases Suggest a Conserved Signaling Pathway in *Arabidopsis*. *Plant Physiology* **147**, 2084-2095.

**Sarowar S, Zhao Y, Soria-Guerra RE, Ali S, Zheng D, Wang D, Korban SS.** 2011. Expression profiles of differentially regulated genes during the early stages of apple flower infection with *Erwinia amylovora*. *Journal of Experimental Botany* **62**, 4851-4861.

**Schenk PM, Kazan K, Manners JM, Anderson JP, Simpson RS, Wilson IW, Somerville SC, Maclean DJ.** 2003. Systemic Gene Expression in Arabidopsis during an Incompatible Interaction with *Alternaria brassicicola*. *Plant Physiology* **132**, 999-1010.

**Schwartz BW, Yeung EC, Meinke DW.** 1994. Disruption of morphogenesis and transformation of the suspensor in abnormal suspensor mutants of Arabidopsis. *Development* **120**, 3235-3245.

**Shan X, Zhang Y, Peng W, Wang Z, Xie D.** 2009. Molecular mechanism for jasmonate-induction of anthocyanin accumulation in Arabidopsis. *Journal of Experimental Botany* **60**, 3849-3860.

**Shao F, Golstein C, Ade J, Stoutemyer M, Dixon JE, Innes RW.** 2003. Cleavage of Arabidopsis PBS1 by a Bacterial Type III Effector. *Science* **301**, 1230-1233.

**Sherson SM, Alford HL, Forbes SM, Wallace G, Smith SM.** 2003. Roles of cell wall invertases and monosaccharide transporters in the growth and development of Arabidopsis. *Journal of Experimental Botany* **54**, 525-531.

**Shi Y, Zhang Y, Shih DS.** 2006. Cloning and expression analysis of two [beta]-1,3-glucanase genes from strawberry. *Journal of Plant Physiology* **163**, 956-967.

**Shimada C, Lipka V, O'Connell R, Okuno T, Schulze-Lefert P, Takano Y.** 2006. Nonhost Resistance in Arabidopsis-Colletotrichum Interactions Acts at the Cell Periphery and Requires Actin Filament Function. *Molecular Plant-Microbe Interactions* **19**, 270-279.

**Shimada T, Sugano S, Hara-Nishimura I.** 2011. Positive and negative peptide signals control stomatal density. *Cellular and Molecular Life Sciences* **68**, 2081-2088.

**Shyu C, Figueroa P, DePew CL, Cooke TF, Sheard LB, Moreno JE, Katsir L, Zheng N, Browse J, Howe GA.** 2012. JAZ8 Lacks a Canonical Degron and Has an EAR Motif That Mediates Transcriptional Repression of Jasmonate Responses in Arabidopsis. *The Plant Cell Online* **24**, 536-550.

**Simpson C, Thomas C, Findlay K, Bayer E, Maule AJ.** 2009. An Arabidopsis GPI-Anchor Plasmodesmal Neck Protein with Callose Binding Activity and Potential to Regulate Cell-to-Cell Trafficking. *The Plant Cell Online* **21**, 581-594.

**Sinvany-Villalobo G, Davydov O, Ben-Ari G, Zaltsman A, Raskind A, Adam Z.** 2004. Expression in Multigene Families. Analysis of Chloroplast and Mitochondrial Proteases. *Plant Physiology* **135**, 1336-1345.

**Smith ZR, Long JA.** 2010. Control of Arabidopsis apical-basal embryo polarity by antagonistic transcription factors. *Nature* **464**, 423-426.

**Snustad DP, Haas NA, Kopczak SD, Silflow CD.** 1992. The small genome of Arabidopsis contains at least nine expressed beta-tubulin genes. *The Plant Cell Online* **4**, 549-556.

**Söderman E, Mattsson J, Svenson M, Borkird C, Engström P.** 1994. Expression patterns of novel genes encoding homeodomain leucine-zipper proteins in Arabidopsis thaliana. *Plant Molecular Biology* **26**, 145-154.

**Son O, Cho H-Y, Kim M-R, Lee H, Lee M-S, Song E, Park JH, Nam KH, Chun J-Y, Kim H-J, Hong S-K, Chung Y-Y, Hur C-G, Cho H-T, Cheon C-I.** 2004. Induction of a homeodomain-leucine zipper gene by auxin is inhibited by cytokinin in Arabidopsis roots. *Biochemical and Biophysical Research Communications* **326**, 203-209.

**Springer NM, Napoli CA, Selinger DA, Pandey R, Cone KC, Chandler VL, Kaeppler HF, Kaeppler SM.** 2003. Comparative Analysis of SET Domain Proteins in Maize and Arabidopsis Reveals Multiple Duplications Preceding the Divergence of Monocots and Dicots. *Plant Physiology* **132**, 907-925.

**Stone SL, Hauksdóttir H, Troy A, Herschleb J, Kraft E, Callis J.** 2005. Functional Analysis of the RING-Type Ubiquitin Ligase Family of Arabidopsis. *Plant Physiology* **137**, 13-30.

**Swiderski MR, Innes RW.** 2001. The Arabidopsis PBS1 resistance gene encodes a member of a novel protein kinase subfamily. *The Plant Journal* **26**, 101-112.

**Tague BW, Goodman HM.** 1995. Characterization of a family of Arabidopsis zinc finger protein cDNAs. *Plant Molecular Biology* **28**, 267-279.

**Takemoto D, Rafiqi M, Hurley U, Lawrence GJ, Bernoux M, Hardham AR, Ellis JG, Dodds PN, Jones DA.** 2011. N-Terminal Motifs in Some Plant Disease Resistance Proteins Function in Membrane Attachment and Contribute to Disease Resistance. *Molecular Plant-Microbe Interactions* **25**, 379-392.

**Takenaka Y, Nakano S, Tamoi M, Sakuda S, Fukamizo T.** 2009. Chitinase Gene Expression in Response to Environmental Stresses in *Arabidopsis thaliana*: Chitinase Inhibitor Allosamidin Enhances Stress Tolerance. *Bioscience, Biotechnology, and Biochemistry* **73**, 1066-1071.

**Tamaoki M, Nakajima N, Kubo A, Aono M, Matsuyama T, Saji H.** 2003. Transcriptome analysis of O<sub>3</sub>-exposed *Arabidopsis* reveals that multiple signal pathways act mutually antagonistically to induce gene expression. *Plant Molecular Biology* **53**, 443-456.

**Tan X, Meyers B, Kozik A, West M, Morgante M, St Clair D, Bent A, Michelmore R.** 2007. Global expression analysis of nucleotide binding site-leucine rich repeat-encoding and related genes in *Arabidopsis*. *BMC Plant Biology* **7**, 56.

**Thilmony R, Underwood W, He SY.** 2006. Genome-wide transcriptional analysis of the *Arabidopsis thaliana* interaction with the plant pathogen *Pseudomonas syringae* pv. tomato DC3000 and the human pathogen *Escherichia coli* O157:H7. *The Plant Journal* **46**, 34-53.

**Thimm O, Bläsing O, Gibon Y, Nagel A, Meyer S, Krüger P, Selbig J, Müller LA, Rhee SY, Stitt M.** 2004. MapMan: a user-driven tool to display genomics data sets onto diagrams of metabolic pathways and other biological processes. *The Plant Journal* **37**, 914-939.

**Tischner R, Galli M, Heimer YM, Bielefeld S, Okamoto M, Mack A, Crawford NM.** 2007. Interference with the citrulline-based nitric oxide synthase assay by argininosuccinate lyase activity in *Arabidopsis* extracts. *FEBS Journal* **274**, 4238-4245.

**Tör M, Gordon P, Cuzick A, Eulgem T, Sinapidou E, Mert-Türk F, Can C, Dangl JL, Holub EB.** 2002. *Arabidopsis* SGT1b Is Required for Defense Signaling Conferred by Several Downy Mildew Resistance Genes. *The Plant Cell Online* **14**, 993-1003.

**Torres-Zabala Md, Truman W, Bennett MH, Lafforgue G, Mansfield JW, Rodriguez Egea P, Bogre L, Grant M.** 2007. *Pseudomonas syringae* pv. tomato hijacks the *Arabidopsis* abscisic acid signalling pathway to cause disease. *EMBO J* **26**, 1434-1443.

**Trotta A, Konert G, Rahikainen M, Aro E-M, Kangasjärvi S.** 2011a. Knock-down of protein phosphatase 2A subunit B'γ promotes phosphorylation of CALRETICULIN 1 in *Arabidopsis thaliana*. *Plant Signal Behav* **6**, 1665-1668.

**Trotta A, Wrzaczek M, Scharte J, Tikkanen M, Konert G, Rahikainen M, Holmström M, Hiltunen H-M, Rips S, Sipari N, Mulo P, Weis E, von Schaewen A, Aro E-M, Kangasjärvi S.** 2011b. Regulatory Subunit B'γ of Protein Phosphatase 2A Prevents Unnecessary Defense Reactions under Low Light in *Arabidopsis*. *Plant Physiology* **156**, 1464-1480.

**Uraji M, Katagiri T, Okuma E, Ye W, Hossain MA, Masuda C, Miura A, Nakamura Y, Mori IC, Shinozaki K, Murata Y.** 2012. Cooperative Function of PLDδ and PLDα1 in Abscissic Acid-Induced Stomatal Closure in *Arabidopsis*. *Plant Physiology* **159**, 450-460.

**Vassileva VN, Fujii Y, Ridge RW.** 2005. Microtubule dynamics in plants. *Plant Biotechnology* **22**, 171-178.

**Verhaest M, Le Roy K, Sansen S, De Coninck B, Lammens W, De Ranter CJ, Van Laere A, Van den Ende W, Rabijns A.** 2005. Crystallization and preliminary X-ray diffraction study of a cell-wall invertase from *Arabidopsis thaliana*. *Acta Crystallographica Section F* **61**, 766-768.

**Vlot AC, Liu P-P, Cameron RK, Park S-W, Yang Y, Kumar D, Zhou F, Padukkavidana T, Gustafsson C, Pichersky E, Klessig DF.** 2008. Identification of likely orthologs of tobacco salicylic acid-binding protein 2 and their role in systemic acquired resistance in *Arabidopsis thaliana*. *The Plant Journal* **56**, 445-456.

**von Saint Paul V, Zhang W, Kanawati B, Geist B, Faus-Keßler T, Schmitt-Kopplin P, Schäffner AR.** 2011. The *Arabidopsis* Glucosyltransferase UGT76B1 Conjugates Isoleucic Acid and Modulates Plant Defense and Senescence. *The Plant Cell Online* **23**, 4124-4145.

**Wan J, Zhang S, Stacey G.** 2004. Activation of a mitogen-activated protein kinase pathway in *Arabidopsis* by chitin. *Molecular Plant Pathology* **5**, 125-135.

**Wang D, Weaver ND, Kesarwani M, Dong X.** 2005. Induction of Protein Secretory Pathway Is Required for Systemic Acquired Resistance. *Science* **308**, 1036-1040.

**Wang D, Amornsiripanitch N, Dong X.** 2006. A Genomic Approach to Identify Regulatory Nodes in the Transcriptional Network of Systemic Acquired Resistance in Plants. *PLoS Pathog* **2**, e123.

**Wang D, Dong X.** 2011. A Highway for War and Peace: The Secretory Pathway in Plant–Microbe Interactions. *Molecular Plant* **4**, 581-587.

**Wang W-Y, Zhang L, Xing S, Ma Z, Liu J, Gu H, Qin G, Qu L-J.** 2012. Arabidopsis AtVPS15 Plays Essential Roles in Pollen Germination Possibly by Interacting with AtVPS34. *Journal of Genetics and Genomics* **39**, 81-92.

**Wawrzynska A, Rodibaugh NL, Innes RW.** 2010. Synergistic Activation of Defense Responses in Arabidopsis by Simultaneous Loss of the GSL5 Callose Synthase and the EDR1 Protein Kinase. *Molecular Plant-Microbe Interactions* **23**, 578-584.

**Wei H, Persson S, Mehta T, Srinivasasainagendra V, Chen L, Page GP, Somerville C, Loraine A.** 2006. Transcriptional Coordination of the Metabolic Network in Arabidopsis. *Plant Physiology* **142**, 762-774.

**Wei L, Zhang W, Liu Z, Li Y.** 2009. AtKinesin-13A is located on Golgi-associated vesicle and involved in vesicle formation/budding in Arabidopsis root-cap peripheral cells. *BMC Plant Biology* **9**, 138.

**Wei P-C, Zhang X-Q, Zhao P, Wang X-C.** 2011. Regulation of stomatal opening by the guard cell expansin AtEXPA1. *Plant Signaling & Behavior* **6**, 740-742.

**Whitley P, Hinz S, Doughty J.** 2009. Arabidopsis FAB1/PIKfyve Proteins Are Essential for Development of Viable Pollen. *Plant Physiology* **151**, 1812-1822.

**Wilson ID, Neill SJ, Hancock JT.** 2008. Nitric oxide synthesis and signalling in plants. *Plant, Cell & Environment* **31**, 622-631.

**Winter V, Hauser M-T.** 2006. Exploring the ESCRTing machinery in eukaryotes. *Trends in Plant Science* **11**, 115-123.

**Xiao W, Jang J-C.** 2000. F-box proteins in Arabidopsis. *Trends in Plant Science* **5**, 454-457.

**Xie C, Zhou X, Deng X, Guo Y.** 2010. PKS5, a SNF1-related kinase, interacts with and phosphorylates NPR1, and modulates expression of WRKY38 and WRKY62. *Journal of Genetics and Genomics* **37**, 359-369.

**Xu L, Liu F, Lechner E, Genschik P, Crosby WL, Ma H, Peng W, Huang D, Xie D.** 2002. The SCFCOI1 Ubiquitin-Ligase Complexes Are Required for Jasmonate Response in Arabidopsis. *The Plant Cell Online* **14**, 1919-1935.

**Yang Y, Xu R, Ma C-j, Vlot AC, Klessig DF, Pichersky E.** 2008. Inactive Methyl Indole-3-Acetic Acid Ester Can Be Hydrolyzed and Activated by Several Esterases Belonging to the AtMES Esterase Family of Arabidopsis. *Plant Physiology* **147**, 1034-1045.

**Yanhui C, Xiaoyuan Y, Kun H, Meihua L, Jigang L, Zhaofeng G, Zhiqiang L, Yunfei Z, Xiaoxiao W, Xiaoming Q, Yunping S, Li Z, Xiaohui D, Jingchu L, Xing-Wang D, Zhangliang C, Hongya G, Li-Jia Q.** 2006. The MYB Transcription Factor Superfamily of Arabidopsis: Expression Analysis and Phylogenetic Comparison with the Rice MYB Family. *Plant Molecular Biology* **60**, 107-124.

**Yazaki J, Shimatani Z, Hashimoto A, Nagata Y, Fujii F, Kojima K, Suzuki K, Taya T, Tonouchi M, Nelson C, Nakagawa A, Otomo Y, Murakami K, Matsubara K, Kawai J, Carninci P, Hayashizaki Y, Kikuchi S.** 2004. Transcriptional profiling of genes responsive to abscisic acid and gibberellin in rice: phenotyping and comparative analysis between rice and Arabidopsis. *Physiological Genomics* **17**, 87-100.

**Yonekura-Sakakibara K, Tohge T, Matsuda F, Nakabayashi R, Takayama H, Niida R, Watanabe-Takahashi A, Inoue E, Saito K.** 2008. Comprehensive Flavonol Profiling and Transcriptome Coexpression Analysis Leading to Decoding Gene–Metabolite Correlations in Arabidopsis. *The Plant Cell Online* **20**, 2160-2176.

**Zhang C, Mallery EL, Schlueter J, Huang S, Fan Y, Brankle S, Staiger CJ, Szymanski DB.** 2008. Arabidopsis SCARs Function Interchangeably to Meet Actin-Related Protein 2/3 Activation Thresholds during Morphogenesis. *The Plant Cell Online* **20**, 995-1011.

**Zhang J, Li W, Xiang T, Liu Z, Laluk K, Ding X, Zou Y, Gao M, Zhang X, Chen S, Mengiste T, Zhang Y, Zhou J-M.** 2010. Receptor-like Cytoplasmic Kinases Integrate Signaling from Multiple Plant Immune Receptors and Are Targeted by a Pseudomonas syringae Effector. *Cell host & microbe* **7**, 290-301.

**Zhang JZ, Somerville CR.** 1997. Suspensor-derived polyembryony caused by altered expression of valyl-tRNA synthetase in the twn2 mutant of Arabidopsis. *Proceedings of the National Academy of Sciences* **94**, 7349-7355.

**Zhang W, Wang C, Qin C, Wood T, Olafsdottir G, Welti R, Wang X.** 2003. The Oleate-Stimulated Phospholipase D, PLD $\delta$ , and Phosphatidic Acid Decrease H<sub>2</sub>O<sub>2</sub>-Induced Cell Death in Arabidopsis. *The Plant Cell Online* **15**, 2285-2295.

- Zhang X-Q, Wei P-C, Xiong Y-M, Yang Y, Chen J, Wang X-C.** 2011. Overexpression of the Arabidopsis  $\alpha$ -expansin gene AtEXPA1 accelerates stomatal opening by decreasing the volumetric elastic modulus. *Plant Cell Reports* **30**, 27-36.
- Zhang Y, Yang C, Li Y, Zheng N, Chen H, Zhao Q, Gao T, Guo H, Xie Q.** 2007. SDIR1 Is a RING Finger E3 Ligase That Positively Regulates Stress-Responsive Abscic Acid Signaling in Arabidopsis. *The Plant Cell Online* **19**, 1912-1929.
- Zheng W, Zhai Q, Sun J, Li C-B, Zhang L, Li H, Zhang X, Li S, Xu Y, Jiang H, Wu X, Li C.** 2006. Bestatin, an Inhibitor of Aminopeptidases, Provides a Chemical Genetics Approach to Dissect Jasmonate Signaling in Arabidopsis. *Plant Physiology* **141**, 1400-1413.
- Zienkiewicz M, Ferenc A, Wasilewska W, Romanowska E.** 2012. High light stimulates Deg1-dependent cleavage of the minor LHCII antenna proteins CP26 and CP29 and the PsbS protein in *Arabidopsis thaliana*. *Planta* **235**, 279-288.

# Supplementary material for: Partial Activation of SA- and JA-Defensive Pathways in Strawberry upon Colletotrichum acutatum Interaction
**Source:** Front Plant Sci. 2016 Jul 15;7:1036. doi: 10.3389/fpls.2016.01036
**Supplement:** Supplementary file 7

**Title:**

**Partial activation of SA- and JA-defensive pathways in strawberry upon  
*Colletotrichum acutatum* interaction**

**Authors:**

Francisco Amil-Ruiz<sup>1</sup>, José Garrido-Gala<sup>1</sup>, José Gadea<sup>2</sup>, Rosario Blanco-Portales<sup>1</sup>,  
Antonio Muñoz-Mérida<sup>3</sup>, Oswaldo Trelles<sup>3</sup>, Berta de los Santos<sup>4</sup>, Francisco T. Arroyo<sup>4</sup>,  
Ana Aguado-Puig<sup>4</sup>, Fernando Romero<sup>4</sup>, José-Ángel Mercado<sup>5</sup>, Fernando Pliego-Alfaro<sup>5</sup>,  
Juan Muñoz-Blanco<sup>1</sup> and José L. Caballero<sup>1\*</sup>

# Functional Categories

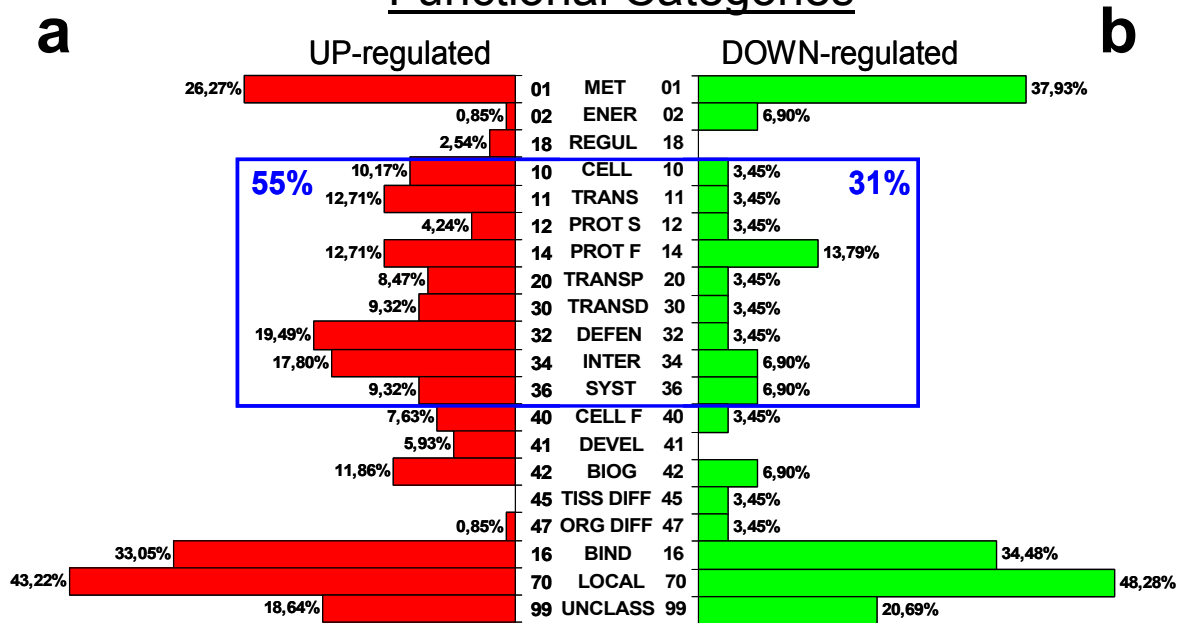

# Gene Ontology (BP)

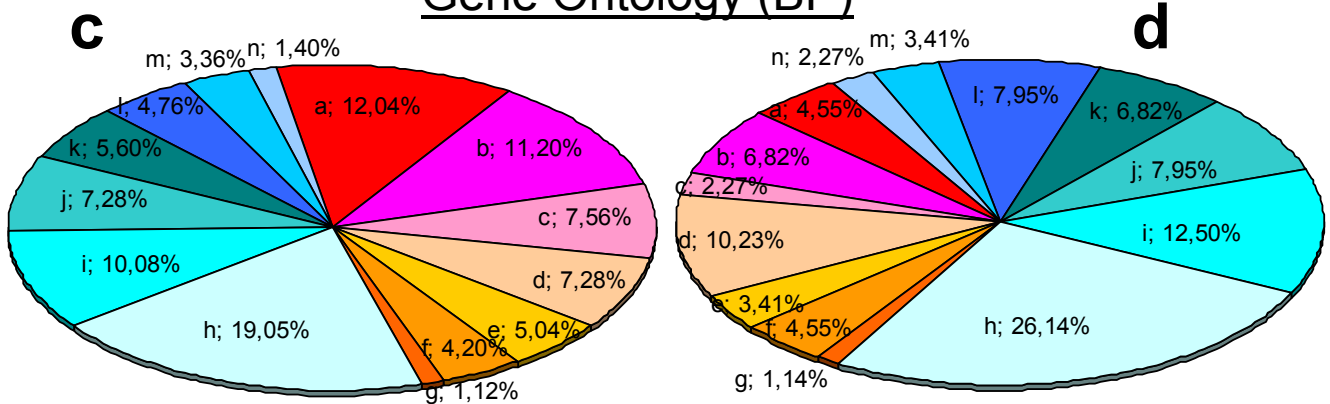

**Figure S1.** Overview of the microarray results. (a, b) Functional categorization of the differentially expressed genes (a, up-regulated; b, down-regulated, Table S5). Numbers and names have been taken from the functional classification catalogue (FunCat; Ruepp et al., 2004). Percentages represent genes that have been annotated within each function with respect to the total of genes analyzed. According to FunCat, description of the found functional categories is as follow: 01 Metabolism, 02 Energy, 10 Cell Cycle and DNA Processing, 11 Transcription, 12 Protein Synthesis, 14 Protein Fate (Folding, Modification, Destination), 16 Protein With Binding Function or Cofactor Requirement (Structural or Catalytic), 18 Regulation of Metabolism and Protein Function, 20 Cellular Transport, Transport Facilities and Transport Routes, 30 Cellular Communication/Signal Transduction Mechanism, 32 Cell Rescue, Defense and Virulence, 34 Interaction with the Environment, 36 Systemic Interaction with the Environment, 40 Cell Fate, 41 Development (Systemic), 42 Biogenesis of Cellular Components, 45 Tissue Differentiation, 47 Organ Differentiation, 70 Subcellular Localization, 99 Unclassified Proteins. Blue rectangle highline those categories with function in defense response (10, 11, 12, 14, 20, 30, 32, 34, 36). Thus 55% of the up-regulated and 31% of the down-regulated set of genes described in Table I belong to categories related to plant defense and stress response. FunCat categories 32 (19.49%; cell rescue, defense and virulence), 34 (17.80%; interaction with the environment), and 36 (9.32%; systemic interaction with the environment, fungal specific systemic sensing and response) are among the highest represented. Moreover, categories contributing to an integrative plant response to pathogens, such as trafficking facilities and signal transduction, are well represented (8.47% and 9.32%, respectively). Mechanisms such as transcription control (12.71%), protein fate (12.71%), cell cycle and DNA processing (10.17%), and protein synthesis (4.24%), among others, are also represented, and somehow seem to contribute to the global process of strawberry defense. (c, d) Pie chart of gene ontology (GO, Ashburner et al., 2000) at the biological process level, UP and DOWN-regulated genes respectively (Table S6). GO terms shown as follow: a, Response to abiotic or biotic stimulus; b, Response to stress; c, Transport; d, Protein metabolism; e, Signal transduction; f, Transcription, DNA-dependent; g, DNA or RNA metabolism; h, Other metabolic processes; i, Other biological processes; j, Developmental processes; k, Other cellular processes; l, Cell organization and biogenesis; m, Unknown biological processes and n, Electron transport or energy pathways. Terms associated with defense response (a to g) are warm colored. Percentages represent genes that have been associated with each GO term with respect to the total of genes analyzed.

# Supplementary material for: Partial Activation of SA- and JA-Defensive Pathways in Strawberry upon Colletotrichum acutatum Interaction
**Source:** Front Plant Sci. 2016 Jul 15;7:1036. doi: 10.3389/fpls.2016.01036
**Supplement:** Supplementary file 8

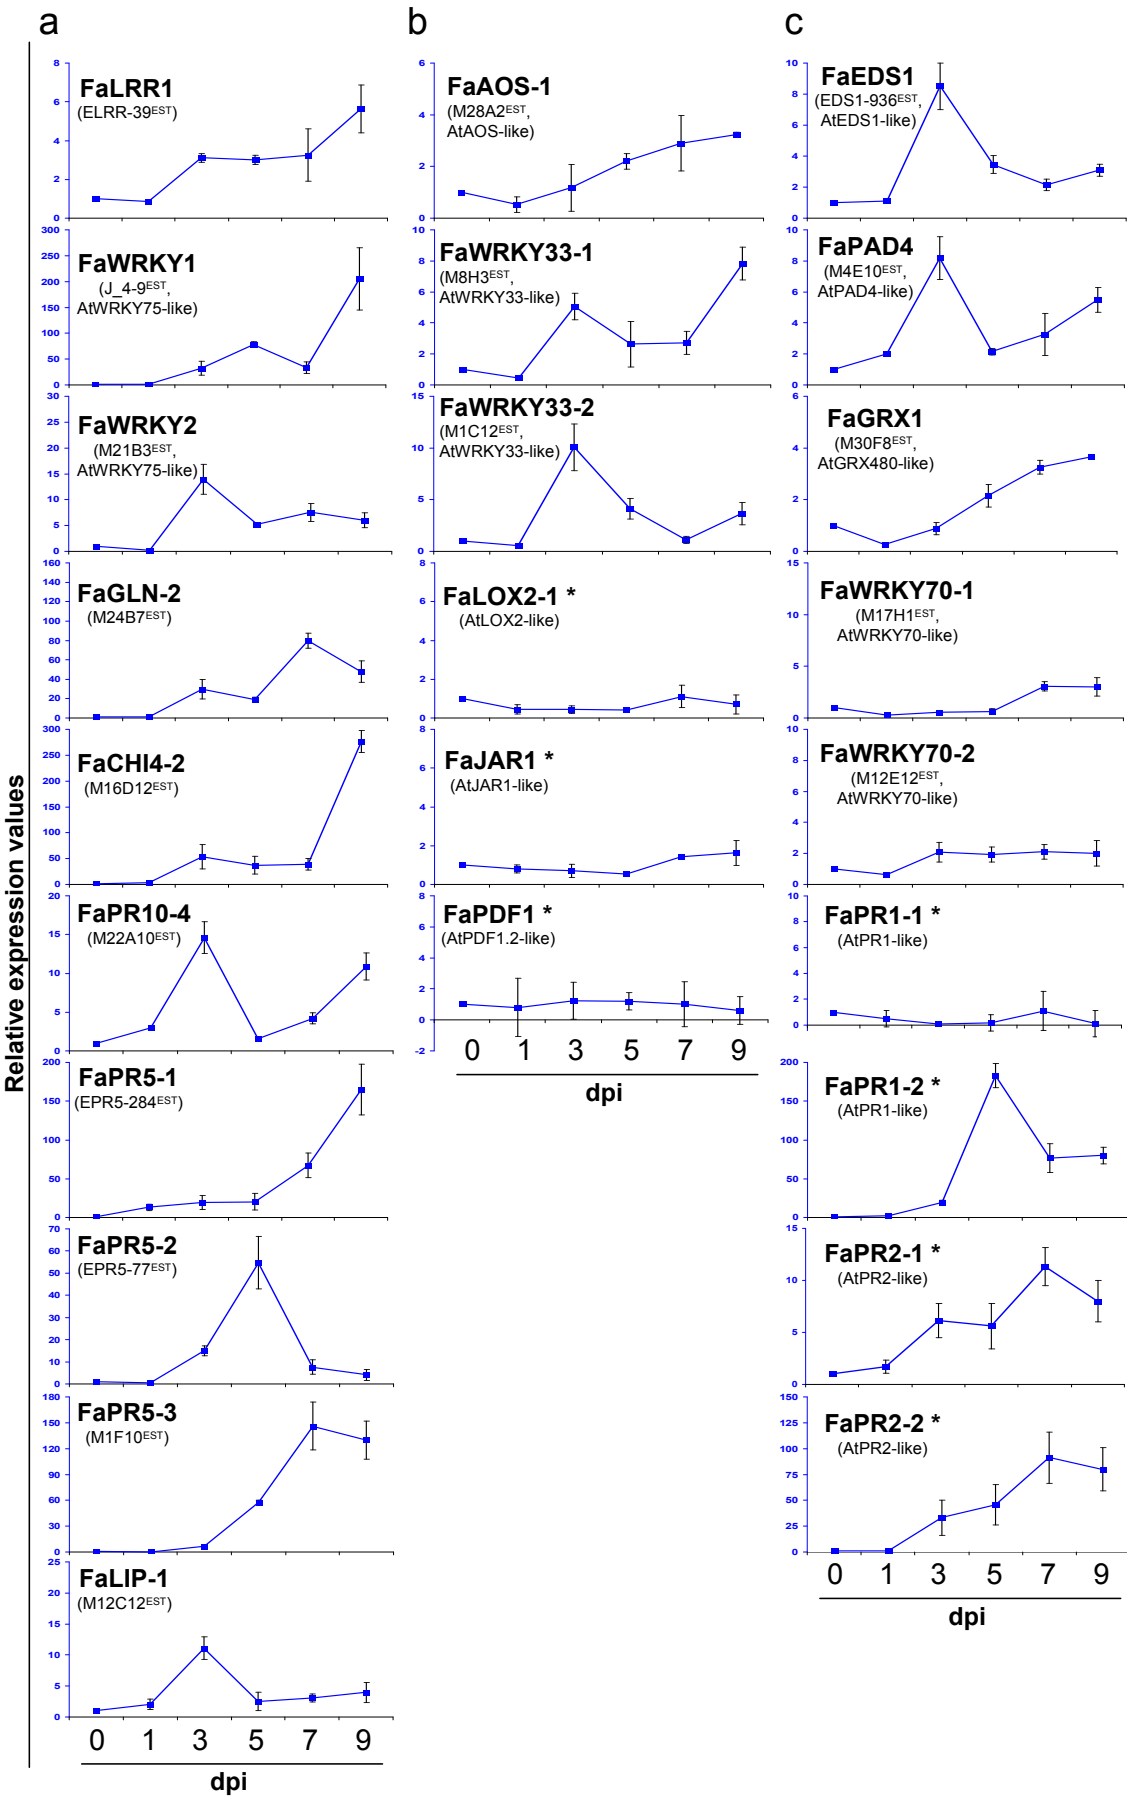

**Figure S2.** Relative expression values by RTqPCR analysis in petiole tissues of upregulated strawberry genes during *C. acutatum* infection. Selected genes correspond to those shown in Figure 2 for crown tissues analysis, (a) relevant strawberry genes in this study, (b) JA-responsive marker genes, and (c) SA-responsive marker genes. . At each time point, every inoculated sample was compared with its corresponding mock treated sample. In the graphics, standard value 1 at T0 was added to better illustrate changes. Asterisk marks genes not present in the Array dataset. Arabidopsis orthologs are *AT5G13080* (*AtWRKY75*), *AT5G42650* (*AtAOS*), *AT2G38470* (*AtWRKY33*), *AT3G45140* (*AtLOX2*), *AT2G46370* (*AtJAR1*), *AT5G44420* (*AtPDF1.2*), *AT3G48090* (*AtEDS1*), *AT3G52430* (*AtPAD4*), *AT1G28480* (*AtGRX480*), *AT3G56400* (*AtWRKY70*), *AT2G14610* (*AtPR1*), *AT3G57260* (*AtPR2*).

How the deposited data were processed for this re-analysis (not part of the article)

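Crown RNA of infected plants was compared with crown RNA of mock-treated plants of cv. Camarosa on 3 two-colour arrays, 1 for each biological replicate, collected on day 5 after spraying with 10000 conidia per ml or mock treatment. The dyes were swapped in replicate 3. The authors quantified the images with GenePix, applied an intensity-based Lowess normalization in Acuity and provided log2 ratios of infected over mock. Their values carry 1 ratio per spot and array, with replicate 3 already turned to the direction of the others, and hold no intensities, so the signal over background of each spot is unknown. The scale and direction of the values were checked against the fold changes of Tables 1A,B, which the mean of the 3 arrays matched within rounding for all 147 listed ESTs (largest difference in fold change 0.00498 in Table 1A and 0.005 in Table 1B). No values were averaged over spots, none were left out beyond 16 control spots, and no further normalization or filter was applied to the 2037 transcripts.

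Each transcript was tested with an intercept-only linear model in limma 3.58.1 (lmFit and eBayes, 2.71 prior degrees of freedom) in R 4.3.3, with Benjamini-Hochberg adjustment over all 2037 transcripts. The thresholds were an adjusted p under 0.05 and a mean ratio beyond 1.75-fold, as in the paper. The paper names SAM with an FDR limit and its text gives no further settings. A one-class SAM was therefore run as an alternative, with the sign changes of the 3 arrays as permutations and the median standard error as the added constant. Errors given with a mean are the SD over the 3 arrays. On simulated arrays of the same size with 200 changed transcripts, limma recovered 187, SAM 192 and a one-sample test without moderation 128, with 0 false calls each. The simulated errors were independent between arrays, and a call also needed a mean beyond 1.75-fold. The 0 false calls therefore do not cover errors that arrays share, or calls made without the fold limit. Correlations with RTqPCR used the paper's RTqPCR values at 5 dpi and two-sided permutation tests with 100000 resamples. Further computation was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots in matplotlib 3.10.9.

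The transcripts named in the text follow a rule written before the values were examined, when the values of Tables 1A,B were already known. They are every EST that the results or discussion name outside the tables (21), the 10 highest and 5 lowest mean log2 ratios among those past the thresholds and changed alike on all arrays, up to 5 in each direction past the thresholds outside the tables (there was none), the ESTs with an RTqPCR value (21) and the PR protein family of the tables (15), in all 43 transcripts. Where another transcript is named, it was chosen after its values were seen.

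The alternatives covered the test, the thresholds, the variance model, centring and scaling of the arrays, the dyes, the sign of replicate 3 and leaving out each array. The treatment of filled-in values, as those finer than a thousandth are called here, was added after the values had been examined.

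Some choices were changed after values had been seen. A first version took a fixed change in r as the limit for correlations between arrays, and the 95% interval of r over transcripts (0.968 to 0.973 for replicates 1 and 2, 0.729 to 0.767 for 1 and 3, 0.718 to 0.757 for 2 and 3) replaced it. Transcripts are not independent, so these intervals are too narrow as errors of r. The limit for the spread of replicate 3 was first a fixed ratio and then a bootstrap bound. The well tests were first read by their unadjusted p and then adjusted over all 109 tests. A shift of the ratios outside Tables 1A,B was tested by centring each array and then by the direction of the calls, and neither test can decide it, as the authors' normalization had left the array medians near 0. The form of the nearest-row rule is the best of 18 tried, the annotation search for kinase, phosphatase, ubiquitin and calcium was widened from the EST descriptions to the function column, and the comparison with the paper's q of M22G7 was added once its adjusted p was known.

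The RTqPCR time courses, the hormone treatments and the hormone contents were not analysed here. No genome annotation was used, so transcripts carry the F. vesca gene numbers of Tables 1A,B without positions.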

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

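The tests on a shift of the ratios, on the control spots and on the transcripts outside Tables 1A,B under each setting were chosen after the results had been seen.

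Outside Tables 1A,B, 655 transcripts had a limma adjusted p under 0.05 with a mean ratio within 1.75-fold, 284 of them higher and 371 lower in infected crowns. They are given because they are not among the ESTs that Tables 1A,B list from these arrays. The size of their mean log2 ratio had a median of 0.38 and a maximum of 0.79. Whether a shift of the ratios took part stays open. The authors' normalization had centred each array, so calls in both directions, 284 being the smaller number, do not decide it. Their number depends on the test and on single arrays. It was 274 in a one-class SAM, 146 in a one-sample test without moderation and 615 with filled-in values taken as missing. It was 240 without replicate 1, 138 without replicate 2 and 1301 without replicate 3. No number is given with a dye term in the model. Replicate 3 is then the only array of its orientation, and the error comes from replicates 1 and 2 alone. Turning the sign of replicate 1, 2 or 3 left 0 in each case by limma, with 0, 0 and 124 at an unadjusted p under 0.05. Replicates 1 and 2 share their dye orientation, so a part of what these arrays hold in common could follow the dyes. The control spots named RAT cannot decide this. Their composition is not described in the paper's text, and 1 of the 2 without a filled-in value on replicate 3 turned sign there. A response to infection below 1.75-fold stays among the open explanations and was not tested on other plants.

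All 8 control spots named RAT lay beyond 1.75-fold on the mean of replicates 1 and 2, from -3.69 to 2.73 on the log2 scale, with 4 of them below 0. They are given because the paper does not report on control spots. The 7 control spots named CAL lay between -0.49 and -0.08. On replicate 3, where the dyes were swapped, RAT2 and RAT3 were the RAT spots without a filled-in value. RAT2 kept its sign (0.75, 0.96 and 1.00 in replicates 1, 2 and 3) and RAT3 turned (-2.01, -1.99 and 1.79). With 1 of 2 turned and their composition unknown, an effect that follows the dyes and one that follows the labelled RNA cannot be told apart. Of the CAL spots, 2 of 3 without a filled-in value on replicate 3 turned. The composition of these controls is not described in the paper's text, so it is unknown whether ratios near 0 should hold for them. No biological explanation was tested.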

How the results depend on the processing

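The alternatives were set before the data were examined, except those on filled-in values, which were chosen after seeing the data, as were the limits for a change in the correlations between arrays (their 95% intervals over transcripts).

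The counts of transcripts past both thresholds, higher and lower, were 116 and 29, all of them ESTs of Tables 1A,B. The absence of others did not hold under all settings. With a dye term, replicate 3 is the only array of its orientation, so p-values rest on the spread of replicates 1 and 2 and no counts are given. Outside the tables, 13 passed without replicate 1, 3 without replicate 2 (M15A8, M26B1 and M9H8) and 15 without replicate 3. With centred or scaled arrays 3 passed (M17G4, M18H11 and M27B1), the named ones in both cases chosen after their values were seen. Equal weight for both dye orientations gives no p, and 6 passed there by the fold limit alone. The counts in all stayed within 1.5 times these values in a one-class SAM (115 and 27, all shared with limma) and with a robust prior. They did so with the direction on all 3 arrays in place of the test, with the fold limit alone and with centred or scaled arrays (114 and 32 each). Equal weight for both dye orientations gave 119 and 29 by the fold limit alone. The same held for the counts with filled-in values as missing (115 and 29, M13F3 being lost) or their transcripts left out (101 and 25). Without each array in turn they ranged from 116 to 125 and from 23 to 35. A one-sample test without moderation gave 67 and 11, the same numbers over Tables 1A and 1B. A 2-fold limit left 5 lower (M10H10, M8D2, M28F7, M18F3 and M9F8), and 94 higher. An adjusted p alone gave 401 and 400. The cause was not tested for the unmoderated test, while the other changes follow from the limits themselves. With the sign of replicate 3 turned, limma gave 0 in each direction and in each table (4 in all beyond 1.75-fold at an unadjusted p under 0.05). Turning replicate 1 or 2 in its place also gave 0 (0 at the unadjusted p). Of the 4 distinct choices of the signs, 1, the real one, gave counts this large, for higher and lower transcripts and for both tables alike. As the share cannot fall under 0.25, chance cannot be excluded in this way.

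Of the 43 named transcripts, 42 kept their direction under all 9 settings tried on them and their side of the adjusted p threshold under the 8 that give a p. M28F7 kept its direction and passed neither in SAM (q = 0.0541) nor without replicate 2 (limma adjusted p = 0.0508). Apart from the dye term, its values ranged from 2.03e-06 (limma adjusted p without replicate 3) to 0.0541. The dye term is among the 8 settings, but its p cannot show stability, since it leaves replicate 3 alone in its orientation. The mean came under the fold limit for M28A2 without replicate 2 (0.77), with centred or scaled arrays (0.79 and 0.79) and with a dye term or equal weight for both dye orientations (0.79 each), for M30F8 without replicate 3 (0.72) and for M19C6 without replicate 2 or 3 (-0.78 and -0.76), while the adjusted p, where the setting gives one, stayed under 0.05.

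Spearman's rho between arrays and RTqPCR lay between 0.772 and 0.843 under all settings tried, each with an adjusted p under 0.05. Between replicates 1 and 2, Pearson's r of 0.970 became 0.931 without the ESTs of Tables 1A,B, 0.943 as Spearman's rho and 0.974 without transcripts with a filled-in value. The first pair of settings gave 0.452 and 0.597 for replicates 1 and 3, and 0.448 and 0.584 for replicates 2 and 3. Under the first, fixed limit the values between replicates 1 and 2 had counted as unchanged. The cause was not tested. A requirement of a value on all 3 arrays removed nothing, as no value was missing. Without intensities, what signal over background limits is unknown.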

Differences from the paper's values

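The settings that call M22G7 or M1H8 were looked up after the results had been seen, and all of them were set before the data were examined.

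The paper lists M22G7 (a non-LTR retrotransposon, matched to the 3′ untranslated region of gene09933) in Table 1A with a q of 0.0364, which is the paper's value, against a limma adjusted p of 0.613 here. Its fold change matched (the paper's is 1.93, here 1.93). None of the alternatives gave a value within 1.5 times the paper's q. The one-class SAM gave a q of 0.568, the tests with a robust prior, without moderation, with centred or scaled arrays, with a dye term and without replicate 1 or 2 gave adjusted p from 0.616 to 0.951, and without replicate 3 it was 2.28e-07. This comparison was added after the value had been seen. The fold change had the opposite sign to the paper's with a dye term, with both dye orientations weighted equally and without replicate 2. The settings that call M22G7 are the fold limit alone and leaving out replicate 3. The value of replicate 3 ran against the others, at -2.99.

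The paper also counts M1H8 as induced, which had 1.748-fold here against a limit of 1.75-fold. It is called without replicate 1, without replicate 2 and with the adjusted p alone. Its mean is past the limit with a dye term or with both dye orientations weighted equally, the latter without a p. The other 145 of the 147 listed ESTs passed, and the fold changes of all 147 matched the paper's within rounding.

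In Table S6, whose title names a p under 0.005, 15 of 17 printed p-values are above it. Of these p-values, 6 are above 1, and 15 of the adjusted ones are, up to 465. A p cannot take these values as printed. The 15 terms with an adjusted p above 1 are those above the limit. Divided by 1000, they have p from 7.94e-05 to 0.00904, of which 2 are above 0.005, and adjusted p up to 0.465. This divisor, found after the values had been seen, is the only power of 10 among those tried that leaves every adjusted p at most 1 and, with 875 terms tested, equal to the Benjamini-Hochberg value of its p for all 17 terms. None of these values was used elsewhere here.

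The text counts fewer induced genes checked by RTqPCR than Table 1A marks with a value, which is 19, while both give 2 repressed genes. The legends of Tables 1A,B word the fold change as mock against infected. In the values used here the induced ESTs of Table 1A are higher in infected than in mock crowns, with a median mean log2 ratio of infected over mock of 1.30, as in the paper's text.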

Other observations

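The tests in this part were chosen after the patterns had been seen, those on wells outside Tables 1A,B and across replicates 1 and 3 before their own outcome was known.

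Replicates 1 and 2 were much closer to each other than to replicate 3. Outside Tables 1A,B and over the 1565 transcripts with no filled-in value, r was 0.937 between replicates 1 and 2, 0.416 between 1 and 3 and 0.405 between 2 and 3. More measurement noise on replicate 3 would need an SD there of 2.28 times that of the other arrays, but it was 1.07 times (bootstrap interval 1.03 to 1.11), which argues against noise alone. A fixed limit for this ratio was tried first and replaced after the value had been seen. Filled-in values are not the source either, since the mean r of replicate 3 with the others was 0.410 without them and 0.450 with them. A dye effect as all that replicates 1 and 2 share would give an r below 0 with replicate 3, and the lower of both was 0.405. A dye effect as a part of the difference, and a difference between the plants of replicate 3 and the others, stay open. They cannot be told apart, since the dyes were swapped in 1 replicate only. The RAT control spots, of unknown composition, cannot decide it either, and 1 of 2 without a filled-in value there turned sign.

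Beyond 1.75-fold on each array, 106 transcripts kept one direction (93 of them with no filled-in value) and 3 had replicate 3 opposite to the others. The latter, named after their values were seen, were M22G7, M24F9 (2.27, 2.65 and -3.12 in replicates 1, 2 and 3) and M21G4 (1.28, 1.64 and -1.23). A dye effect on the spot of M22G7 could give such a turn, since the mean of replicates 1 and 2 and the value of replicate 3 add up to -0.0745. The spot was picked for this pattern and a difference between plants would look alike, so the explanations cannot be told apart.

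The 355 values finer than a thousandth (3, 80 and 272 in replicates 1, 2 and 3, at most 1 per spot) are each a whole number of thousandths divided by a number from 2 to 10 (tolerance 6e-10). A candidate explanation is that missing spots were filled in with the mean of the 10 spots nearest on the other arrays. Recomputed in this way, 146 (41.1%) came out within 1e-06, against 17 with 9 spots, 11 with 11 and 13 of 5094 ordinary values with 10. This form was chosen as the one that matched most among 18 forms of the rule that were tried, of which the next best with 10 spots matched 59. On simulated values filled in with 10 spots, 300 of 300 were recovered, 36 with 9 and 38 with 11. The other values of this kind were not recomputed by this form, so that they were filled in stays an inference. The paper's text does not describe such a step, and no biological explanation was tested.

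Most EST names read as a plate, a row letter and a column, which is an inference from 2027 names on 30 plates. Ratios of transcripts in the same well of neighbouring plates were weakly alike, with a rank correlation of the mean log2 ratio of 0.0887 for plates 1 apart (adjusted p = 0.0218, permutation within plates) and 0.119 for plates 2 apart (adjusted p = 0.0109). For plates 3 and 4 apart it was 0.0379 and 0.0189, but for plates 3 apart it was 0.0601 on replicate 1 (adjusted p = 0.106), 0.0818 on replicate 2 (adjusted p = 0.0218) and -0.00635 on replicate 3 (adjusted p = 0.900), so where the likeness ends is not settled. These offsets were singled out from 109 tests, 88 rank correlations and 21 Kruskal-Wallis tests by plate, row and column, of which 20 had an adjusted p under 0.05. The lowest was that of the difference of replicates 1 and 2 from replicate 3 between plates (adjusted p = 5.05e-05). Similarity among the strongest transcripts alone would leave nothing outside Tables 1A,B, but the rank correlation there was 0.0970 for plates 2 apart (adjusted p = 0.0109). Local unevenness of single slides would be absent between one array and another. With one transcript read from replicate 1 and the other from replicate 3, the rank correlation was 0.0572 (permutation p = 0.0380, adjusted p = 0.112). The unadjusted p was read first, as evidence against such unevenness, and the adjusted p, taken up later, leaves it open. The layout of the spots on the slide was not available, and no biological explanation was tested.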
